# Neutrophil metalloproteinase driven spleen damage hampers infection control of trypanosomiasis

**DOI:** 10.1038/s41467-023-41089-w

**Published:** 2023-09-05

**Authors:** Hien Thi Thu Pham, Stefan Magez, Boyoon Choi, Bolortsetseg Baatar, Joohee Jung, Magdalena Radwanska

**Keywords:** Infection, Parasitic infection, Infectious diseases

## Abstract

Recent blood transcriptomic analysis of rhodesiense sleeping sickness patients has revealed that neutrophil signature genes and activation markers constitute the top indicators of trypanosomiasis-associated inflammation. Here, we show that *Trypanosoma brucei* infection results in expansion and differentiation of four splenic neutrophil subpopulations, including *Mki67*^*+*^*Birc5*^*+*^*Gfi1*^*+*^*Cebpe*^*+*^ proliferation-competent precursors, two intermediate immature subpopulations and *Cebpb*^*+*^Spi*1*^*+*^*Irf7*^*+*^*Mcl1*^*+*^*Csf3r*^*+*^ inflammation reprogrammed mature neutrophils. Transcriptomic scRNA-seq profiling identified the largest immature subpopulation by *Mmp8/9* positive tertiary granule markers. We confirmed the presence of both metalloproteinases in extracellular spleen homogenates and plasma. During infection, these enzymes digest extracellular matrix components in the absence of sufficient TIMP inhibitory activity, driving remodeling of the spleen follicular architecture. Neutrophil depletion prevents the occurrence of organ damage, resulting in increased plasma cell numbers and prolonged host survival. We conclude that trypanosomiasis-associated neutrophil activation is a major contributor to the destruction of the secondary lymphoid architecture, required for maintaining an efficient adaptive immune response.

## Abstract (web summary)

*Trypanosoma brucei* infection is characterised by activation of neutrophil associated genes. Here, Pham et al. further dissect the role neutrophils play in tissue pathology, disease outcome and maintenance of adaptive immunity.

## Introduction

*Trypanosoma brucei* is a unicellular flagellated parasite causing Human African Trypanosomiasis (HAT) or sleeping sickness^1^. This disease is characterized by a hemolymphatic stage, followed by a meningoencephalitic second stage with a deadly outcome^2^. Infection-associated pathologies are linked to inflammatory host responses, including lymphoadenopathy and hepatosplenomegaly^3^. During chronic infection, trypanosomes reside in the spleen, causing architectural disruption as a key driver in disabling B cell effector functions. The underlying mechanisms of spleen tissue pathology remain, however, largely unknown^4,5^. Likewise, questions remain with respect to the true drivers of HAT pathology in the context of brain inflammation, anemia, and tissue tropism. Therefore, the introduction of scRNA-seq analysis and other high-resolution molecular technologies has sparked a renewed interest in trypanosomiasis^6–10^.

Antigenic variation of variant surface glycoproteins (VSGs) helps trypanosome in immune evasion. The ability to switch antigenic coats, and the capacity to rapidly remove surface-bound antibodies, are both crucial for parasite survival^11–14^. To further increase infection success, trypanosomes ablate the host B cell compartment and express the invariant surface glycoprotein ISG65 that functionally neutralizes C3 complement^15–18^. While lymphocyte numbers decrease, myeloid cell numbers, and in particular neutrophil counts, increase throughout infection^19^. These cells are also recruited to the dermis after a tsetse bite^20^.

Neutrophils deliver the first line of the innate defense against invading pathogens by releasing reactive oxygen species (ROS), extracellular traps (NETs), and cytotoxic enzymes^21^. However, the latter can also contribute to the occurrence of tissue pathology. Prior to their release, these enzymes are stored in three types of granules^22^. Primary azurophilic granules contain myeloperoxidase (MPO) and serine proteases, including neutrophil elastase (NE) and cathepsin G. Secondary so-called ‘specific’ granules comprise the iron storage and transporter molecules lactoferrin and lipocalin 2, as well as anti-bacterial peptides. Tertiary gelatinase granules contain the metalloproteinases MMP-8 and MMP-9, which are able to digest collagen and elastin^23–26^. Interestingly, neutrophil *Mmp9* has been identified as the top differentially expressed gene (DEG) marker in early-stage HAT blood samples^27,28^. This is important as MMPs facilitate the recruitment of neutrophils to inflammation sites by cellular passage through the extracellular matrix (ECM)^29^. In secondary lymphoid tissues, this matrix normally provides a scaffold for immune cells, composed of collagen type I–IV, elastin, laminins, and heparan sulfate proteoglycans^30^.

In recent years, the trypanosome literature has mainly focused on the role of neutrophils in parasite elimination. While in vitro assays with culture-form *T. brucei* parasites and neutrophils isolated from non-infected mice or cattle resulted in the release of NETs, in vivo studies rarely show the involvement of NETs in parasite elimination^20,31–33^. Ex vivo confocal imaging shows that after a tsetse bite, neutrophils are recruited to dermal sites, but their phagocytosis or NET formation is seldom observed. Moreover, neutropenia does not result in a significant increase of parasite numbers, showing a limited role for neutrophils in in vivo parasitemia control^20^. Given that neutrophil activation can result in collateral damage in host tissues, our focus here is now on the in vivo infection-associated expansion of neutrophils and its role in host pathology development.

Neutrophils are produced in vast numbers in the bone marrow, go through a series of precursors, and progressively mature and differentiate before being released into the bloodstream. Emerging mature neutrophils lose their proliferative capacity and exhibit downregulated transcriptomic profiles^34^. Recent scRNA-seq data analysis has allowed us to annotate different subpopulations, including pre-neutrophils (preNeus) as well as immature and mature neutrophils, of which the latter are no longer undergoing active cell division^35–37^. Our study shows the heterogeneity and alteration of neutrophil activation upon *T. brucei* infection. Combined results lead to the conclusion that neutrophil-driven damage to the secondary lymphoid organ architecture impairs the maintenance of a fully functional adaptive immune response against *T. brucei*.

## Results

### *T. brucei* infection triggers the proliferation, differentiation, and reprogramming of spleen neutrophils

During the early stage of trypanosome infection, granulocytes gradually expand in secondary lymphoid organs. As we have previously shown, spleen neutrophil numbers reach their peak two weeks after infection (14 dpi), coinciding with the occurrence of architectural organ destruction^15,19^. Now we demonstrate that the CD11b^+^ Ly6C^+^ neutrophil population shows a Ly6G/CD177 surface expression heterogeneity and a 16-fold increase in size (Fig. 1a, b, Supplementary Fig. s1). In bone marrow and blood, neutrophil heterogeneity is not affected to the same extent, and cell numbers only increase 1.3 to 2-fold. Hence, focusing on the spleen, cells from naïve and *T. brucei*-infected mice were subjected to scRNA-seq analysis. 

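The naïve arm of this experiment was 1 library of splenocytes from 1 uninfected C57BL/6 mouse, made with droplet-based 3′ chemistry in which every captured transcript carries a unique molecular identifier (UMI), so that amplified copies are counted once. The 14 dpi library was not analysed here, and the values below describe the naïve spleen without a comparison to infection. The authors aligned the reads to mm10 and counted UMIs per gene and cell with Cell Ranger 5.0.0, and these counts were used as deposited. The matrix held 51144530 UMIs in 9991 called cells, with a median of 4362 UMIs per cell. Genes Gm42418 and AY036118 were removed, and cells with more than 200 and fewer than 4000 genes and at most 10% mitochondrial UMIs were retained. This left 6344 cells with a median of 5986.5 UMIs. The cells were clustered in Seurat with the normalization, number of variable genes, principal components and resolution of the paper, but with 1908 of the 2000 variable genes, since those on the lists reported here were left out. Of 19 clusters, 16 were named from markers fixed before the data were examined, giving 63 neutrophil-like cells (0.993% of cells, 95% interval 0.764 to 1.27%), 2666 T-like cells, 1309 follicular B-like cells and 36 plasma cell-like cells. Levels are given as UMIs per 1000000 UMIs of a class (CPM) with exact Poisson intervals, and shares of cells with exact Clopper-Pearson intervals. All intervals are at 95% and cover counting error only, since there was 1 mouse and no replicate. For transcripts that T cells lack, T-like cells give the level reached by free RNA from other cells. For other genes, such as Ly6c2 and Cxcr4, the level in T-like cells exceeds that expected from free RNA and serves only as a comparison. After the values had been seen, the neutrophil-like cells were split into 9 cells with at least 1% of their UMIs from the specific granule genes Lcn2, Ltf, Camp and Ngp (granule-gene-high), 49 cells below that level (granule-gene-low), and 5 cells set apart because they held 15 to 83 UMIs of the basophil markers Mcpt8, Cpa3, Fcer1a, Prss34 and Ms4a2. S100a8, S100a9, Lcn2, Ltf, Camp and Ngp took 44.6% of the UMIs of the granule-gene-high cells and 7.35% of those of the granule-gene-low cells, which lowers the CPM of other genes in the former, so levels without these 6 genes were also computed, a choice made after the values were seen. The paper drew its subpopulations from both libraries merged after removal of free RNA with SoupX, a tool that was not run here.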

Merged data were dimensionality reduced using UMAP, followed by cell population annotation (Fig. 1c, Supplementary Fig. s2). Neutrophils were identified by canonical markers^5,6,35–39^, including *Ly6g*, *Cd177*, *Ly6c2, Itgam* (CD11b)*, Cxcr2* and *Cxcr4* (Fig. 1d). 

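Transcripts of all 6 genes were found in the neutrophil-like cells of the naïve spleen, and all but Cxcr4 separated granule-gene-high from granule-gene-low cells whichever total was used. Ly6g, which encodes a neutrophil surface antigen and lies on chromosome 15 of mm10 from 75155240 to 75159126, was at 962 CPM (765 to 1195) in the granule-gene-high cells and at 12.7 CPM (1.54 to 46.0) in the granule-gene-low cells. Cd177, which encodes a neutrophil surface glycoprotein (chromosome 7, 24743983 to 24760311), was at 1432 CPM (1189 to 1709.7) and 38.2 CPM (14.0 to 83.2), respectively. Ly6c2, a surface antigen gene shared with monocytes and some T cells, was at 822 CPM (641 to 1038) in granule-gene-high cells and 19.1 CPM (3.94 to 55.8) in granule-gene-low cells. Itgam, encoding the CD11b integrin chain, differed less, with 1009 CPM (807 to 1247) against 414 CPM (319 to 528). The chemokine receptor genes were higher in granule-gene-low cells by CPM. Cxcr2 was at 282 CPM (181 to 419) in granule-gene-high and 1719 CPM (1520.3 to 1937) in granule-gene-low cells, and Cxcr4 at 258 CPM (162 to 391) and 764 CPM (634 to 914). With S100a8, S100a9 and the specific granule genes left out of the total, the intervals of Cxcr4 overlapped, at 466 CPM (292 to 705) and 825 CPM (684 to 986), while Cxcr2 stayed apart. In T-like cells, Ly6g, Cd177, Itgam and Cxcr2 reached at most 1.24 CPM, whereas Cxcr4 was at 41.5 CPM (38.7 to 44.4) and Ly6c2 at 331 CPM (323 to 339). The Ly6g and Ly6c2 levels of the granule-gene-low cells rest on 2 and 3 UMIs.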

To enhance subpopulation exploration, neutrophils were extracted from the dataset and subjected to a new dimensionality reduction and DEG analysis (Fig. 2a, Supplementary Fig. s3). For N1 and N2, the early granulopoiesis transcriptional factor *Cebpe* is a top-10 DEG marker. Both subclusters differ, however, in the expression of the cellular proliferation-related genes *Top2a* and *Pclaf*, which are switched off in N2. While both N3 and N4 neutrophils downregulate *Cebpe* expression, N3 upregulates transcription of tertiary granule proteinases *Mmp8*. N4 shows a shift towards transcription of chemokines/cytokines, including *Ccl6* and *Il1b*, characteristic of mature neutrophils. Using the Monocle computational trajectory analysis confirms a sequential pseudo-time N1–N4 neutrophil maturation process (Fig. 2b). This transcriptomic aging profile follows the same trend in both naïve and infected mice (Fig. 2c). While 14 dpi infected mice have increased spleen neutrophil numbers in all four subclusters, with N3 being the largest, the naïve sample contains predominantly mature (N4) neutrophils (Fig. 2d). 

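In the naïve spleen, 49 of the 63 neutrophil-like cells (77.8%, 65.5 to 87.3%) were granule-gene-low, and each of these 49 cells held a UMI of Il1b or Ccl6, the cytokine genes that mark mature neutrophils in the paper. Il1b, encoding interleukin-1β (chromosome 2, 129364570 to 129371139), was at 5667 CPM (5301 to 6052) in them and at 11.7 CPM (0.297 to 65.4), a single UMI, in the 9 granule-gene-high cells. The specific granule genes were at 764 CPM (634 to 914) and 115785 CPM (113511 to 118093), respectively. No cell lay between the groups: specific granule genes gave at most 0.492% of the UMIs of a granule-gene-low cell and at least 2.05% of those of a granule-gene-high cell. Among the 9 granule-gene-high cells, 6 held 36 to 85 UMIs of the gelatinase granule genes Mmp8, Mmp9 and Mmp25, and 1 other cell held 28 UMIs of the N1 proliferation genes and none of the gelatinase granule genes. Over all neutrophil-like cells, 87.3% held a UMI of Il1b or Ccl6 against 0.675% of T-like cells, at median depths of 3114 and 7397 UMIs. Thinned to 500 UMIs per cell, the expected shares were 79.7% and 0.0456%, with 1 T-like cell left out as too shallow. A UMI of Cebpe, Gfi1 or Ms4a3 was found in 17.5% of neutrophil-like and 9.00% of T-like cells (4.28% and 0.740% thinned). For the 6 proliferation genes the shares were 38.1% and 60.1% (6.48% and 6.19% thinned), so these shares showed no detectable excess over T-like cells. By level, Mki67 was higher in neutrophil-like than in T-like cells, at 42.6 CPM (22.0 to 74.4). All its UMIs came from 1 granule-gene-high cell with a high doublet score. Of the cells with the highest doublet scores, whose removal was tried as an alternative, 7 were granule-gene-high and 10 granule-gene-low. The 5 cells with basophil markers each held Ccl6 and are among the cells counted for Il1b or Ccl6. The paper obtains N1–N4 by clustering the neutrophils of both libraries again, and from the cell numbers per subcluster it concludes that mature N4 cells predominate among naïve spleen neutrophils.

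**Figure D1:**
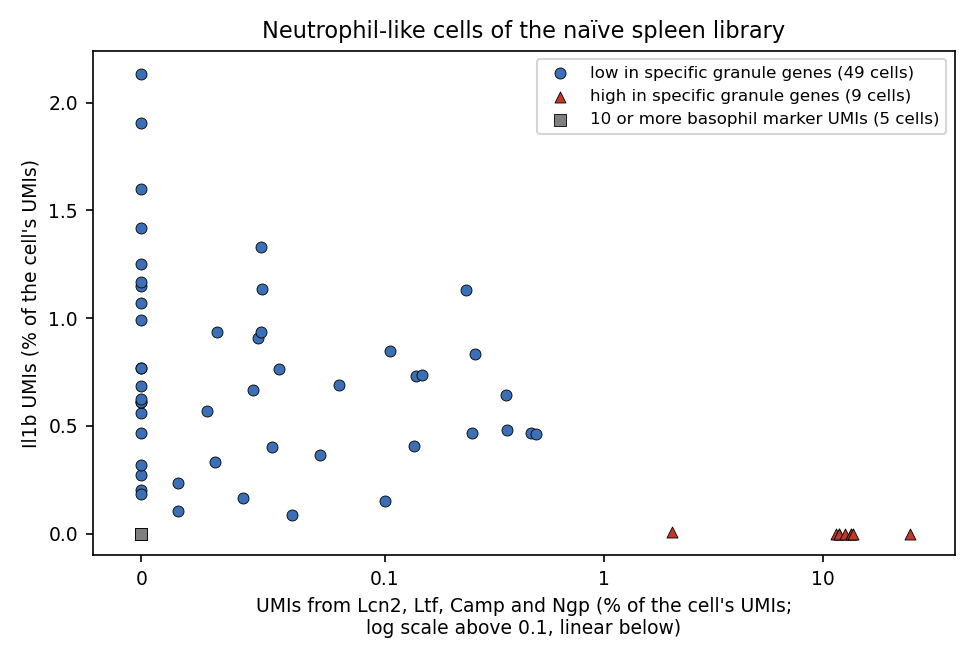
Each point is 1 of the 63 neutrophil-like cells of the naïve spleen, with the percent of its UMIs from Lcn2, Ltf, Camp and Ngp on the horizontal axis (linear up to 0.1, logarithmic above) and the percent from Il1b on the vertical axis. The 9 granule-gene-high cells lie at 2.05% or more on the horizontal axis and near 0 on the vertical axis, the 49 granule-gene-low cells at 0.492% or less, and the 5 cells with basophil markers overlap at 0 on both axes.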

Interestingly, this infection-induced spleen neutrophil profile remodeling is not mirrored in the bone marrow, where all 4 populations are present in both naïve and 14 dpi samples and undergo only minor changes during infection (Fig. 2e). Here, scRNA-seq data confirms the 1.3-fold cell number increase in response to infection, as observed previously by flow cytometry, (Fig. 1b, Supplementary Fig. s4a), with markers identifying all 4 neutrophil subpopulations being the same as those used for the spleen (Supplementary Fig. s4b, c)^40^. To gain in-depth insights into mechanisms of infection-driven spleen neutrophil granulopoiesis and differentiation, the expression of transcription factors from the C/EBP family was analyzed, showing that besides *Cebpe*, N1 neutrophils also express *Gfi1* and *Ms4a3* (Fig. 2f). These transcriptional factors are characteristic for proliferation-competent precursors pre-neutrophils (preNeu)^35,36^. In addition to the top DEG markers *Pclaf, Top2a* listed above, the N1 subcluster cells highly express *Ube2c* and *Ube2s* involved in DNA repair and replication. In the N2 subcluster, expression of *Cebpe* is maintained, but genes involved in cell cycle and proliferation are switched off, marking the differentiation into immature neutrophils. The N3 subcluster shows a decreased expression of both *Gfi1* and *Cebpe*, indicating continued differentiation of immature neutrophils. 

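Of the transcription factor genes Cebpb, Cebpd and Spi1, Cebpb was higher in the granule-gene-low than in the granule-gene-high neutrophil-like cells of the naïve spleen whichever total was used. Cebpb (chromosome 2, 167688915 to 167690418) was at 1579 CPM (1389 to 1788) against 246 CPM (153 to 377), Cebpd (chromosome 16, 15887286 to 15891031) at 789.6 CPM (657 to 941) against 446 CPM (316 to 612), and Spi1, encoding the myeloid factor PU.1, at 923 CPM (779 to 1086) against 516 CPM (375 to 693). Cebpe, which drives early granulopoiesis (chromosome 14, 54710360 to 54712174), went the opposite way, with 387 CPM (267 to 544) in granule-gene-high cells and 31.8 CPM (10.3 to 74.3) in granule-gene-low cells. T-like cells held no Cebpe UMI, which allows up to 0.149 CPM, while Cebpb reached 26.0 CPM in them. Without S100a8, S100a9 and the specific granule genes in the total, the intervals of Cebpd and Spi1 overlapped, at 852 CPM (709 to 1016) in granule-gene-low against 805 CPM (569.5 to 1105) in granule-gene-high cells for Cebpd and 997 CPM (841 to 1173) against 932 CPM (677 to 1251) for Spi1. The granule-gene-low level of Cebpe rests on 5 UMIs in 3 cells.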

Finally, the profile of N4 neutrophils is distinguished by the high expression of *Cebpb*, *Cebpd*, and *Spi1* instead of *Cebpe*. These three transcriptional factors characterize late-stage granulopoiesis and infection-independent differentiation into mature neutrophils^35,36^. However, the infection does have a transcription reprogramming effect on other genes, with the DEG analysis between naïve and 14 dpi mature N4 neutrophils revealing changes in cellular responses to interferons (IFNs), such as the upregulation of *Stat1*. In addition, *T. brucei* induces upregulation of *Irf7 and Ifit3*, involved in type I interferon (IFN)-mediated inflammation, as well as *Ifi204*, *Ifi47*, *Isg15*, *Ifitm3*, *Igtp*, *and Gbp7*, known to mediate IFN-γ responses (Fig. 2f, Supplementary Table s4). In contrast, infection downregulates the expression of *Junb*, involved in transcriptional cell growth regulation, the *Jund* gene mediating differentiation, and the interleukin 1 receptor accessory protein *Il1rap* gene, implemented in a dampening of an excessive inflammation^41,42^.

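Before infection, transcripts of the interferon response genes Ifitm3, Irf7 and Ifi204 were higher in the granule-gene-low neutrophil-like cells than in T-like cells. Ifitm3, which encodes a membrane protein that restricts viral entry, was at 872 CPM (732 to 1031) in granule-gene-low cells and 3.96 CPM (3.14 to 4.93) in T-like cells. Ifitm3 was higher still in the granule-gene-high cells, at 1420 CPM (1178 to 1697), whichever total was used. Irf7, a transcription factor of the type I interferon response, was at 127 CPM (77.8 to 197) in granule-gene-low cells and 37.4 CPM (34.8 to 40.2) in T-like cells. For Irf7 and Ifi204 the intervals of granule-gene-high and granule-gene-low cells overlapped. Ifi204 was at 102 CPM (58.2 to 165) in granule-gene-low cells and at 0.248 CPM in T-like cells. Ifi47 was lower than in T-like cells, at 63.7 CPM (30.5 to 117) against 140.0 CPM (135 to 145). For Igtp, Gbp7, Isg15 and Ifit3, which gave 10, 9, 4 and 1 UMIs in the granule-gene-low cells, no difference from T-like cells was detectable at this depth. Dendritic cell-like cells also exceeded T-like cells, with Ifitm3 at 190 CPM (156 to 229), Irf7 at 72.7 CPM (52.4 to 98.2) and Ifi204 at 12.1 CPM (4.87 to 25.0). The difference from T-like cells is therefore not particular to neutrophil-like cells. The naïve values alone give no fold change.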

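In the naïve spleen, Junb, Jund and Il1rap were higher in granule-gene-low than in granule-gene-high neutrophil-like cells, whichever total was used. Junb, an AP-1 transcription factor gene on chromosome 8 of mm10 (84974484 to 84978718), was at 4419 CPM (4097 to 4761) in granule-gene-low and 317 CPM (209 to 461) in granule-gene-high cells. Jund was at 1681 CPM (1484 to 1897) and 164 CPM (89.8 to 276). Il1rap was at 197 CPM (134 to 280.2) in granule-gene-low cells and had no UMI among 85201 UMIs of granule-gene-high cells, which allows up to 35.2 CPM. In T-like cells, Junb, Jund and Il1rap were at 423, 575 and 7.48 CPM.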

**Fig. 1:**
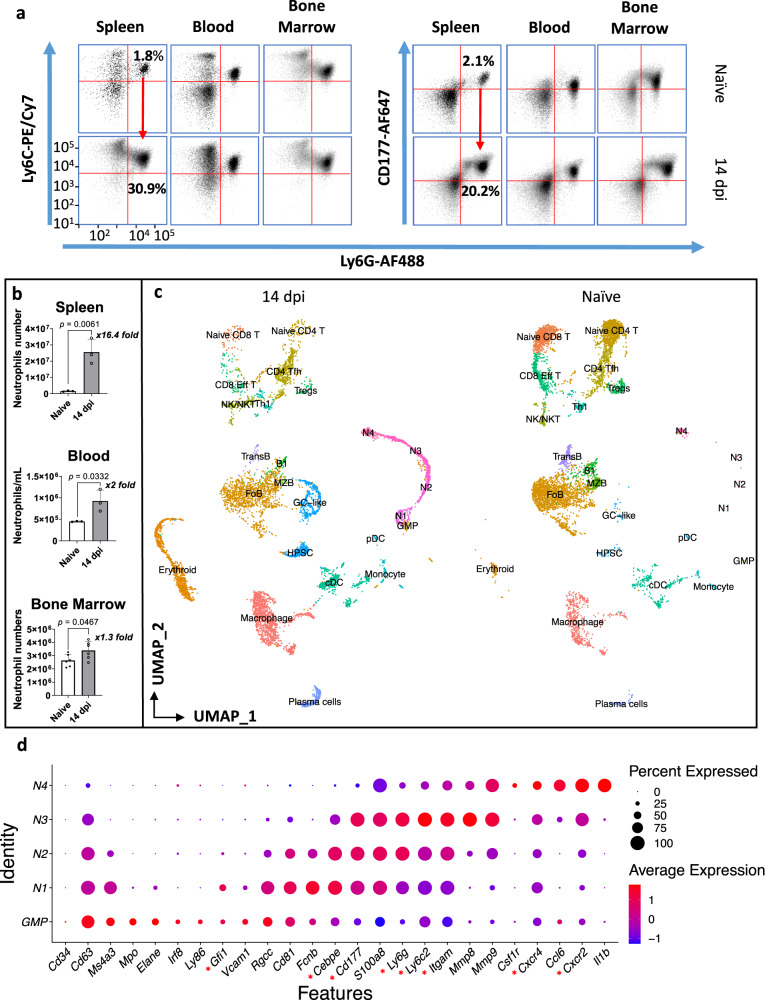
Identification of neutrophils during *T. brucei* infection. **a** Altered surface expression of Ly6C, Ly6G, and CD177 on neutrophils of naïve mice (upper panel) compared to 14 dpi (lower panel). Spleen, blood, and bone marrow samples were analyzed by flow cytometry. Data illustrates profiles of one representative mouse out of three from one of four (SP, BM) or two (blood) independent experiments. The scaling of axes is identical for all plots. **b** Corresponding numerical changes in absolute neutrophil numbers in the spleen, blood, and bone marrow, isolated from naïve mice (white with black border) compared to 14 dpi mice (dark gray). Data represent means ± S.D. obtained with groups 3 mice (Spleen/Blood) or 6 mice (BM). Pairwise comparison was conducted using an unpaired two-tailed Student’s *t*-test for analysis, with *p* < 0.05 considered as statistically significant. Source data are provided as a Source Data file. **c** Uniform Manifold Approximation and Projection (UMAP) plot displaying separate splenocyte data of 14 dpi and naïve mice, with cell types plotted by distinct colors. **d** Dot plot illustrating the average expression of neutrophil marker genes across each neutrophil subcluster (N1–N4) using combined data of 14 dpi and naïve mice, as well as the related granulocyte-macrophage progenitors (GMP), expressing a mix of monocytic fate-determining genes *Irf8 and Ly86* and combination of neutrophil progenitor genes *Elane, Mpo, Gfi1, Rgcc, Vcam1, and CD63*^40^. N1–N4 neutrophil subpopulations were annotated using neutrophil-specific * Gfi1* and *Cebpe* marker genes in combination with *Cd177*, *Ly6g*, *S100a8, Ly6c, Itgam, Cxcr4*, and *Cxcr2*^35–37,40^. Dot size indicates the percentage of cells within each subcluster expressing more than one read of the corresponding gene. Key marker genes are highlighted with an indicator (*).

**Fig. 2:**
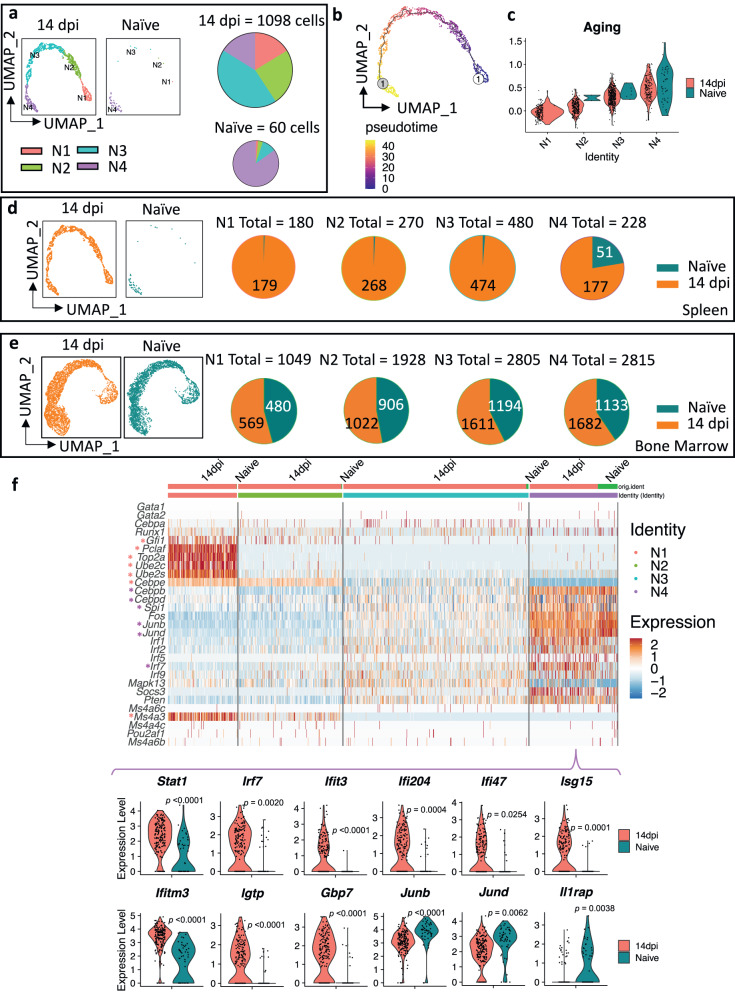
Infection triggers the proliferation, differentiation, and reprogramming of spleen neutrophils. **a** Re-clustered UMAP plot after a new dimensionality reduction, using 1158 neutrophils extracted from Fig. 1c, yielding four discrete subclusters: N1 (pink), N2 (Green), N3 (blue), and N4 (purple). Pie charts show the proportions of the four subclusters for 14 dpi and naïve control samples, scaled to the total number of barcoded cells indicated for each sample. **b** Monocle trajectory analysis using UMAP plot embedding of combined neutrophils of 14 dpi mice and naïve samples, colored for pseudo-time (dark blue color denotes the starting point, yellow depicts the final differentiation stage, and colors in between show different transition stages of cells). **c** Violin plots representing the average scaled expression scores of marker genes related to aging^37^ in N1–N4 subclusters of 14 dpi mice (red) and naïve (dark blue) mice. **d** Re-clustered UMAP plot after a new dimensionality reduction of neutrophil populations in 14 dpi (orange) and naïve mice (dark blue), extracted from Fig. 1c. Pie charts demonstrate numbers of neutrophils in 14 dpi and naïve samples, making up for each of the four subclusters (N1–N4). **e** Similar to above, but for bone marrow, showing the overall lack of a substantial infection-driven change of BM neutrophil populations. **f** Row-scaled expression of genes encoding signature transcription factors^35^, involved in granulopoiesis, differentiation, and proliferation per each cluster (N1–N4) in 14 dpi and naïve mice. Accompanying violin plots representing differences in gene expression of N4 mature neutrophils between 14 dpi (red) and naïve (dark blue) mice. For comparisons of individual genes, DEG analysis from the Seurat package was used, and *p*-values were extracted from the DEG list, with *p* < 0.05 considered statistically significant. Key marker genes are highlighted with a color-coded indicator (*).

### Infection-induced neutrophils have an anti-apoptotic phenotype

Neutrophils are generally considered to have a very short half-life, undergoing rapid turnover resulting in cell death^43,44^. Hence, the high number of neutrophils residing in the spleen during *T. brucei* infection could indicate a delayed neutrophil apoptosis. This hypothesis is corroborated for the preNeu N1 subpopulation, as the Fig. 3a heatmap shows an infection-triggered expression of the apoptosis inhibitor *Birc5* (survivin) and the proliferation marker *Mki67*. 

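In the naïve spleen, Birc5 gave 4 UMIs and Mki67 gave 12 UMIs among the 281610 UMIs of the neutrophil-like cells, and for each gene all UMIs came from 1 granule-gene-high cell. Over the granule-gene-high cells this is 46.9 CPM (12.8 to 120.2) for Birc5 and 141 CPM (72.8 to 246) for Mki67, levels set by a single cell. With doublets removed, neither gene had a UMI in the neutrophil-like cells. The 49 granule-gene-low cells held no UMI of either gene, which allows up to 19.1 CPM. T-like cells were at 1.09 CPM for Birc5 and 2.28 CPM for Mki67.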

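Mcl1, which encodes a survival protein of the BCL-2 family (chromosome 3, 95658788 to 95663176), was at 1758 CPM (1556 to 1978) in the granule-gene-low neutrophil-like cells of the naïve spleen, against 340.4 CPM (228 to 489) in the granule-gene-high cells. Csf3r, encoding the G-CSF receptor (chromosome 4, 126024550 to 126044440), was at 2885 CPM (2625 to 3163) and 188 CPM (107 to 305), respectively. T-like cells held Mcl1 at 262 CPM (255 to 269) and Csf3r at 0.495 CPM. The other anti-apoptotic genes of the list were low in granule-gene-low cells, with Xiap at 178 CPM (118 to 258) and Cflar at 108 CPM (63.1 to 173). Bcl2 was at 38.2 CPM (14.0 to 83.2) there, far below its 328 CPM (321 to 336) in T-like cells. Bcl2l1, Bcl2a1b and Bcl2a1d gave 3, 9 and 3 UMIs, and the last 2 are near-identical copies whose reads may not be told apart.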

Simultaneously, the mature N4 subpopulations express high levels of the cell survival regulator *Mcl1*, as well as *Csf3r*, coding for the G-CSF receptor. Figure 3b confirms that the overall anti-apoptotic gene expression score in the mature N4 cluster is significantly increased at 14 dpi. For immature N2 and N3 neutrophils, elevated gene expression occurs for calprotectin (*S100a8/S100a9*), known to have a suppressive effect on neutrophil apoptosis under inflammatory conditions. Likewise, in the N4 subcluster *T. brucei* infection induces increased *S100a8/S100a9* expression. 

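In the naïve spleen, S100a8 and S100a9, which encode the subunits of calprotectin and lie on chromosome 3 (90668978 to 90670035 and 90692632 to 90695721), were the most abundant transcripts of the survival list. In granule-gene-low neutrophil-like cells S100a8 was at 33348 CPM (32451 to 34264) and S100a9 at 39410.1 CPM (38434 to 40404). Both were higher in the granule-gene-high cells, at 151501 CPM (148898 to 154137) and 178531 CPM (175705 to 181391). Free RNA brought 6.64 CPM of S100a8 and 9.51 CPM of S100a9 into T-like cells. The 5 cells with basophil markers held no UMI of either gene.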

To corroborate this data, concentrations of calprotectin were measured by ELISA, showing that spleen extracellular homogenates of infected mice contain high levels of this heterodimer (Fig. 3c). 

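Transcripts of the caspase genes Casp2, Casp8, Casp9 and Casp12 and of the pro-apoptotic regulators Bax, Bad, Bbc3, Bcl2l11, Pidd1 and Bak1 were sparse in the naïve neutrophil-like cells. Bcl2l11, encoding the BH3-only protein BIM, was the highest of these in granule-gene-low cells at 95.5 CPM (53.5 to 158). Casp8 and Bak1 gave 7 UMIs each, Bad gave 3 and Casp2 gave 2. Bax was at 12.7 CPM (1.54 to 46.0), below its 98.0 CPM (93.8 to 102) in T-like cells. Casp9, Casp12, Pidd1 and Bbc3 had no UMI in the granule-gene-low cells, a count that leaves room for up to 19.1 CPM each. At this depth, absence cannot be told from a low level for most of these genes.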

Infection does not affect the expression of pro-apoptotic marker genes (Fig. 3d, e), with all neutrophils being characterized by low expression of genes encoding various caspases (*Casp2*, *Casp3*, *Casp7*, *Casp8*, *Casp9*, *Casp12)* and pro-apoptotic regulators such as *Bax*, *Bad*, *Bbc3*, *Bcl2l11*, *Pidd1*, and *Bak1*. These data were confirmed by flow cytometry, where during infection, the proportion of caspase-3 positive spleen neutrophils did not increase (Fig. 3f).

**Fig. 3:**
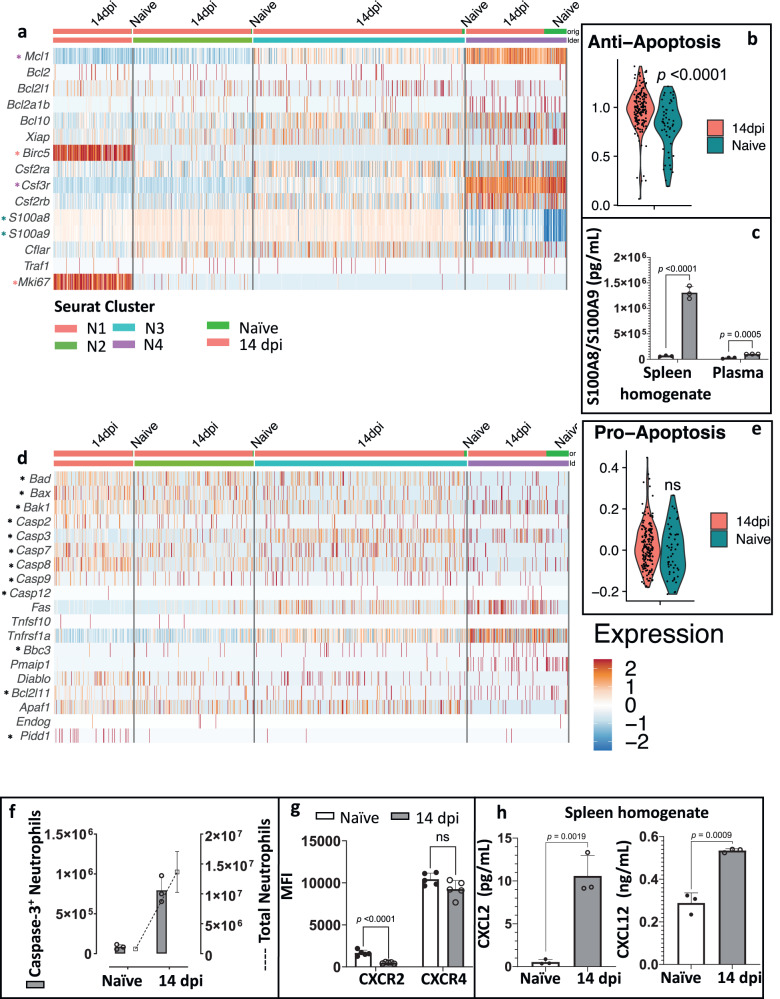
Infection-induced neutrophils show an anti-apoptotic phenotype. **a** Row-scaled gene expression of anti-apoptotic marker genes^35–37^ in four neutrophil subclusters (N1–N4) of 14 dpi and naïve mice. **b** Average scaled expression score of anti-apoptotic marker genes in N4 mature neutrophils of 14 dpi (red) and naïve (dark blue) mice. **c** Concentrations of the S100A8/S100A9 complex in spleen extracellular homogenates and plasma. Results represent means ± S.D. of 3 mice per experimental group in one of three representative experiments, using an unpaired two-tailed Student’s *t*-test for analysis, with *p* < 0.05 considered as statistically significant. **d** Row-scaled gene expression of selected pro-apoptotic marker genes^35–37^ in N1–N4 neutrophils of 14 dpi and naïve mice. **e** Violin plots representing the average scaled expression score of pro-apoptotic marker genes in N4 mature neutrophils of 14 dpi (red) and naïve (dark blue) mice. **f** Number o**f** Caspase-3^+^ neutrophils (Y1-axis) and total neutrophil numbers (Y2-axis) in naïve and 14 dpi samples, showing one representative experiment with 3 mice per group (means ± S.D.). **g** Mean fluorescence intensity (MFI) of CXCR2 and CXCR4 on Ly6C^+^ Ly6G^+^ neutrophils (means ± S.D.) of combined results of 5 mice from two of three separate experiments. **h** CXCL2 and CXCL12 concentrations (means ± S.D.) in spleen extracellular homogenates of one of two (CXCL2) or three (CXCL12) validation experiments, with 3 mice per experimental group. For **b**, **e**, **g**, **h**, unpaired two-tailed Student’s *t*-tests were used for comparison between experimental groups, with ns indicating non-significant differences for *p* ≥ 0.05 and *p* < 0.05 considered as statistically significant. Samples of naïve mice are indicated in white with a black border and 14 dpi mice in dark gray. Key marker genes are highlighted with a color-coded indicator (*). Source data are provided as a Source Data file.

Interestingly, *T. brucei* infection results in overall downregulation of CXCR2 neutrophil surface expression (Fig. 3g), counteracting the very significant increase of the migratory inducing receptor ligand CXCL2 concentration (Fig. 3h). In contrast, no modulation of CXCR4 was observed, despite the higher CXCL12 levels present in extracellular spleen homogenates of infected mice (Fig. 3h). Combined, this suggests that splenic neutrophil retention in the spleen relies on a CXCR2/CXCL2 interaction, rather than the CXCR4/CXCL12 axis.

### Infection triggers degranulation of enzymes into the tissue and bloodstream

Neutrophils respond to infection by producing antimicrobial ROS involving the NADPH oxidase complex. While gp91 (*Cybb*) and gp21 (*Cyba*) constitute the catalytic core of the complex, p40 (*Ncf4)*, p47 *(Ncf1)*, p67 *(Ncf2)*, and the Rac2 protein (encoded by *Rac2*) are regulatory components required for enzyme activity. Interestingly, *T. brucei* infection triggers a significant increase of the overall NADPH oxidase complex expression score in the mature N4 neutrophils (Fig. 4a), however none of the 6 genes listed above shows an individual significant alteration of expression as a result of infection by itself (Fig. 4b). In addition, expression of the *Cyba* and *Cybb* genes is elevated during infection in preNeu and both immature subpopulations, as compared to mature neutrophils. 

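In naïve granule-gene-low neutrophil-like cells, the NADPH oxidase genes Rac2 and Cyba were at 1076 CPM (920.0 to 1251) and 962 CPM (814 to 1128). Ncf1, which encodes a cytosolic subunit (chromosome 5, 134220053 to 134229625), was at 497 CPM (393 to 619.9), Rac1 at 325 CPM (242 to 427) and Ncf4 at 287 CPM (209 to 383). Cybb, the catalytic subunit, was at 108 CPM (63.1 to 173), against 2523 CPM (2197 to 2884) in the granule-gene-high cells. Cyba was likewise higher in granule-gene-high cells, at 2089 CPM (1794 to 2419.7). Rac2 and Cyba are broadly expressed, and T-like cells held them at 817 and 370.2 CPM, compared with 16.1 CPM (14.4 to 18.0) of Ncf1.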

Other genes encoding the regulatory complex exhibit varying expression levels, with 14 dpi N4 neutrophils showing an occasional individual high expression of *Ncf2* as well as *Rac2* in conjunction with *Rac1*, indicative of granule release (Fig. 4b).

**Fig. 4:**
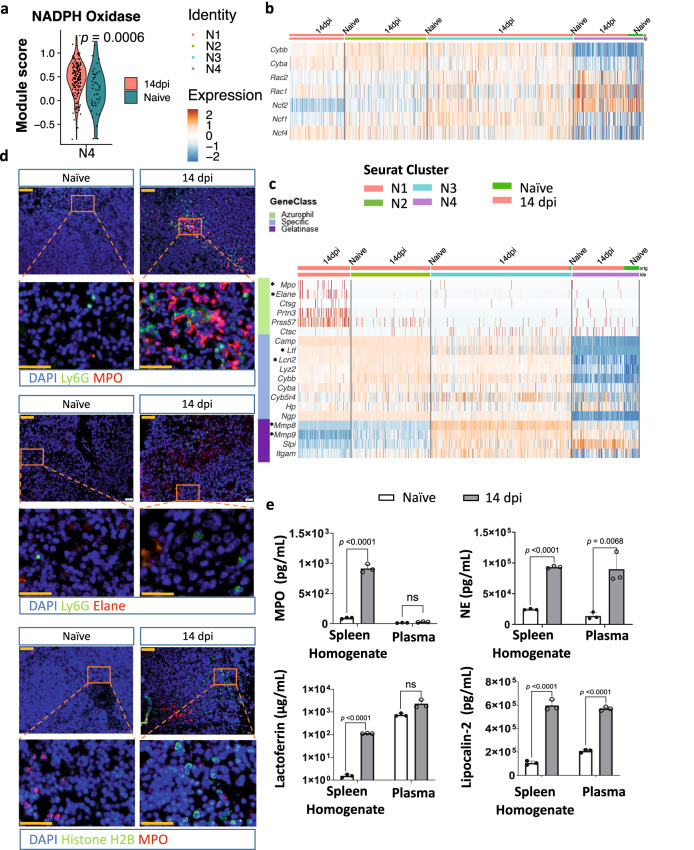
Infection triggers degranulation of neutrophils. **a** Violin plot representing the average scaled expression scores of genes related to NADPH oxidase in N4 mature neutrophils of 14 dpi (red) and naïve (dark blue) mice. **b** Heatmap showing row-scaled gene expression of selected marker genes^35–37^ involved in activation of NADPH oxidase per cluster in 14 dpi and naïve mice. **c** Row-scaled expression of selected genes^35–37^ encoding molecules in granules (azurophilic, specific, gelatinase) per cluster in naïve mice and 14 dpi mice. Key marker genes are highlighted with an indicator (*). **d** Representative immunofluorescence images of frozen thin spleen sections stained with anti-Ly6G (green) and anti-MPO (red) or Ly6G (green) and anti-NE (red). Tissue sections were also stained with anti-Histone H2B (green) and MPO (red). For all sections, the cell nucleus was visualized by DAPI staining (blue). The lower panel shows magnified images of the upper ones. Scale bars equal 50 µm (upper) and 20 µm (lower). For each condition, spleen sections from three individual mice per experimental group were stained, showing one representative result. **e** Concentrations of MPO, NE, lactoferrin, and lipocalin-2 were measured in spleen extracellular homogenates and plasma by ELISA. Data represent means ± S.D. from one of three representative experiments with 3 mice per experimental group. Samples of naïve mice are indicated in white with a black border and 14 dpi mice in dark gray. A pairwise comparison was conducted between 14 dpi and naïve using an unpaired two-tailed Student’s *t*-test for analysis, with ns indicating non-significant differences (*p* ≥ 0.05) (for lactoferrin) or the estimated concentrations were below the detection range of the assay (for MPO), and *p* < 0.05 considered as statistically significant. Source data are provided as a Source Data file.

Functional analysis of infection-induced neutrophils was further performed based on transcriptome analysis of various enzymes (Fig. 4c). Here, 14 dpi preNeu N1 cells show occasional high expression of *Mpo* and *Elane*. Both genes encode azurophilic granules enzymes, with MPO being an NADPH oxidase-linked enzyme important for pathogen elimination and *Elane* coding for the elastase NE required for the formation of NETs. 

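In the naïve spleen, Lcn2 and Ltf marked the 9 granule-gene-high neutrophil-like cells, which were selected on these genes together with Camp and Ngp. Lcn2, encoding the siderophore-binding lipocalin-2, was at 17195 CPM (16325 to 18098) in them, and Ltf, encoding lactoferrin, at 12793 CPM (12045 to 13576). In the granule-gene-low cells Lcn2 fell to 745 CPM (616 to 893) and Ltf gave no UMI among 157041 UMIs, which allows up to 19.1 CPM. Both stayed under 1 CPM in T-like cells, at 0.495 CPM for Lcn2 and 0.842 CPM for Ltf. Because the genes defined the groups, the size of these differences is partly set by that choice.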

The gene expression pattern of the N2 immature subpopulation shows commitment to transcription of *Lcn2* and *Ltf* genes, both encoding proteins involved in iron transport. The large N3 subpopulation of immature neutrophils upregulates gene expression of *Mmp8* and *Mmp9*, encoding matrix metalloproteinases associated with gelatinase granules. 

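Among 19 cytokine and chemokine genes, Il1b supplied 890 of the 1257 UMIs of the granule-gene-low neutrophil-like cells of the naïve spleen. Ccl6 followed at 1178 CPM (1014 to 1361) and Cxcl2, a ligand of CXCR2, at 471 CPM (370.0 to 592). Ccl4, Tgfb1, Ccl3 and Osm were at 197 CPM (134 to 280.2), 134 CPM (82.8 to 204), 121 CPM (72.8 to 189) and 102 CPM (58.2 to 165). The UMIs of Ccl4 and of Ccl3 came from 6 of the 49 cells each and those of Cxcl2 from 12, so few cells set these levels. The interval of Tgfb1 includes its level in T-like cells, 106 CPM (102 to 111). Il1a, Il6, Il10, Il12b, Ccl2 and Cxcl1 had no UMI in the granule-gene-low cells. The granule-gene-high cells were nearly devoid of the list, with 14 UMIs in all. Over the whole neutrophil-like cluster, the 5 cells with basophil markers held 248 of the 267 Ccl3 UMIs (92.9%), 145 of the 176 Ccl4 UMIs (82.4%), 243 of the 428 Ccl6 UMIs (56.8%) and 50 of the 67 Osm UMIs (74.6%), but no Il1b. Values for the whole cluster therefore mix both sources for these chemokines.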

Expression of chemokines and cytokines genes is overall low, except for *Il1b*, a known marker for mature neutrophils. The latter is, however, independent of infection, as is the expression of genes involved in phagocytosis (Supplementary Fig. s5).

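Together, 14 phagocytosis genes of the naïve spleen were at 3540.5 CPM (3252 to 3847) in the granule-gene-low cells and 3592 CPM (3200.3 to 4017) in the granule-gene-high cells, against 212 CPM (206 to 219) in T-like cells. Without S100a8, S100a9 and the specific granule genes in the total, the levels were 3821 CPM (3510.4 to 4153) and 6481 CPM (5775 to 7249), higher in the granule-gene-high cells. Fcer1g, the signalling chain shared by Fc receptors, led with 1694 CPM (1496 to 1910.1) in granule-gene-low cells. Itgb2, the partner chain of CD11b, was at 541 CPM (432 to 669), Fcgr3 at 414 CPM (319 to 528) and Fcgr4 at 127 CPM (77.8 to 197). Cd14, a co-receptor for lipopolysaccharide, was at 204 CPM (139 to 288), against 35.2 CPM (7.26 to 103) in granule-gene-high cells, and these intervals overlapped with the reduced total, at 219.9 CPM (150.4 to 310.5) and 63.5 CPM (13.1 to 186). The scavenger receptor genes Msr1 and Marco had no UMI in any of the 63 neutrophil-like cells, and Tlr2, Tlr4, Axl, Mertk, Fcgr1 and Fcgr2b gave 9 or fewer UMIs each in the granule-gene-low cells.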

To corroborate the relevance of the observed granule-specific gene expression profiles, the infection-induced presence of myeloperoxidase (MPO) was assessed by immunohistochemistry (Fig. 4d). Results confirm the intracellular presence of this enzyme during *T. brucei*-infection, as MPO^+^Ly6G^+^ neutrophils formed clear foci. In parallel, free MPO was measured in extracellular spleen homogenates, showing increased levels at 14 dpi (Fig. 4e). In contrast, plasma MPO levels for both experimental groups remained below the detection limit, indicating that MPO is released locally in the spleen. Next, spleen sections were stained using anti-Ly6G and anti-elastase antibodies. Overall, only very few neutrophils were positive for elastase in the tissue (Fig. 4d). However, high levels of the free enzyme were detected in extracellular spleen homogenates and plasma of infected mice, pointing towards a systemic origin (Fig. 4e). Spleen sections were also screened for the presence of NETs by staining for histones in decondensed chromatin. This analysis shows no formation of fine or thick extracellular chromatin strands upon infection, corroborating the absence of adequate levels of available intracellular elastase required for NET formation. Extracellular spleen homogenates and plasma were also checked for the presence of lipocalin-2 and lactoferrin, showing increased levels of both in the spleen homogenates of infected mice. In contrast, only an infection-induced increase in lipocalin-2, but not lactoferrin, was observed in the plasma of infected mice (Fig. 4e).

### Neutrophil expansion results in severe MMP-driven ECM remodeling and destruction of B cell follicles

*T. brucei* infection triggers the release of the zinc-dependent matrix metalloproteinases MMP-8 and MMP-9 from gelatinase granules, measurable in large quantities in extracellular spleen homogenate and plasma (Fig. 5a). The presence of higher levels of both enzymes in the plasma compared to homogenates suggest an additional systemic production of these molecules, as a result of the overall inflammation that accompanies *T. brucei* infection. Much lower concentrations of MMP-25 were recorded. 

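Over all cells of the naïve spleen, Mmp8, which encodes neutrophil collagenase (chromosome 9, 7558456 to 7568485), came almost entirely from the neutrophil-like cluster, with 226 of 231 UMIs (97.8%, 95.0 to 99.3%). Mmp9, encoding gelatinase B (chromosome 2, 164940780 to 164955850), came from it for 415 of 630 UMIs (65.9%, 62.0 to 69.6%), and Mmp25, encoding a membrane-anchored metalloproteinase (chromosome 17, 23628311 to 23645277), for 25 of 47 UMIs (53.2%, 38.1 to 67.9%). A T-like cluster of 108 cells held 153 further Mmp9 UMIs (24.3%), at 216 CPM (183 to 253) against 0.975 CPM (0.587 to 1.52) in the other 2558 T-like cells. A Mmp9 UMI was found in 48.1% of its cells (38.4 to 58.0%) and in 0.430% of the other T-like cells, at median depths of 6252 and 7438 UMIs, and after thinning to 1000 UMIs the expected shares were 18.0% and 0.101%, with 26 of the other cells too shallow. This cluster held no Mmp8 UMI. Among 22 genes of the Mmp family in the file, 5 more had at least 20 UMIs, which were Mmp11 (52 UMIs), Mmp15 (50), Mmp12 (41), Mmp14 (28) and Mmp17 (24). Apart from 2 UMIs of Mmp12, all UMIs of these 5 genes lay outside the neutrophil-like cluster, where a count of 0 allows up to 10.7 CPM. With doublets removed, the neutrophil-like share of Mmp25 fell to 34.5%. By level in the main results, Mmp25 was at 88.8 CPM (57.5 to 131) in the neutrophil-like cluster. In the T-like cluster with the most other Mmp25 UMIs it was at 3.79 CPM (1.82 to 6.97), and in dendritic cell-like cells at 12.1 CPM (4.87 to 25.0).

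**Figure D2:**
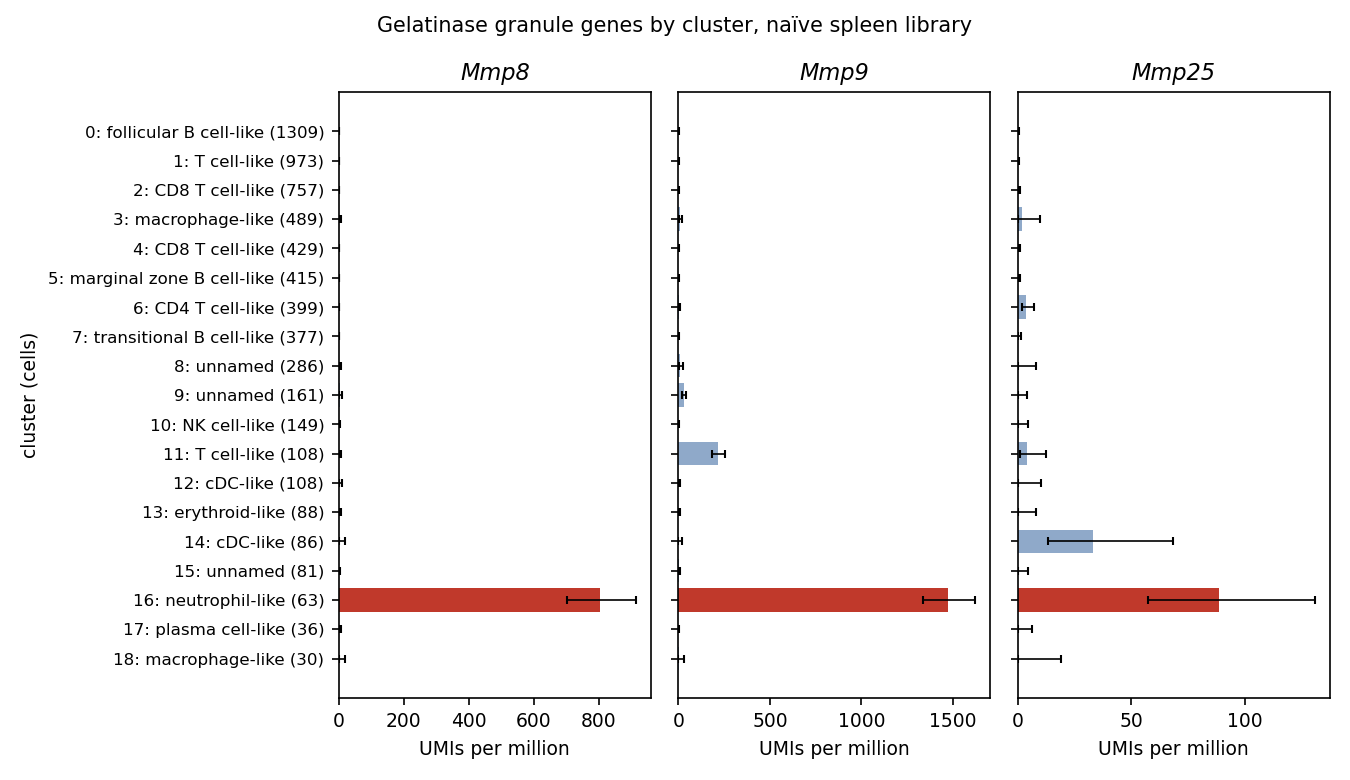
UMIs per 1000000 UMIs (CPM) of Mmp8, Mmp9 and Mmp25 in each of the 19 clusters of the naïve spleen, with exact Poisson 95% intervals. Mmp8 stands out in the neutrophil-like cluster alone, while Mmp9 also reaches 216 CPM in the T-like cluster of 108 cells.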

ScRNA-seq analysis shows that in the spleen, these three metalloproteinases are uniquely expressed by neutrophils (Fig. 5b) and are listed in the top 10 DEGs for neutrophil subpopulation clustering (Supplementary Fig. s3a), while other MMPs were absent. Interestingly, detailed expression analysis of these *Mmps* also shows that the infection-induced elevated enzyme levels observed in ELISA (Fig. 5a) are mostly the result of an increased number of *Mmp*-expressing cells rather than an augmented expression at the individual cell level. However, increased MMP-8 presence during infection is the result of both, with the major N3 subpopulation showing the highest level of expression and the N4 mature neutrophils showing increased infection-induced expression as well as a cell number expansion (Fig. 5c, Supplementary Table 4).

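On the naïve side, Mmp8 was highest in the granule-gene-high neutrophil-like cells, at 2089 CPM (1794 to 2419.7), where 6 of the 9 cells held all of its 178 UMIs. The granule-gene-low cells held 48 Mmp8 UMIs in 16 of 49 cells, a level of 306 CPM (225 to 405), while 1 UMI was found in all T-like cells. Mmp9 differed less between the groups, with 2242 CPM (1935 to 2583) in granule-gene-high and 1426 CPM (1246 to 1626) in granule-gene-low cells. Mmp25 was at 199.5 CPM (116 to 319) and 50.9 CPM (22.0 to 100.4), from 17 and 8 UMIs. A share of cells in so small a group says little, and 5 of the granule-gene-low cells had fewer than 1000 UMIs.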

**Fig. 5:**
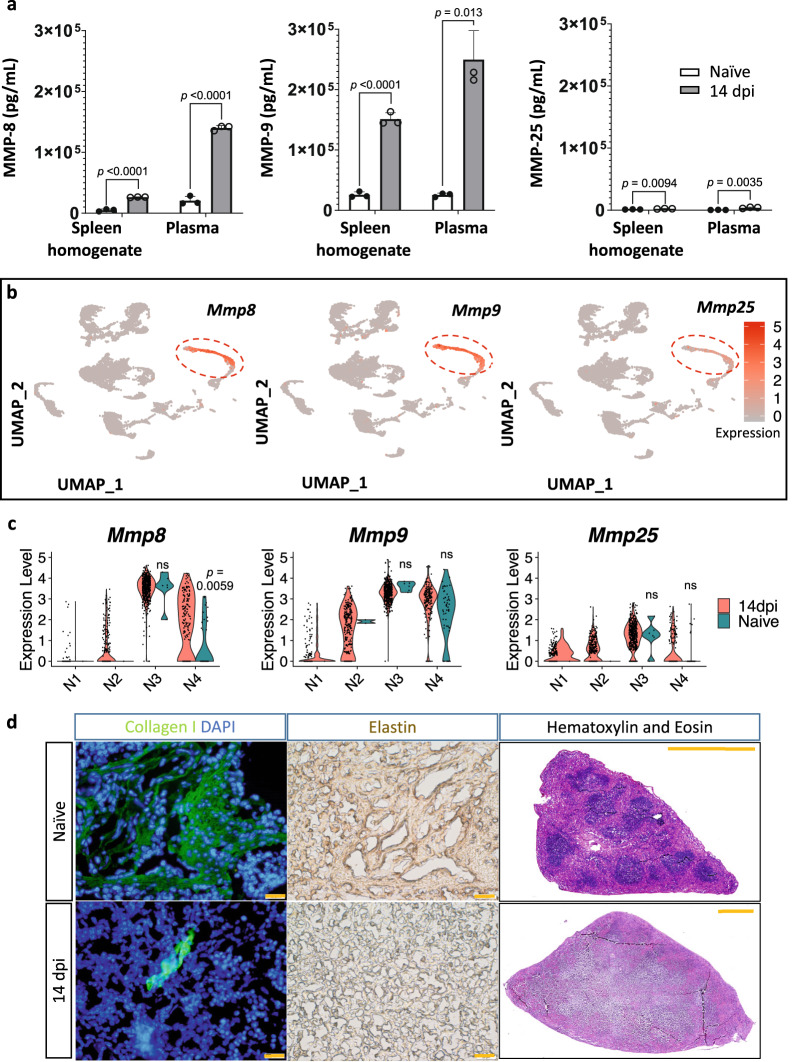
Destruction of spleen architecture and ECM remodeling during *T. brucei* infection. **a** Concentrations of MMP-8, MMP-9, and MMP-25 in spleen extracellular homogenates and plasma of naïve mice (white with black border) and 14 dpi mice (dark gray) were measured by ELISA. Data shows means ± S.D. from one of three (MMP8 and 9) or two (MMP25) validation experiments, with 3 mice per experimental group. An unpaired two-tailed Student’s *t*-test was used for comparison, with ns indicating not significant for *p* ≥ 0.05, and *p* < 0.05 considered as statistically significant. Source data are provided as a Source Data file. **b** UMAP feature plot demonstrating the expression pattern of *Mmp8*, *Mmp9*, and *Mmp25* genes, using combined splenocyte data from 14 dpi and naïve mice. **c** Violin plots representing differences in gene expression of *Mmp8*, *Mmp9*, and *Mmp25* between 14 dpi (red) and naïve (dark blue) mice. For comparisons of individual genes, *p*-values were used from the differentially expressed gene (DEG) analysis in Seurat. The Wilcoxon rank sum test was used for statistical analysis with *p*-values adjusted using the Bonferroni correction, with ns indicating not significant for *p* ≥ 0.05, and *p* < 0.05 considered as statistically significant. **d** Representative immunofluorescence images of frozen thin spleen sections stained with anti-collagen type I (green) and DAPI (blue) for nucleus staining. Immunohistochemistry was also used to stain elastin fibers with anti-elastin antibodies and a secondary HRP-coupled detecting antibody (brown). Thin spleen sections were also stained with Hematoxylin and Eosin (H&E). Scale bars, 20 µm (collagen and elastin) and 1 mm (H&E). For each condition, spleen sections from three individual mice (each with two sections) per experimental group were stained, showing one representative result.

While the release of MMPs facilitates the migration of neutrophils to the inflammation sites, their excessive production can cause severe tissue pathology through the remodeling of the collagen and elastin-containing extracellular matrix (ECM)^45,46^. As MMP-8 and MMP-9 digest collagen and MMP-9 also degrade elastin, *T. brucei*-induced ECM remodeling can be demonstrated using specific antibody tissue staining combined with hematoxylin/eosin staining (Fig. 5d). Combined data show the profound destruction of the spleen architecture during infection, resulting in the loss of follicles.

Under regular immunostimulatory conditions, spleen follicles allow the generation of effector plasma cells (PCs) that can secrete high-affinity antibodies. Hence, given the severity of trypanosomosis-associated spleen architectural destruction, a NicheNet analysis was performed to assess the effect on cell–cell interactions between infection-induced neutrophils and PCs. This reveals a major crosstalk with immature N2 neutrophils as the primary effector cells (Fig. 6a)^47^. 

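In the naïve spleen, plasma cell-like cells carried the receptor genes Tnfrsf17 and Tnfrsf13b. Tnfrsf17, which encodes BCMA (chromosome 16, 11313812 to 11320074), was at 129 CPM (102 to 162) in the 36 plasma cell-like cells and, with 76 of the 82 UMIs of all cells retained, was nearly confined to them. Tnfrsf13b, which encodes TACI (chromosome 11, 61126755 to 61149372), was at 161 CPM (131 to 197), compared with 25.2 CPM (23.0 to 27.4) in T-like cells. Tnfrsf13c, encoding the BAFF receptor, was at 30.6 CPM (18.1 to 48.3). Immunoglobulin genes took 62.9% of the UMIs of the plasma cell-like cells, which lowers the CPM of every other gene. At a clustering resolution of 0.3, Tnfrsf17 in plasma cell-like cells was at 72.8 CPM, from the same 76 UMIs in a cluster of 323 cells. Of 47 plasma cell-like cells among all called cells, 11 exceeded the limit of 4000 genes, with a median of 46168 UMIs against 7634.5 in those retained, and cells over that limit held 98 of the 181 Tnfrsf17 UMIs of called cells.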

Next, genes encoding receptors on PCs identified by NicheNet were subjected to a DEG analysis, comparing naïve and 14 dpi samples (Fig. 6b), showing downregulated expression of (i) *Tnfrsf17* (BCMA), a B cell maturation antigen responsible for delivering a pro-survival signal to terminally differentiating B cells^48^ and (ii) *Tnfrsf13b* (TACI), a transmembrane activator and CAML interactor, known to promote B cells differentiation and survival of PCs^49^. Simultaneously, PCs upregulate the expression of Spn, encoding the CD43 receptor involved in cell adhesion and interactions with E-selectins and galectins (*Lgals3*), linked to B cell—PC differentiation^50^. 

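Spn was sparse in the plasma cell-like cells of the naïve spleen, with 11 UMIs or 18.7 CPM (9.32 to 33.4). The follicular B-like cells were at 12.4 CPM (9.95 to 15.2), so that the intervals overlapped. T-like cells, which express CD43, were at 213 CPM (207 to 219). Immunoglobulin genes took 62.9% of the UMIs of the plasma cell-like cells, which lowers their Spn level. No level without these genes was computed, so the overlap does not decide whether plasma cell-like and follicular B-like cells differ. Free RNA was expected to bring 6.88 CPM. Lgals3, encoding galectin-3, gave 1 UMI in plasma cell-like cells, against 511 CPM (431 to 602) in the neutrophil-like cells.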

Prior interaction potential analysis between PC receptors and neutrophil ligands confirms the involvement of the BAFF (*Tnfsf13b*) signaling pathway (Fig. 6c). While infection-induced spleen neutrophils produce and express high levels of BAFF, PCs downregulate the corresponding receptors, in particular BCMA (Fig. 6d). Interestingly, the analysis of interactions between expanding immature neutrophils and Follicular B cells (FoBs) also resulted in identification of BAFF signaling as the main communication pathway (Fig. s6a), with infection-derived FoBs downregulating *Tnfrsf13b* (TACI), despite the upregulation of *Tnfsf13b* (BAFF) and *Tnfsf13* (APRIL) by N1 and N2 neutrophils (Supplementary Fig. s6b). 

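Before infection, follicular B-like cells expressed Tnfrsf13b at 227 CPM (216 to 238) and Tnfrsf13c at 302 CPM (289.9 to 315), while Tnfrsf17 gave 1 UMI in them. The ligand genes were rare in neutrophil-like cells. Tnfsf13b, encoding BAFF (chromosome 8, 10006467 to 10039072), gave 8 UMIs or 28.4 CPM (12.3 to 56.0), and Tnfsf13, encoding APRIL (chromosome 11, 69682846 to 69685784), gave 3 UMIs or 10.7 CPM (2.20 to 31.1). In T-like cells they were at 0.396 and 0.297 CPM. Of the 11 ligand UMIs, 7 came from granule-gene-high and 4 from granule-gene-low cells, too few to rank the stages.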

Other downregulated DEGs in FoBs include *Tgfbr2* (Transforming Growth Factor beta receptor 2) and *Ptprc* (Protein Tyrosine Phosphate receptor type C— CD45). However, these interactions were not exclusive to B cells and neutrophils. 

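In the follicular B-like cells of the naïve spleen, Tgfbr2 was at 169 CPM (159.5 to 179) and Ptprc, which encodes the pan-leukocyte antigen CD45, at 1066 CPM (1042 to 1090.1). T-like cells expressed both genes as well, at 132 CPM (127 to 137) and 1232 CPM (1216 to 1247).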

Upregulated genes in FoBs encoded intracellular proteins related to ribosomal function, such as *Rack1* (intracellular protein kinase C receptor) and *Rpsa* (40S ribosomal protein) (Fig. s6b). 

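Naïve follicular B-like cells held Rack1 at 2075 CPM (2042 to 2109) and Rpsa at 4144 CPM (4097 to 4192). The T-like cells exceeded them for both genes of the translation machinery, with 2921 CPM (2898 to 2945) of Rack1 and 5725 CPM (5692 to 5758) of Rpsa.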

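The adhesion gene Icam2 was at 82.4 CPM (75.9 to 89.3) in the follicular B-like cells of the naïve spleen and gave 3 UMIs in the neutrophil-like cells. Its integrin partners showed the reverse distribution. Itgam was at 586 CPM (499.9 to 682) and Itgb2 at 547 CPM (464 to 640.4) in neutrophil-like cells, against 1.39 CPM and 51.7 CPM in follicular B-like cells.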

Prior interaction potential analysis between FoBs and neutrophils also indicates strong crosstalk between *Icam2* and the corresponding *Itgam* and *Itgb2* genes, encoding adhesion molecules (Supplementary Fig, s6c)^51,52^. Overall, this combined cell–cell crosstalk analysis points to an infection-induced downregulation of the BAFF signaling pathway between B cells and expanding immature neutrophils. This corroborates the inhibition of pro-survival signals on the B cell targets as a major pathological event during progressing *T. brucei* infections^15^.

**Fig. 6:**
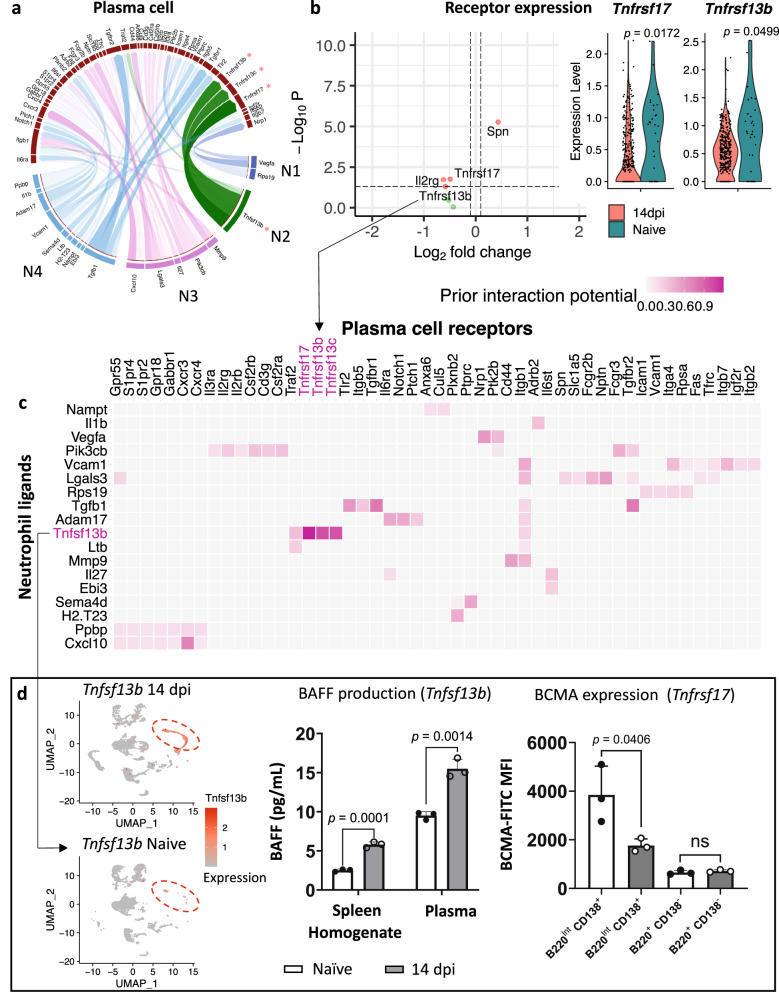
Crosstalk analysis between neutrophils and PCs. Cell–cell interactions predicted by Nichenet. **a** Ligand–receptor interactions between plasma cells (PCs) (dark red) and neutrophils N1 (royal blue), N2 (dark green), N3 (violet), and N4 (steel blue). Genes representing a major BAFF signaling pathway are marked with an indicator (*). **b** Differential gene expression analysis between PCs of 14 dpi and naïve mice. Each dot represents a gene, with the *x*-axis showing the log2 fold change between conditions and the *y*-axis displaying the −log10 *p*-value from the differential expression analysis. Genes with statistically significant differential expression (*p-*value < 0.05) using the Wilcoxon rank sum test (adjusted using the Bonferroni correction) and a log2 fold change greater than 1 or less than −1, are colored in red, including *Tnfrsf17* (BCMA) and *Tnfrsf13b* (TACI). The expression levels of both receptors on PCs are represented in violin plots. Genes that did not meet these criteria are shown in green. **c** Heatmap of the prior interaction potential specific for neutrophil ligands and PC receptors, highlighting the major pathway between BAFF (*Tnfsf13b*) and its receptors BCMA, TACI, BAFF-R (*Tnfrsf17, Tnfrsf13b*, and *Tnfrsf13c*), marked in pink. **d** UMAP feature plot representing the expression level of *Tnfsf13b* (BAFF) in spleen neutrophils and concentrations of BAFF in spleen extracellular homogenates and plasma of naïve mice and 14 dpi mice. Mean fluorescence intensity (MFI) of B-cell maturation antigen (BCMA) surface expression on PCs (B220^Int^CD138^+^) and non-PCs (B220^+^CD138^−^) from na^ï^ve and 14 dpi mice shows the reduction of receptor expression during infection. Data shows means ± S.D. of 3 mice from one of two validation experiments. An unpaired two-tailed Student’s *t*-test was used for comparison, with ns indicating not significant for *p* ≥ 0.05, and *p* < 0.05 considered as statistically significant. Source data are provided as a Source Data file.

### Neutrophil depletion prevents ECM damage via TIMP-dependent inhibition of MMPs

To better understand the mechanisms involved in neutrophil-driven organ pathology, a neutrophil depletion study was performed. Anti-Gr1 antibody treatment was started two days before *T. brucei* infection and followed by two-day interval treatment till 12 dpi. This results in significant depletion of neutrophils from the spleen and the bone marrow, with only a minor effect on other Ly6C^+^ monocytes (Fig. 7a, b). During infection, neutrophil depletion prevents *T. brucei-*induced collagen and elastin breakdown and thus avoids severe ECM remodeling (Fig. 7c). This coincides with the significant reduction of MMP-8 and MMP-9 levels in both extracellular spleen homogenates and plasma of infected mice (Fig. 7d).

**Fig. 7:**
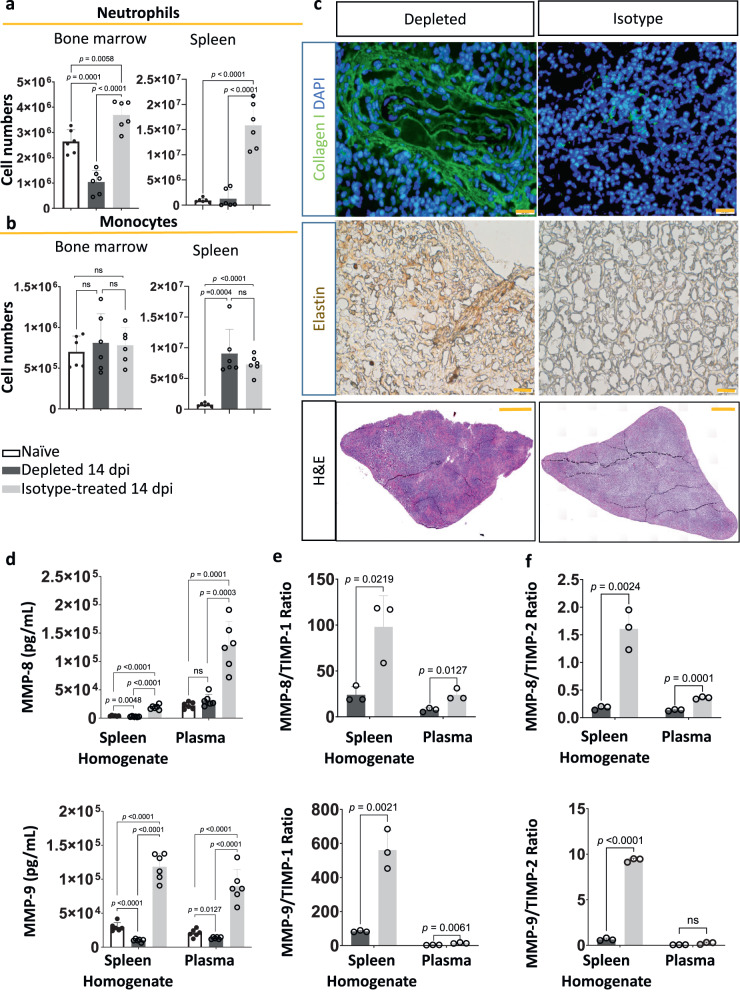
Neutrophil depletion prevents the destruction of spleen architecture and ECM damage. **a** Neutrophil depletion from the spleen and bone marrow by anti-Gr1 mAb treatment, monitored by flow cytometry. Results are presented in bar graphs, showing total numbers of CD11b^+^CD177^+^ neutrophils present in naïve (white with black border), neutrophil-depleted/14dpi (dark gray), and isotype-treated/14 dpi (light gray) mice. **b** The impact of anti-Gr1 treatment on CD11b^+^ Ly6C^+^ monocyte numbers was assessed by flow cytometry in the same experimental groups. Data represent means ± S.D. collected from combined results of 6 mice from two of three separate experiments **c** Representative immunofluorescence images of frozen thin spleen sections stained with anti-collagen type I (green) and DAPI (blue) for nucleus staining. Immunohistochemistry was also used to stain elastin fibers with anti-elastin antibodies and a secondary antibody coupled to HRP (brown). In addition, thin spleen sections were stained with Hematoxylin and Eosin (H&E). Scale bars, 20 µm (collagen and elastin) and 1 mm (H&E). For each condition, spleen sections from 3 individual mice per experimental group were stained, showing one representative result. **d** Concentrations of MMP-8 and MMP-9 in spleen extracellular homogenates and plasma were recorded in naïve, neutrophil-depleted/infected, and isotype-treated/infected mice using ELISA. **e**, **f** Bar graphs show the ratios between concentrations of MMP-8/TIMP-1 and MMP-9/TIMP-1, as well as MMP-8/TIMP-2 or MMP-9/TIMP-2 in spleen extracellular homogenates and plasma of neutrophil-depleted/14dpi (dark gray) compare to the isotype treated/14dpi (light gray) mice. Data represent means ± S.D from a combined 6 mice (two experiments) (**d**) or one of two validation experiments (3 mice per experimental group) (**e**, **f**). Unpaired Student’s *t*-tests were used for comparison between experimental groups, with ns indicating not significant for *p* ≥ 0.05, and *p* < 0.05 considered as statistically significant. Source data are provided as a Source Data file.

Under homeostatic conditions, excessive MMP activity is counteracted by upregulated production of tissue inhibitors of metalloproteinases (TIMPs). 

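In the naïve neutrophil-like cells, Timp2 gave 31 UMIs or 110.1 CPM (74.8 to 156), and Timp1, on the X chromosome (20870166 to 20874735), gave none, which allows up to 10.7 CPM. Timp2, an inhibitor of matrix metalloproteinases encoded on chromosome 11 (118301069 to 118355740), was at 199.5 CPM (116 to 319) in granule-gene-high and 89.1 CPM (48.7 to 149.6) in granule-gene-low cells, so that the intervals overlapped. They no longer did without S100a8, S100a9 and the specific granule genes in the total, at 360.04 CPM (209.7 to 576) and 96.2 CPM (52.6 to 161). T-like cells held Timp2 at 34.4 CPM (31.9 to 37.1). The family members Timp3 and Timp4 also had no UMI in the neutrophil-like cells.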

Transcriptome analysis of naïve and 14 dpi neutrophils shows differential expression of *Timp2*, but not *Timp1*, during *T. brucei* infection (Supplementary Fig. s7a). At the level of the proteins, TIMP-1 and TIMP-2 concentrations are much higher in plasma than in spleen homogenates, indicating an additional systemic origin of these inhibitors rather than being produced by spleen neutrophils only. Neutrophil depletion significantly reduces *T. brucei*-induced TIMP-1 and TIMP-2 plasma concentrations as well as the TIMP-1 concentration in spleen homogenates. (Supplementary Fig. s7b). As TIMPs are biological MMP inhibitors, the ratio between these molecules is an indicator of progressing pathology and a predictor of inflammation-triggered ECM damage^53,54^. Here, data confirm that lower MMP-8/TIMP-1 and MMP-8/TIMP-2, as well as MMP-9/TIMP-1 and MMP-9/TIMP-2 values in extracellular spleen homogenates, coincide with reduced tissue damage as a result of the beneficial effect of neutrophil depletion during *T. brucei* infection (Fig. 7e, f). The same is observed for MMP-8/TIMP-1, MMP-8/TIMP-2, and MMP-9/TIMP-1 in plasma. Combined, this indicates that the lack of sufficient systemic TIMP production needed to counterbalance neutrophil MMP-8 and MMP-9 secretion is a key determinant in the occurrence of *T. brucei*-induced spleen architecture destruction.

### Neutrophil depletion triggers PC generation and prolongs the life span of infected mice

Neutrophil depletion does not affect the T cell and NK1.1^+^ bone marrow or spleen compartment during infection (Fig. 8a and Supplementary Fig. s8). Likewise, neutrophil depletion also did not affect the previously described infection-induced reductions in bone marrow pre-Pro, pre- and pro- and Immature B cell numbers, or Marginal Zone B (MZB) and Follicular (FoB) B cell numbers in the spleen (Fig. 8b and Supplementary Fig. s9a). However, neutrophil depletion has a significant positive effect on the induction of spleen PCs during infection (Fig. 8b and Supplementary Fig. s9b). Staining of thin spleen tissue sections with anti-IgG FITC confirmed these observations, showing an increased number of IgG-positive B cells in infected mice after neutrophil depletion (Fig. 8c). This improved IgG^+^ PC formation during infection upon reduction of neutrophil numbers results in improved parasitemia control and significantly prolonged host survival during *T. brucei* infection (Fig. 8d, e).

**Fig. 8:**
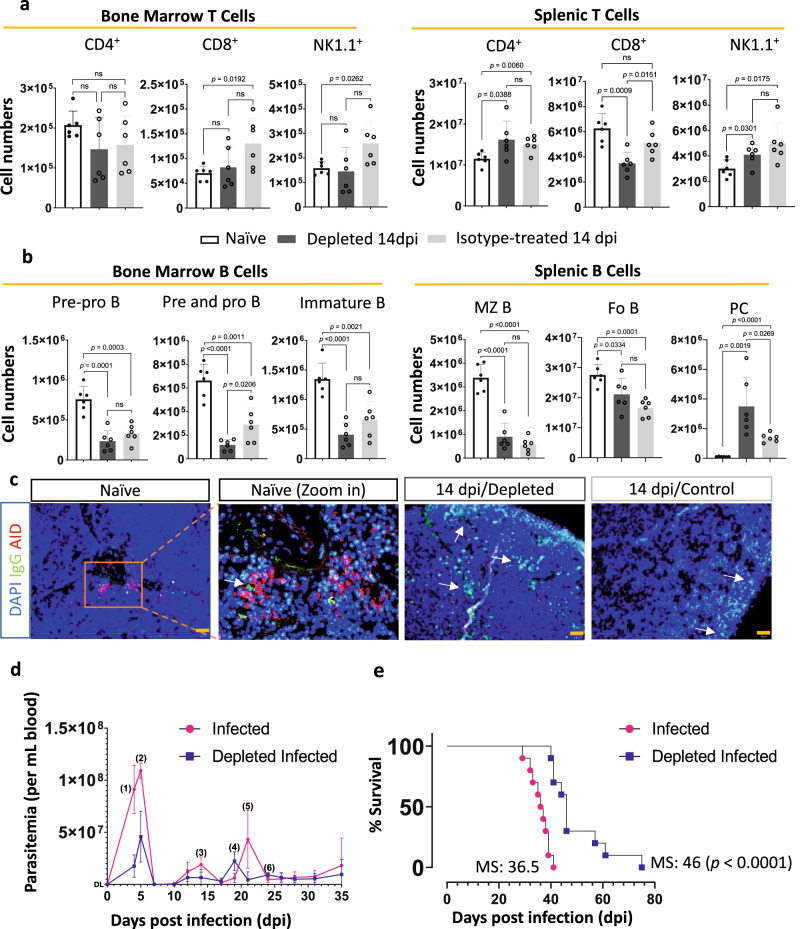
Neutrophil depletion induces PC generation and improves parasitemia control and survival. Samples of naïve, neutrophil-depleted/14dpi and isotype treated/14dpi mice were analyzed by flow cytometry (gating strategies in Figs. s8 and s9). **a** Total number of CD4^+^, CD8^+^, and NK1.1^+^ NKT/NK cells. **b** Total number of B cells including B220^+^IgM^−^CD19^−^ Pre-Pro B cells, B220^+^IgM^−^CD19^+^ Pro and Pre B cells, B220^+^CD93^+^ Immature B cells, B220^+^Cd1d^High^ MZBs, B220+Cd1d^Low^ FOBs cells and B220^Int^CD138^+^ PCs. For **a**, **b**, Data represent means ± S.D collected from combined results of 6 mice from two of three separate experiments using unpaired two-tailed Student’s *t*-tests for analysis, with *p* ≥ 0.05 considered as not significant (ns), and *p* < 0.05 considered as statistically significant. **c** Representative immunofluorescence images of thin frozen spleen sections of all experimental groups stained with anti-IgG antibody (green), anti-AID antibody (red), and DAPI (nuclear staining—blue). Scale bar = 50 µm. White arrows indicate IgG^+^ B cells. Spleen sections from three individual mice per experimental group were stained, showing one representative result. **d** Parasitemia in neutrophil-depleted mice (blue) and control-infected mice (dark pink). Mice received one injection of anti-Gr-1 antibody or isotype control two days before the *T. b brucei* AnTat 1.1 trypanosomes challenge, followed by subsequent antibody treatment every two days till 12 dpi. Pairwise comparison was conducted between the two groups using unpaired two-tailed Student’s *t*-tests, with *p* = (1)0.0009 (2)0.0031 (3)0.0347 (4)0.0115 (5)0.0329 (6)0.00306 considered as statistically significant. **e** Survival of depleted (blue) and control (dark pink) mice. For **d**, **e**, results r**e**present combined data from 2 individual experiments, using ten mice per experimental group in total, using a Mann Whitney *U* test for analysis of parasitemia and a Mantel–Cox test for survival curves (MS = median survival). Source data are provided as a Source Data file.

## Discussion

*T. brucei* parasites cause infections characterized by hepatosplenomegaly^2,3^ with excessive expansion of the spleen neutrophil compartment^19^. Here, we show that this process coincides with a distinct cell differentiation pattern normally confined to the bone marrow, with the expanding spleen neutrophil population containing proliferation-competent preNeu precursors that differentiate into immature and mature neutrophils. During infection, these cells can mediate severe ECM remodeling and breakdown. Interestingly, neutrophil depletion results in improved *T. brucei* control and prolonged host survival. This might appear counterintuitive, given the crucial role of neutrophils in the innate immune defense response^21^, and prompted our investigation into the role of these cells in immunopathology. Indeed, diverting neutrophil activity could constitute a parasite evasion strategy. Trypanosomes have already been shown to exhibit multiple adaptive immunity evasion mechanisms^11–16^. However, so far, the modulation of innate cells, favoring infection progression, has not received major attention. Based on transcriptomic profiling, we demonstrate that *T. brucei* infection first triggers the proliferation of the spleen preNeu precursor population (N1), characterized by * Gfi1* and *Cebpe* expression, encoding early-stage granulopoiesis transcriptional factors. This suggests the occurrence of spleen emergency granulopoiesis in response to infection. N1 cells also express *Mpo* and *Elane*, marker genes for azurophilic granules, and *Lcn2* and *Ltf*, genes coding for iron transport proteins present in specific granules. The expansion of spleen preNeu cells has previously been demonstrated in models of sepsis and pancreatic carcinoma^35–37^. While these studies mainly focused on unraveling transcriptomic profiles, our current data goes beyond the in silico data analysis, detecting the intracellular and extracellular presence of these enzymes and associated functions. Results show that infected mice have increased numbers of spleen MPO^+^Ly6G^+^ neutrophils but very few NE^+^Ly6G^+^ neutrophils. Simultaneously, high concentrations of free MPO and NE were measured in spleen extracellular homogenates, indicating the degranulation of azurophilic granules. This shows that *T. brucei* infection triggers the systemic release of NE, coinciding with the breakdown of the elastin present within the ECM. Both MPO and NE were previously shown to participate in NET formation. However, during *T. brucei* infection, no sign of the release of either thin or thick DNA fibers was observed. This result might be attributed to the lack of increased intracellular NE concentration^55–57^. This observation also corroborates previous in vivo data, showing that highly motile flagellated trypanosomes are rarely engulfed by phagocytic cells or trapped by NETs^20^. As trypanosomes escape these elimination processes, neutrophils appear to have a limited function in parasitemia control. This conclusion is now validated by our neutrophil depletion studies, and moreover evokes the question: why does neutrophil reduction in the spleen improve the overall parasitemia control? The answer to this could be linked to the content of the gelatinase granules and the infection-induced expansion of neutrophils, hardly present in the spleens of non-infected animals. Indeed, during infection, high levels of MMP-8 and MMP-9 are present in extracellular spleen homogenates and plasma. The genes encoding these proteases are significantly upregulated in expanding immature neutrophils. Interestingly, the detailed analysis of differential gene expression indicates that this subpopulation consists of the two subclusters N2 and N3. The N2 subset of immature neutrophils retains *Cebpe*, *Lcn2*, and *Ltf* expression but downregulates * Gfi1, Ms4a3*, *Mpo*, and *Elane* marker genes, as compared to preNeu precursors. In contrast, the N3 gene expression pattern is characterized by the downregulation of transcriptional factors, *Mpo* and *Elane*, and a shift towards high expression of *Mmps*. Both N2 and N3 transcriptomic profiles differ from N4 mature neutrophil subpopulations, with the latter showing the characteristic upregulation of genes *Cebpb*, *Cebpd*, and *Spi1*, associated with the regulation of late-stage granulopoiesis, in addition to the *Il1b* marker gene. Neutrophil subpopulations follow a differentiation pattern that, under normal conditions, takes place in the bone marrow (BM) and can be projected onto a single continuum, progressing from preNeu to immature neutrophils and subsequently to the final mature stage that is released to the periphery^35–37^. During trypanosome infection, this BM process continues to operate, and only minor changes in neutrophil composition are observed. In healthy spleens of non-infected mice, the majority of neutrophils are mature cells, while the two immature subpopulations and preNeus are virtually absent. However, our results show that trypanosome infection triggers the distinct emergence of a spleen neutrophil differentiation pattern that follows the same single continuum normally present in the BM. In addition, while mature neutrophils usually undergo senescence and are removed from inflammation sites, we show that during *T. brucei* infection, these cells exhibit delayed apoptosis. This involves high expression of *Mcl1*, a known regulator of cell survival, and the *Csf3r* gene, coding for the growth receptor for granulocyte colony-stimulating factor G-CSF. In addition, low expression of *Bax* is associated with prolonged survival and accumulation of neutrophils^58,59^. We also show that *T. brucei* infection reprograms mature neutrophils, giving this subpopulation a distinct gene expression pattern as compared to mature neutrophils from non-infected mice. Indeed, in contrast to the latter, infection-derived cells show upregulation of inflammation-specific transcriptional factors such as the *Irf7* gene, encoding a key transcriptional regulator of type I interferon (IFN)-dependent immune response and genes known to mediate IFN-γ responses. Neutrophils were shown to be responsive to type I interferon, and an *Irf7*-associated hyperactivation, similar to the profile observed here, has been recently described in patients suffering from COVID-19^60^. Interestingly, this recent finding has triggered a therapeutic strategy, targeting neutrophils to reduce the severity of viral infections.

Our results show that during *T. brucei* infection, spleen neutrophil proliferation and differentiation are linked to the destruction of the ECM and overall splenic architecture. This includes severe remodeling of the white pulp containing lymphoid tissue structures such as follicles. We propose that the underlying destructive mechanism is the excessive extracellular release of MMP-8/MMP-9 as well as elastase, capable of breaking down the protein components of the ECM. This happens in the absence of sufficient TIMP inhibitory action, known to counteract developing organ pathology^61^. These data complement previous findings, showing that hemolymphatic stage HAT patients exhibit high expression of neutrophil marker genes *Mmp9 and Cd177* in peripheral blood mononuclear cells (PBMCs). High concentrations of MMP-9 were also found in cerebrospinal fluid when trypanosomes cross the blood–brain barrier and invade the central nervous system^27,28^. While MMP-9 is able to break down type I and II–IV collagens, elastin, aggrecans, and laminins, MMP-8 cleaves collagen fibrils^62^. Under homeostatic conditions, excessive production of both MMPs is inhibited by TIMPs^61^. However, our data show insufficient compensatory TIMP-1 andTIMP-2 production during *T. brucei* infection. Interestingly, at the same time, high levels of extracellular NE are known to activate MMP-9 and cleave ECM proteins such as fibronectin, elastin, proteoglycans, and collagens^63,64^. As such, we conclude that trypanosomiasis-associated neutrophil activation is a major contributor to the destruction of the ECM, leading to damage of the secondary lymphoid follicular architecture required for maintaining an efficient adaptive immune response. This conclusion is supported by our finding that neutrophil depletion results in a reduction of ECM damage and B cell follicle destruction, two pathological events that we have described earlier as hallmarks of early trypanosome infection^15^. Consequently, compared to *T. brucei*-infected control mice, neutrophil-depleted infected mice have significantly higher numbers of differentiated CD138^+^ PCs in the spleen. Interestingly, CD138 mediates PC cell adherence to insoluble and soluble components of the 3D collagen structure of the ECM^65–67^. Hence, prevention of ECM damage may explain the observed PC spleen retention.

Severe infection-induced remodeling of the ECM impacts cell migration and homing to pre-defined compartments, as under homeostatic conditions, this matrix provides a non-cellular scaffolding to which cells attach. As such, the ECM is crucial for maintaining the integrity of secondary lymphoid organs and supporting organ compartmentalization. The role of the ECM is particularly important in the spleen, where T cells and B cells are disposed of in a highly organized manner, with B cells concentrated in the follicles. Therefore, the ECM is known to facilitate cellular migration and the interactions between activated B cells, follicular DCs (FDCs), and CD4+ T follicular helper cells (Tfh)^68^. This is crucial for the formation of germinal centers, where the process of somatic hypermutation (SHM) resulting in B cell affinity maturation, as well as class switch recombination (CSR), takes place, all required for high-affinity antibody production by PCs^69^. Analysis of cell-cell interactions between neutrophils and PCs showed that during infection, the latter downregulate key survival receptors such as BCMA (*Tnfrsf17*) and TACI (*Tnfrsf13b)*. These receptors belong to the family of TNF receptors that play a crucial role in B cell development^48,49^. Hence, infection-induced destruction of splenic ECM integrity may undermine the hosts’ ability to systemically eliminate the parasite due to the downregulation of survival signals on PCs in secondary immune organs. Interestingly, the homeostatic crosstalk between microglia and PCs, also involving BAFF signaling, was previously shown to counteract progressing trypanosomiasis-associated neuroinflammation^6^. Therefore, the BAFF signaling pathway seems to have an important regulatory function on cell survival in different organs during trypanosome infection.

In conclusion, we provide here the transcriptomic profiling of bone marrow and spleen neutrophil subpopulations and show that the latter expand and differentiate during *T. brucei* infection. These include proliferation-competent precursor preNeus, as well as immature and inflammation-reprogrammed mature neutrophils. Interestingly, our results point to an infection-induced role for neutrophils during *T. brucei* infections that does not contribute to direct anti-parasite activity. In contrast, the expansion of enzymatically active neutrophils drives a detrimental mechanism related to an increased proteolytic MMP-8 and MMP-9 activity in the absence of sufficient TIMP-mediated inhibition. This, in turn, leads to the direct destructive remodeling of the ECM by digesting the collagen and elastin components. In doing so*, T. brucei* parasites trigger the destruction of the tissue matrix needed to support the organization of B cell follicles and consequently hamper the generation of affinity-matured PCs. This infection-associated pathology can be dampened by the depletion of the expanding neutrophils and by improving the maintenance of the ECM and B cell follicle architecture. Consequently, neutrophil depletion results in improved *T. brucei* parasitemia control and prolonged host survival.

## Methods

### Ethics statement

All experimental animal procedures were conducted according to EU directive 2010/63/EU and approved by the GUGC Institutional Animal Care and User Committee (IACUC), file numbers 2019-011, 2019.019.A, 2019-025, 2020-009, 2020-018, 2021-005, 2022-001, 2022-007, 2022-012, 2023-005, 2023-008, 2023-009, and 2023-012.

### Parasites and infection in mice

Female C57BL/6 wild type (6–8 weeks, Koatech, South Korea) were housed in IVCs with appropriate cage enrichment. Mice were infected by intraperitoneal (i.p.) injection of 5000 *Trypanosoma brucei brucei* AnTat 1.1E in 100 µL DPBS (Welgene, Gyeongsan-si, Gyeongsangbuk-do, South Korea). Parasitemia was assessed by a hemocytometer in blood collected from the tail vein (2.5 µl) at different time points during infection, diluted 1/200 in DPBS. For neutrophil depletion studies, mice were injected intraperitoneally (i.p.) with a solution containing 500 μg of the monoclonal antibody (mAb) anti-mouse Ly-6G/Ly-6C (Gr-1), clone RB6-8C5 (Biolegend, CA, USA) 2 days prior to parasite infection, followed by additional doses containing 100 µg of anti-Gr1 Ab on day 0, 2, 4, 6, 8, 10, and 12 post-infection. Control mice were treated using the same procedure but injected with an equivalent amount of an isotype control IgG2b antibody (clone RTK4530, Biolegend, CA, USA).

### Isolation of organs, peripheral blood cells, and plasma

Mouse spleens, femurs, and blood were isolated after the CO_2_ euthanasia of the animals.

Single-cell suspensions were prepared by homogenizing spleens in 4 mL of Dulbecco’s Modified Eagle Medium (DMEM) (Capricorn Scientific, Ebsdorfergrund, Germany) supplemented with 10% fetal bovine serum (FBS) (Atlas Biologicals, CO, USA) and 1% penicillin/streptomycin (Capricorn Scientific, Ebsdorfergrund, Germany), using gentleMACS™ Dissociator (Miltenyi Biotec, Bergisch Gladbach, Germany). After passing the homogenate through a 70 µm cell strainer (SPL Life Sciences, Gyeongi-do, Korea), cells were centrifuged at 314×*g* at 4 °C for 7 min. Cell pellets were resuspended in RBC lysis buffer (Biolegend, CA, USA) at 4 °C and incubated for 5 min. After washing (314×*g* at 4 °C for 7 min), cells were kept in FACSFlow Sheath Fluid (BD Biosciences, CA, USA) containing 0.05% FBS (Atlas Biologicals, CO, USA) on ice. Total live cells were counted by Trypan Blue (Sigma-Aldrich, Missouri, USA). Supernatants containing spleen extracellular homogenates were collected after centrifugation at 10,000×*g* for 10 min at 4 °C. Final supernatant was recuperated and frozen at −20 °C for further analysis.

Bone marrow cells were isolated by flushing femurs, using a 26-gauge needle and 1 mL ice-cold DMEM (Capricorn Scientific, Ebsdorfergrund, Germany) supplemented with 1% FBS (Atlas Biologicals, CO, USA) and 1% penicillin/streptomycin (Capricorn Scientific, Ebsdorfergrund, Germany). Cell suspensions were centrifuged at 314×*g* at 4 °C for 7 min. Cell pellets were re-suspended in 3 mL FACSFlow Sheath Fluid (BD Biosciences, CA, USA) containing 0.05% FBS (Atlas Biologicals, CO, USA), and the total remaining live cells were counted using Trypan Blue (Sigma-Aldrich, Missouri, USA).

Blood was collected by cardiac puncture with a 1 mL syringe filled with 0.1 mL heparin (500 IU/mL). Samples were subsequently mixed with 20 mL RBC lysis buffer (Biolegend, CA, USA) at 4 °C for 15 min. After two wash steps with 20 mL ice-cold DMEM (centrifugation at 314×*g* at 4 °C for 7 min), blood cells were re-suspended in 1 mL of FACSFlow Sheath Fluid (BD Biosciences, CA, USA) containing 0.05% FBS (Atlas Biologicals, CO, USA) on ice. The total remaining live cells were counted by Trypan Blue (Sigma-Aldrich, Missouri, USA). For plasma preparation, heparinized blood samples were centrifuged at 2000×*g* at 4 °C for 10 min. Next, plasma was aliquoted into 3 Eppendorf tubes per mouse and stored at −20 °C for further analysis.

### Flow cytometry analysis

Surface cell staining was performed in FACSFlow Sheath Fluid (BD Biosciences, CA, USA) containing 0.05% FBS (Atlas Biologicals, CO, USA) using 10^5^ cells per sample. Nonspecific binding was blocked using 1/1000 diluted CD16/CD32 Fcγ III/II (Biolegend, CA, USA) for 20 min in the dark at 4 °C. Subsequently, cells were incubated with predetermined optimal concentrations (Supplementary Table s1) of fluorochrome-conjugated antibodies and/or isotype controls for 30 min in the dark at 4 °C. After incubation cells were analyzed by flow cytometry analysis using a BD Accuri™ C6 Plus flow cytometer (BD Biosciences, CA, USA). Data was analyzed using BD Accuri^TM^ C6 software, version 1.0 (BD Biosciences, CA, USA). Gating strategies are shown in Supplementary Figs. s1, s8, and s9.

For studying neutrophils apoptosis, caspase-3 activity measurement was performed using a CaspGLOW™ Fluorescein Active Caspase-3 Staining Kit (Biovision, Milpitas, CA, USA), following the manufacturer’s instructions. Briefly, 10^6^ cells were incubated for 1 h with FITC-DEVD-FMK at 37 °C, 5% CO_2_ in fresh pre-warmed DMEM medium (Capricorn Scientific, Ebsdorfergrund, Germany) in the dark. Next, cells were washed once with 2 mL FACSFlow Sheath Fluid (BD Biosciences, CA, USA) containing 0.05% FBS (Atlas Biologicals, CO, USA). Next, cells were centrifuged at 314*g* at 4 °C for 7 min before re-suspending in 100 µL of FACSFlow Sheath Fluid (BD Biosciences, CA, USA) containing 0.05% FBS (Atlas Biologicals, CO, USA) for subsequent staining with PE Ly6G, PE/Cy7 Ly6C and APC CD11b surface marker according to the same procedure described above. Data was analyzed by BD Accuri^TM^ C6 Plus flow cytometer (BD Biosciences, CA, USA.

### Enzyme-linked immunosorbent assays (ELISA)

Concentrations of CXCL-12, CXCL-2, S100A8/S100A9, elastase, myeloperoxidase, lipocalin-2, lactoferrin, metalloproteinases MMP-8, MMP-9, MMP-25, TIMP-1, TIMP-2, and BAFF were measured in extracellular spleen homogenates and plasma samples, using the following kits according the manufacturer’s protocols: Mouse CXCL2/MIP-2 Quantikine ELISA Kit (R&D Systems, Minneapolis, MN, USA), Mouse CXCL12/SDF-1 alpha Quantikine ELISA Kit (R&D Systems, Minneapolis, MN, USA), Mouse S100A8/S100A9 Heterodimer DuoSet ELISA (R&D Systems, Minneapolis, MN, USA), Mouse Neutrophil Elastase ELISA Kit (Abcam, Cambridge, UK), Mouse Myeloperoxidase (MPO) ELISA Kit (Abcam, Cambridge, UK), Mouse Lipocalin-2/NGAL DuoSet® ELISA (R&D Systems, Minneapolis, MN, USA), Mouse Lactoferrin (LTF) ELISA Kit (Abbexa Ltd, Cambridge, UK), Mouse in vitro SimpleStep MMP-8 ELISA Kit (Abcam, Cambridge, UK), Mouse MMP-9 ELISA Kit (Abcam, Cambridge, UK), Mouse MMP-25 ELISA Kit (Abbexa Ltd, Cambridge, UK), Mouse TIMP-1 ELISA Kit (Abcam, Cambridge, UK), Mouse TIMP-2 SimpleStep ELISA Kit (Abcam, Cambridge, UK), and Mouse BAFF ELISA Kit (Abcam, Cambridge, UK).

### Histopathology and immunofluorescence microscopy

Mouse spleens were isolated after CO_2_ euthanasia of the animals and fixed overnight at 4 °C in neutral buffered 10% formalin solution (Sigma-Aldrich, Missouri, USA). Next, samples were soaked in 30% sucrose before being snap-frozen in FSC 22 Frozen Section Media (Leica Biosystems, IL, USA). Frozen 5 μm-thick sections were prepared at the Laboratory Animal Research Facility of the National Cancer Center, South Korea, and Duksung Women’s University, Seoul, South Korea. For immunofluorescence staining, sections were fixed for 15 min in acetone:methanol (1:1 ratio). Slides were washed with wash buffer (PBS containing 0.1 BSA + 0.05%t Tween 20) before being blocked in PBS supplemented with 10% FBS (Atlas Biologicals, CO, USA) and 0.1% TWEEN 20 (Sigma-Aldrich, Missouri, USA) for 1 h at room temperature. Next, slides were incubated with primary antibodies overnight at 4 °C. After a wash buffer rinse, sections were incubated with secondary antibodies for 1 h at room temperature before counterstaining with DAPI (Sigma-Aldrich, Missouri, USA) diluted 1/1000 in DPBS for 5 min at room temperature. Finally, sections were washed three times in DPBS and mounted with VECTASHIELD® Antifade mounting medium (Vector Laboratories, Burlingame, CA, USA). Images were captured with an Olympus iX83 microscope integrated with an Olympus DP80 digital microscope camera and analyzed by Olympus cellSens® Dimension software V.1.18. Antibodies and their concentrations used for staining are listed in (Supplementary Table s2).

For IHC tissue sections elastin analysis, a horseradish peroxidase-diaminobenzidine (HRP-DAB) system staining kit (R&D Systems, Minneapolis, MN, USA) was used, following the manufacturer’s protocol. Briefly, sections were blocked sequentially with Peroxidase Blocking Reagent for 5 min, Serum Blocking Reagent G 15 min, Avidin Blocking Reagent for 15 min then Biotin Blocking Reagent for 15 min, before 4 °C overnight incubation with the primary anti-elastin polyclonal antibody (Bioss Antibodies, Woburn, MA, USA). Next, sections were incubated with a biotinylated secondary antibody for 60 min at room temperature in the dark. Visualization of the specific binding is based on enzymatic conversion of the chromogenic substrate 3, 3^0^ diaminobenzidine (DAB) into a brown HRP precipitate. After counterstaining with hematoxylin (Abcam, Cambridge, UK), sections were examined using an Olympus iX83 microscope. For Hematoxylin and Eosin (H&E) staining, fixed sections were stained using the H&E staining kit (Abcam, Cambridge, UK) following the manufacturer’s instructions.

### Single-cell RNA sequencing and data analysis

For the scRNA-seq characterization, splenocytes were obtained as described above from one naïve and one 14 dpi mouse after RBC lysis. Samples with viability >85% were used for sequencing using NovaSeq6000 platform. Splenocytes per sample were partitioned using a 10X Genomic Chromium Controller. Libraries were constructed using the Chromium Single Cell 3ʹ v3 reagent kit following the manufacturer’s instructions (10× Genomics, Pleasanton, CA). Raw sequencing reads were processed using the Cell Ranger version 5.0.0 pipeline. Briefly, the Illumina sequencer’s base call files (BCLs) for each flow cell directory were demultiplexed into FASTQ files using the *cellranger mkfastq* command. The *cellranger count* command was used to align the sequencing reads (fastq) to the *Mus musculus* reference genome (mm10) and quantify the expression of transcripts in each cell. This approach resulted in the generation of a gene expression matrix for each sample, which records the number of UMIs for each gene associated with each cell barcode. After the alignment, a UMI matrix per gene per sample was generated for every sample (naïve and 14 dpi). Initially, 9991 splenocytes (55,468 mean reads/cell and 1734 median genes/cell) for naïve and 10,619 splenocytes (49,601 mean reads/cell and 1,655 median genes/cell) for 14 dpi were captured. Next, the *cellranger count* outputs were loaded in SoupX using the *Read10X* function. The ambient background RNAs contamination was removed from the feature-barcode matrices obtained from CellRanger with the default SoupX (version 1.5.2, Wellcome Sanger Institute, Hinxton, Cambridgeshire, UK) workflow (autoEstCounts and adjustCounts)^70^ in RStudio (version 1.3.1093, RStudio, Inc., Boston, Massachusetts, USA), before being processed using Seurat (version 4.0.5, New York Genome Center, New York City, New York, USA), into two separated Seurat objects for the naïve and 14 dpi sample^71,72^. 

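Limits of 200 and 4000 genes and 10% mitochondrial UMIs, applied to the deposited counts of the naïve spleen, removed 3647 of 9991 called cells (36.5%). Of the called cells, 3443 (34.5%) exceeded 10% mitochondrial UMIs, 102 had too few genes and 168 too many. The cells lost to the mitochondrial limit differed by type when all called cells were clustered. Of the cells in B-like clusters, 1293 of 3568 (36.2%) exceeded it, compared with 43 of 2716 (1.58%) in T-like clusters and 161 of 683 (23.6%) in macrophage-like clusters. In clusters that matched no marker list, 1859 of 2051 cells (90.6%) exceeded it. Cells over the mitochondrial limit were shallow, with a median of 1368 UMIs.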

Quality control filtering was applied to remove any cell where there were either (i) fewer than 200 unique features, (ii) greater than 4000 or 5000 unique features for naïve and 14 dpi samples, respectively, or (iii) greater than 10% mitochondrial genes. Before normalization, genes Gm42418 and AY036118, causing technical background noises^73^, were removed from both datasets. All numerical data outputs are compiled in Table s3. The Seurat standard integration approach was applied to combine datasets from naïve and 14 dpi samples. The Seurat R package was used to normalize datasets using the global-scaling normalization method *LogNormalize* in which the gene counts for each cell were divided by the total gene counts for the cell and multiplied by a scale factor (10,000 by default). Next, the *FindVariableFeatures* command was used to select 2000 highly variable genes to compute a principal component analysis (PCA), of which the output was used for non-linear dimensionality reduction using the Uniform Manifold Approximation and Projection (UMAP) method. The integrated datasets were then run through the standard workflow for visualization and clustering, including *ScaleData* to eliminate cell–cell variation in gene expression driven by batch effects, *RunPCA, RunUMAP* (30 dimensions), followed by *FindNeighbors* (30 dimensions, reduction = “pca”) and *FindClusters* (resolution = 0.5). To identify different cell populations present in the dataset, first SingleR (v1.4.1) was employed for automatic cell annotation^74^ by mean of the ImmGen database, followed by verification using canonical gene markers collected from literature^5,6,35–39^. Cells annotated as neutrophils by SingleR were extracted from the combined dataset using the Seurat *Subset* function to create a new Seurat object^75^. The latter was subjected to another round of dimensionality reduction and clustering analysis by *FindNeighbors* (4 dimensions, reduction = “pca”) and *FindClusters* (resolution = 0.1), resulting in 4 neutrophil subclusters. To obtain DEG among annotated subclusters or between 14 dpi and naïve datasets, the Wilcoxon rank sum test was performed with the *FindAllMarkers or FindMarkers* function (*test.use*=’Wilcox’, *min.pct* = 0.25) of Seurat. The adjustment of *p*-values was performed using a Bonferroni correction based on the total number of genes in the dataset. DEGs were ranked using Log_2_ fold change and adjusted *p-*value. Genes with *p-*values > 0.05 were omitted. A pseudotime plot was generated with Monocle version 3 to infer the potential lineage differentiation trajectory^76^. The *as.cell_data_set* function was used to build a Monocle object from the normalized counts of cells present in the four neutrophils clusters based on Seurat analysis. The cells were ordered in pseudotime along a trajectory using *reduction_dimension* with the UMAP method and *order_cells* functions. The N1 subcluster was selected as the starting point (initial stage). Module scoring for certain biological functions was calculated using *AddModuleScore* function. The functional scores were defined as the average scaled expression of corresponding genes. Signature genes were chosen based on previously published data^35–37^ or selected DEGs between 14 dpi and naïve datasets. The data were then represented in violin plots for the module scores as well as heatmaps using genes included in the module. An unpaired Student *t-test* was used to compare the mean module scores between naïve and 14dpi datasets. Multibar heatmaps were constructed from the annotated Seurat object using DoMultiBarHeatmap package (https://github.com/elliefewings/DoMultiBarHeatmap). These heatmaps were constructed based on DEGs or on scaled gene expression data using previously published gene markers^35–37^ related to various cellular processes.

BM cells from femurs of three naïve and three 14 dpi mice were analyzed using scRNA-seq, similar to the methodology outlined for splenocytes. The Cell Ranger pipeline (version 7.0.1) processed 8579 and 8020 BM cells for naïve and 14 dpi conditions, respectively. Data were cleaned with the SoupX (version 1.6.2) and Seurat packages (version 4.3.0), with genes causing technical noise (Gm42418 and AY036118) removed^70–73^. Quality control for BM data was stringent, filtering out cells with fewer than 100 unique features, more than 6000 unique features, or greater than 10% mitochondrial genes. This ensured the exclusion of low-quality cells. Subsequently, the naïve and 14 dpi datasets were merged and normalized. The integrated dataset was further refined with Harmony (version 0.1.1)^77^ to remove batch effects and cell–cell variation. Dimension reduction and clustering were carried out using RunPCA, RunUMAP (26 dimensions), FindNeighbors (26 dimensions, reduction = “harmony”), and FindClusters (resolution = 0.5) functions. Cell type annotation was achieved with the SingleR package (version 2.0.0), leading to the identification of neutrophil gene-expressing cells using previously published markers^35–37,40^. This cluster was further divided into four distinct neutrophil subclusters. DEGs among the subclusters and between the naïve and 14 dpi datasets were identified using the Wilcoxon rank sum test, and the top DEGs were visualized with the DoMultiBarHeatmap package (version 0.1.0).

To assess potential cell-cell communication, the NicheNet framework was used^47^, focusing on interactions between neutrophils ligands and corresponding receptors on PCs or FoBs, with default “mouse” parameters comparing gene expression between experimental groups (“14dpi” versus “naive”). NicheNet integrated data were ranked based on their likelihood in relation to observed experimental expression changes. Highest-ranked interactions were selected for further analysis and visualization in heatmaps, feature plots, and violin plots.

### Graphs and statistical analyses

Unless otherwise indicated, statistical analysis was done using an unpaired Student’s *t*-test, comparing data from infected mice vs. naïve values. The values shown in each figure represent means ± S.D. Values of *p* ≤ 0.05 are considered statistically significant. All statistical analyses and graphics were made using GraphPad Prism V.8.3 (GraphPad Software Inc. San Diego, CA, USA). A Mann–Whitney *U* test was used for statistical analysis of parasitemia. Survival curves were analyzed using the Mantel–Cox statistic, using median survival data (MS) for comparison.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The generated scRNAseq data obtained from the spleen and bone marrow in this study have been deposited in the Omnibus Gene Expression database under accession codes GSE222784 for spleen (including Naïve—GSM6932272 and 14 dpi—GSM6932273) and GSE234000 for BM. In addition, the Naïve control data can also be extracted as a subset of the ArrayExpress E-MTAB-10174 deposition. Source data are provided in this paper.

## References

[1] Büscher P, Cecchi G, Jamonneau V, Priotto G (2017). Human African trypanosomiasis. Lancet.

[2] Kennedy PG (2013). Clinical features, diagnosis, and treatment of human African trypanosomiasis (sleeping sickness). Lancet Neurol..

[3] Pays E, Radwanska M, Magez S (2023). The pathogenesis of African trypanosomiasis. Annu. Rev. Pathol. Mech. Dis..

[4] Moon S (2022). Detrimental effect of *Trypanosoma brucei brucei* infection on memory B cells and host ability to recall protective B-cell responses. J. Infect. Dis..

[5] Nguyen HTT, Guevarra RB, Magez S, Radwanska M (2021). Single-cell transcriptome profiling and the use of AID deficient mice reveal that B cell activation combined with antibody class switch recombination and somatic hypermutation do not benefit the control of experimental trypanosomosis. PLoS Pathog..

[6] Quintana JF (2022). Single cell and spatial transcriptomic analyses reveal microglia-plasma cell crosstalk in the brain during *Trypanosoma brucei* infection. Nat. Commun..

[7] Trindade S (2016). *Trypanosoma brucei* parasites occupy and functionally adapt to the adipose tissue in mice. Cell Host Microbe.

[8] De Vlaminck K (2022). Differential plasticity and fate of brain-resident and recruited macrophages during the onset and resolution of neuroinflammation. Immunity.

[9] Briggs EM, Rojas F, McCulloch R, Matthews KR, Otto TD (2021). Single-cell transcriptomic analysis of bloodstream *Trypanosoma brucei* reconstructs cell cycle progression and developmental quorum sensing. Nat. Commun..

[10] Mabille D (2022). Impact of pulmonary African trypanosomes on the immunology and function of the lung. Nat. Commun..

[11] Stockdale C, Swiderski MR, Barry JD, McCulloch R (2008). Antigenic variation in *Trypanosoma brucei*: joining the DOTs. PLoS Biol..

[12] Lecordier L (2020). The *Trypanosoma brucei* KIFC1 kinesin ensures the fast antibody clearance required for parasite infectivity. Iscience.

[13] Bartossek T (2017). Structural basis for the shielding function of the dynamic trypanosome variant surface glycoprotein coat. Nat. Microbiol..

[14] Engstler M (2007). Hydrodynamic flow-mediated protein sorting on the cell surface of trypanosomes. Cell.

[15] Radwanska M (2008). Trypanosomiasis-induced B cell apoptosis results in loss of protective anti-parasite antibody responses and abolishment of vaccine-induced memory responses. PLoS Pathog..

[16] Bockstal V (2011). T. brucei infection reduces B lymphopoiesis in bone marrow and truncates compensatory splenic lymphopoiesis through transitional B-cell apoptosis. PLoS Pathog..

[17] Macleod OJ (2022). Invariant surface glycoprotein 65 of *Trypanosoma brucei* is a complement C3 receptor. Nat. Commun..

[18] La Greca F, Haynes C, Stijlemans B, De Trez C, Magez S (2014). Antibody‐mediated control of *Trypanosoma vivax* infection fails in the absence of tumour necrosis factor. Parasite Immunol..

[19] Deleeuw V (2019). *Trypanosoma brucei brucei* causes a rapid and persistent influx of neutrophils in the spleen of infected mice. Parasite Immunol..

[20] Caljon G (2018). Neutrophils enhance early *Trypanosoma brucei* infection onset. Sci. Rep..

[21] Papayannopoulos V (2018). Neutrophil extracellular traps in immunity and disease. Nat. Rev. Immunol..

[22] Naish E (2023). The formation and function of the neutrophil phagosome. Immunol. Rev..

[23] Rosales C (2018). Neutrophil: a cell with many roles in inflammation or several cell types. Front. Physiol..

[24] Lee IT, Lin CC, Wu YC, Yang CM (2010). TNF‐α induces matrix metalloproteinase‐9 expression in A549 cells: role of TNFR1/TRAF2/PKCα‐dependent signaling pathways. J. Cell Physiol..

[25] Sheshachalam A, Srivastava N, Mitchell T, Lacy P, Eitzen G (2014). Granule protein processing and regulated secretion in neutrophils. Front. Immunol..

[26] Cabral-Pacheco GA (2020). The roles of matrix metalloproteinases and their inhibitors in human diseases. Int. J. Mol. Sci..

[27] Tiberti N (2013). New biomarkers for stage determination in *Trypanosoma brucei rhodesiense* sleeping sickness patients. Clin. Transl. Med..

[28] Mulindwa J, Matovu E, Enyaru J, Clayton C (2020). Blood signatures for second stage human African trypanosomiasis: a transcriptomic approach. BMC Med. Genomics.

[29] Lin M (2008). Matrix metalloproteinase-8 facilitates neutrophil migration through the corneal stromal matrix by collagen degradation and production of the chemotactic peptide Pro-Gly-Pro. Am. J. Path..

[30] Lokmic Z (2008). The extracellular matrix of the spleen as a potential organizer of immune cell compartments. Semin. Immunol..

[31] Zhang J, Sun Y, Zheng J (2021). The state of art of extracellular traps in protozoan infections. Front. Immunol..

[32] Grob D (2020). *Trypanosoma brucei brucei* induces polymorphonuclear neutrophil activation and neutrophil extracellular traps release. Front. Immunol..

[33] Zhang K (2021). *Trypanosoma brucei* lipophosphoglycan induces the formation of neutrophil extracellular traps and reactive oxygen species burst via toll-like receptor 2, toll-like receptor 4, and c-Jun N-terminal kinase activation. Front. Microbiol..

[34] Nicolás-Ávila JÁ, Adrover JM, Hidalgo A (2017). Neutrophils in homeostasis, immunity, and cancer. Immunity.

[35] Evrard M (2018). Developmental analysis of bone marrow neutrophils reveals populations specialized in expansion, trafficking, and effector functions. Immunity.

[36] Grieshaber-Bouyer R (2021). The neutrotime transcriptional signature defines a single continuum of neutrophils across biological compartments. Nat. Commun..

[37] Xie X (2020). Single-cell transcriptome profiling reveals neutrophil heterogeneity in homeostasis and infection. Nat. Immunol..

[38] Nguyen HTT, Radwanska M, Magez S (2022). Tipping the balance between erythroid cell differentiation and induction of anemia in response to the inflammatory pathology associated with chronic trypanosome infections. Front. Immunol..

[39] Nguyen H. T. T., Magez S. & Radwanska M. From helping to regulating—a transcriptomic profile *of Ifng*^*+*^*Il10*^*+*^*Il21*^*+*^*Cd4*^*+*^ Th1 cells indicates their role in regulating inflammation during experimental trypanosomosis. *Front. Trop. Dis. Dis*. 10.3389/fitd.2023.1127022 (2023).

[40] Kwok I (2020). Combinatorial single-cell analyses of granulocyte-monocyte progenitor heterogeneity reveals an early uni-potent neutrophil progenitor. Immunity.

[41] Ren Y (2016). The type I interferon-IRF7 axis mediates transcriptional expression of Usp25 gene. J. Biol. Chem..

[42] Meixner A, Karreth F, Kenner L, Penninger JM, Wagner EF (2010). Jun and JunD-dependent functions in cell proliferation and stress response. Cell Death Differ..

[43] Gierlikowska B, Stachura A, Gierlikowski W, Demkov U (2021). Phagocytosis, degranulation, and extracellular traps released by neutrophils—the current knowledge, pharmacological modulation and future prospects. Front. Farmacol..

[44] Dibbert B (1999). Cytokine-mediated Bax deficiency and consequent delayed neutrophil apoptosis: a general mechanism to accumulate effector cells in inflammation. Proc. Natl Acad. Sci. USA.

[45] Jabłońska-Trypuć A, Matejczyk M, Rosochacki S (2016). Matrix metalloproteinases (MMPs), the main extracellular matrix (ECM) enzymes in collagen degradation, as a target for anticancer drugs. J. Enzym. Inhib. Med. Chem..

[46] Bonnans C, Chou J, Werb Z (2014). Remodelling the extracellular matrix in development and disease. Nat. Rev. Mol. Cell Biol..

[47] Browaeys R, Saelens W, Saeys Y (2020). NicheNet: modeling intercellular communication by linking ligands to target genes. Nat. Methods.

[48] Coquery CM, Erickson LD (2012). Regulatory roles of the tumor necrosis factor receptor BCMA. Crit. Rev. Immunol..

[49] Zhang Y, Li J, Zhang YM, Zhang XM, Tao J (2015). Effect of TACI signaling on humoral immunity and autoimmune diseases. J. Immunol. Res..

[50] Oliveira FL (2009). Galectin-3 regulates peritoneal B1-cell differentiation into plasma cells. Glycobiology.

[51] Gorina R, Lyck R, Vestweber D, Engelhardt B (2014). β2 integrin-mediated crawling on endothelial ICAM-1 and ICAM-2 is a prerequisite for transcellular neutrophil diapedesis across the inflamed blood-brain barrier. J. Immunol..

[52] Siekacz K (2023). Soluble ITGaM and ITGb2 integrin subunits are involved in long-term pulmonary complications after COVID-19 infection. J. Clin. Med..

[53] Boumiza S (2021). MMPs and TIMPs levels are correlated with anthropometric parameters, blood pressure, and endothelial function in obesity. Sci. Rep..

[54] Forsblom E, Tervahartiala T, Ruotsalainen E, Järvinen A, Sorsa T (2021). Matrix metalloproteinase MMP-8, TIMP-1 and MMP-8/TIMP-1 ratio in plasma in methicillin-sensitive Staphylococcus aureus bacteremia. PLoS ONE.

[55] Papayannopoulos V, Metzler KD, Hakkim A, Zychlinsky A (2010). Neutrophil elastase and myeloperoxidase regulate the formation of neutrophil extracellular traps. J. Cell Biol..

[56] Giaglis S (2016). Multimodal regulation of NET formation in pregnancy: progesterone antagonizes the pro-NETotic effect of estrogen and G-CSF. Front. Immunol..

[57] Metzler KD, Goosmann C, Lubojemska A, Zychlinsky A, Papayannopoulos V (2014). A myeloperoxidase-containing complex regulates neutrophil elastase release and actin dynamics during NETosis. Cell Rep..

[58] Dyugovskaya L, Polyakov A, Cohen-Kaplan V, Lavie P, Lavie L (2012). Bax/Mcl-1 balance affects neutrophil survival in intermittent hypoxia and obstructive sleep apnea: effects of p38MAPK and ERK1/2 signaling. J. Transl. Med..

[59] Murphy MP, Caraher E (2015). Mcl-1 is vital for neutrophil survival. Immunol. Res..

[60] Ai Z (2022). Revealing key regulators of neutrophil function during inflammation by re-analysing single-cell RNA-seq. PloS ONE.

[61] Charzewski Ł, Krzyśko KA, Lesyng B (2021). Structural characterisation of inhibitory and non-inhibitory MMP-9–TIMP-1 complexes and implications for regulatory mechanisms of MMP-9. Sci. Rep..

[62] Thirkettle S (2013). Matrix metalloproteinase 8 (collagenase 2) induces the expression of interleukins 6 and 8 in breast cancer cells. J. Biol. Chem..

[63] Garratt LW (2015). Matrix metalloproteinase activation by free neutrophil elastase contributes to bronchiectasis progression in early cystic fibrosis. Eur. Respir. J..

[64] Rydzynska Z, Pawlik B, Krzyzanowski D, Mlynarski W, Madzio J (2021). Neutrophil elastase defects in congenital neutropenia. Front. Immunol..

[65] Ren Z, Spaargaren M, Pals ST (2021). Syndecan-1 and stromal heparan sulfate proteoglycans: key moderators of plasma cell biology and myeloma pathogenesis. Blood.

[66] McCarron MJ, Park PW, Fooksman DR (2017). CD138 mediates selection of mature plasma cells by regulating their survival. Blood.

[67] Yang N, Friedl A (2016). Syndecan-1-induced ECM fiber alignment requires integrin αvβ3 and syndecan-1 ectodomain and heparan sulfate chains. PloS ONE.

[68] Song J (2013). Extracellular matrix of secondary lymphoid organs impacts on B-cell fate and survival. Proc. Natl Acad. Sci. USA.

[69] Schrock DC (2019). Pivotal role for αV integrins in sustained Tfh support of the germinal center response for long-lived plasma cell generation. Proc. Natl Acad. Sci. USA.

[70] Young MD, Behjati S (2020). SoupX removes ambient RNA contamination from droplet-based single-cell RNA sequencing data. Gigascience.

[71] Butler A, Hoffman P, Smibert P, Papalexi E, Satija R (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat. Biotechnol..

[72] Stuart T (2019). Comprehensive integration of single-cell data. Cell.

[73] Kimmel JC, Hwang AB, Scaramozza A, Marshall WF, Brack AS (2020). Aging induces aberrant state transition kinetics in murine muscle stem cells. Development.

[74] Aran D (2019). Reference-based analysis of lung single-cell sequencing reveals a transitional profibrotic macrophage. Nat. Immunol..

[75] Satija R, Farrell JA, Gennert D, Schier AF, Regev A (2015). Spatial reconstruction of single-cell gene expression data. Nat. Biotechnol..

[76] Trapnell C (2014). The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. Nat. Biotechnol..

[77] Korsunsky I (2019). Fast, sensitive and accurate integration of single-cell data with Harmony. Nat. Methods.

# Supplementary material for: Neutrophil metalloproteinase driven spleen damage hampers infection control of trypanosomiasis
**Source:** Nat Commun. 2023 Sep 5;14:5418. doi: 10.1038/s41467-023-41089-w
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Table s1. Antibodies for flow cytometry

| Mouse antibodies                                     | Clone    | Company        | Catalog number | Dilution |
|------------------------------------------------------|----------|----------------|----------------|----------|
| Alexa Fluor ® 488 anti-mouse Ly-6G                   | 1A8      | BioLegend      | 127626         | 1/600    |
| PE anti-mouse Ly-6G                                  | 1A8      | BioLegend      | 127607         | 1/600    |
| PE/Cyanine7 anti-mouse Ly-6C                         | HK1.4    | BioLegend      | 128017         | 1/600    |
| FITC anti-mouse/human CD11b                          | M1/70    | BioLegend      | 101206         | 1/600    |
| APC anti-mouse/human CD11b                           | M1/70    | BioLegend      | 101212         | 1/600    |
| PE anti-mouse CD182 (CXCR2)                          | SA044G4  | BioLegend      | 149303         | 1/100    |
| PE anti-mouse CD184 (CXCR4)                          | L276F12  | BioLegend      | 146505         | 1/100    |
| Alexa Fluor® 647 rat anti-mouse CD177                | Y127     | BD Biosciences | 566599         | 1/600    |
| FITC anti-mouse CD4                                  | GK1.5    | BioLegend      | 100406         | 1/600    |
| PE anti-mouse CD8a                                   | 53-6.7   | BioLegend      | 100708         | 1/600    |
| APC anti-mouse NK-1.1                                | PK136    | BioLegend      | 108710         | 1/600    |
| FITC anti-mouse/human CD45R/B220                     | RA3-6B2  | BioLegend      | 103206         | 1/600    |
| PE anti-mouse/human CD45R/B220                       | RA3-6B2  | BioLegend      | 103208         | 1/600    |
| PE anti-mouse CD1d (CD1.1, Ly-38)                    | 1B1      | BioLegend      | 123510         | 1/600    |
| PE anti-mouse IgM                                    | RMM-1    | BioLegend      | 406507         | 1/600    |
| PE/Cyanine7 anti-mouse CD138 (Syndecan-1)            | 281-2    | BioLegend      | 142514         | 1/600    |
| PE/Cyanine7 anti-mouse CD93 (AA4.1, early B lineage) | AA4.1    | BioLegend      | 136506         | 1/600    |
| APC anti-mouse CD93 (AA4.1, early B lineage)         | AA4.1    | BioLegend      | 136510         | 1/600    |
| APC anti-mouse CD23                                  | B3B4     | BioLegend      | 101619         | 1/600    |
| APC anti-mouse CD19                                  | 1D3/CD19 | BioLegend      | 152409         | 1/600    |
| FITC anti-mBCMA                                      | 161616   | R&D System     | TAB593F        | 1/100    |

Supplementary Table s2. Antibodies for immuno-fluorescence and immuno-histochemistry

| Antibodies                                                        | Clone  | Company       | Catalog number | Note                                            | Dilution |
|-------------------------------------------------------------------|--------|---------------|----------------|-------------------------------------------------|----------|
| Alexa Fluor ® 488 anti-mouse Ly-6G                                | 1A8    | BioLegend     | 127626         | Primary antibody                                | 1/20     |
| Anti-Myeloperoxidase antibody                                     | 2D4    | abcam         | ab90810        | Primary antibody (biotin conjugated)            | 1/200    |
| Neutrophil Elastase Polyclonal Antibody, Phycoerythrin Conjugated |        | Bioss         | BS-6982R-PE    | Primary antibody                                | 1/200    |
| Recombinant Anti-Histone H2B antibody                             | EP957Y | abcam         | ab52599        | Primary antibody                                | 1/40     |
| Rabbit anti Mouse Collagen I                                      |        | Bio-Rad       | 2150-1410      | Primary antibody                                | 1/50     |
| Elastin Polyclonal Antibody                                       |        | Bioss         | BS-1756R       | Primary antibody                                | 1/200    |
| Cyanine3 Streptavidin                                             |        | BioLegend     | 405215         | Secondary antibody for MPO                      | 1/1000   |
| Goat Anti-Rabbit IgG H&L (Alexa Fluor® 488)                       |        | abcam         | ab150077       | Secondary antibody for Histone H2B and Collagen | 1/200    |
| DAPI                                                              |        | Sigma-Aldrich |                | Nucleus staining (Counter staining)             | 1/1000   |

**Supplementary Table s3: Quality Control (QC) Metrics.**

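The deposited naïve spleen matrix is the output of Cell Ranger, before SoupX, which subtracts from each cell the transcripts that leaked from broken cells into the droplets. It held 19477 detected genes, the number the paper reports. With at least 200 genes required, 9892 cells remained, and the paper's reported value after SoupX is 9881. After all filters, 6344 cells remained here without SoupX, and the paper's reported value is 6375. These cells had a median of 2141 genes and a mean of 6196 UMIs, where the paper reports 2134 and 5882. A separate estimate from droplets with fewer than 100 UMIs put free RNA at 6.89% of the UMIs of a cell, from Igkc, Ighm and Iglc2 transcripts in T-like cells. Neutrophil genes give a lower share, since at 6.89% T-like cells would hold 17.8 CPM of S100a8 and 1.44 CPM of Lcn2, and they held 6.64 and 0.495 CPM.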

Detailed summary of the quality control metrics for the scRNA-seq data obtained from spleen and bone marrow, at various stages of the data processing pipeline, organized into four key steps: (1) initial output of cells after processing with CellRanger Count, (2) cells remaining after the removal of ambient RNA using SoupX, (3) cells retained after eliminating technical noise, and (4) final selection of cells after applying filtering criteria in Seurat. The QC metrics are presented for each sample group, enabling a thorough evaluation of data quality and uniformity throughout the entire study.

|                                                                |            |                                                | Naïve<br>Spleen                           | Naïve<br>Bone marrow                      | <i>T. brucei</i> 14dpi<br>Spleen          | <i>T. brucei</i> 14dpi<br>Bone marrow     |
|----------------------------------------------------------------|------------|------------------------------------------------|-------------------------------------------|-------------------------------------------|-------------------------------------------|-------------------------------------------|
|                                                                | Tissue     |                                                |                                           |                                           |                                           |                                           |
| Cell Ranger<br>Count<br>Output                                 | Cells      | Estimated Number of Cells                      | 9,991                                     | 8,579                                     | 10,619                                    | 8,020                                     |
|                                                                |            | Fraction Reads in Cells                        | 80.70%                                    | 95.0%                                     | 93.10%                                    | 95.3%                                     |
|                                                                |            | Mean Reads per Cell                            | 55,468                                    | 19,605                                    | 49,601                                    | 20,141                                    |
|                                                                |            | Median Genes per Cell                          | 1,734                                     | 1,969                                     | 1,655                                     | 1,716                                     |
|                                                                |            | Total Genes Detected                           | 19,477                                    | 22,344                                    | 20,507                                    | 21,992                                    |
|                                                                |            | Median UMI Counts per Cell                     | 4,362                                     | 5,708                                     | 5,469                                     | 5,444                                     |
|                                                                | Sequencing | Number of Reads                                | 554,177,373                               | 168,189,439                               | 526,709,533                               | 161,529,396                               |
|                                                                |            | Number of Short Reads Skipped                  | 0                                         | 0                                         | 0                                         | 0                                         |
|                                                                |            | Valid Barcodes                                 | 96.00%                                    | 98.2%                                     | 97.00%                                    | 98.2%                                     |
|                                                                |            | Valid UMIs                                     | 99.90%                                    | 99.9%                                     | 99.90%                                    | 99.9%                                     |
|                                                                |            | Sequencing Saturation                          | 77.90%                                    | 43.1%                                     | 64.20%                                    | 39.1%                                     |
|                                                                |            | Q30 Bases in Barcode                           | 95.80%                                    | 95.7%                                     | 95.60%                                    | 95.7%                                     |
|                                                                |            | Q30 Bases in RNA Read                          | 92.30%                                    | 93.5%                                     | 93.30%                                    | 92.9%                                     |
|                                                                |            | Q30 Bases in UMI                               | 92.80%                                    | 92.5%                                     | 92.70%                                    | 92.5%                                     |
|                                                                | Mapping    | Reads Mapped to genome                         | 94.60%                                    | 97.0%                                     | 96.20%                                    | 96.7%                                     |
|                                                                |            | Reads Mapped Confidently to Genome             | 90.70%                                    | 94.4%                                     | 91.30%                                    | 94.0%                                     |
|                                                                |            | Reads Mapped Confidently to Intergenic Regions | 5.50%                                     | 3.1%                                      | 3.20%                                     | 3.0%                                      |
|                                                                |            | Reads Mapped Confidently to Intronic Regions   | 27.30%                                    | 19.4%                                     | 13.90%                                    | 16.5%                                     |
|                                                                |            | Reads Mapped Confidently to Exonic Regions     | 57.90%                                    | 71.9%                                     | 74.20%                                    | 74.5%                                     |
|                                                                |            | Reads Mapped Confidently to Transcriptome      | 55.40%                                    | 85.1%                                     | 71.70%                                    | 85.4%                                     |
|                                                                |            | Reads Mapped Antisense to Gene                 | 1.40%                                     | 5.8%                                      | 1.30%                                     | 5.3%                                      |
|                                                                | Sample     | Chemistry                                      | Single Cell 3' v3                         | Single Cell 3' v3                         | Single Cell 3' v3                         | Single Cell 3' v3                         |
|                                                                |            | Transcriptome                                  | mm10-2020-A                               | mm10-2020-A                               | mm10-2020-A                               | mm10-2020-A                               |
|                                                                |            | Pipeline Version                               | cellranger-5.0.0                          | cellranger-7.0.1                          | cellranger-5.0.0                          | cellranger-7.0.1                          |
| Ambient<br>RNA<br>Removal                                      |            | Number of cells                                | 9,881                                     | 8,579                                     | 9,685                                     | 8,020                                     |
|                                                                |            | Means Reads per Cells                          | 4,896                                     | 8,681                                     | 12,092                                    | 9,663                                     |
|                                                                |            | Median Reads per Cells                         | 4,228                                     | 5,604                                     | 6,180                                     | 5,365                                     |
|                                                                |            | Means Genes per Cell                           | 1,652                                     | 2,394                                     | 2,126                                     | 2,384                                     |
|                                                                |            | Median Genes per Cell                          | 1,753                                     | 1,966                                     | 1,857                                     | 1,712                                     |
| Removal of<br>technical<br>noise<br>Gm42418<br>and<br>AY036118 |            | Number of cells                                | 9,881                                     | 8,579                                     | 9,685                                     | 8,020                                     |
|                                                                |            | Means Reads per Cells                          | 4,783                                     | 8,651                                     | 12,031                                    | 9,639                                     |
|                                                                |            | Median Reads per Cells                         | 4,123                                     | 5,579                                     | 6,105                                     | 5,346                                     |
|                                                                |            | Means Genes per Cell                           | 1,650                                     | 2,392                                     | 2,123                                     | 2,382                                     |
|                                                                |            | Median Genes per Cell                          | 1,751                                     | 1,964                                     | 1,854                                     | 1,711                                     |
| Filtering in<br>Seurat                                         |            | Threshold                                      | 200 < nFeature < 4000<br>mito genes > 10% | 100 < nFeature < 6000<br>mito genes > 10% | 200 < nFeature < 6000<br>mito genes > 10% | 100 < nFeature < 6000<br>mito genes > 10% |
|                                                                |            | Number of cells                                | 6,375                                     | 7,951                                     | 7,969                                     | 7,352                                     |
|                                                                |            | Means Reads per Cells                          | 5,882                                     | 8,098                                     | 8,837                                     | 8,500                                     |
|                                                                |            | Median Reads per Cells                         | 5,699                                     | 5,697                                     | 6,026                                     | 5,307                                     |
|                                                                |            | Means Genes per Cell                           | 1,995                                     | 2,378                                     | 1,873                                     | 2,275                                     |
|                                                                |            | Median Genes per Cell                          | 2,134                                     | 1,986                                     | 1,838                                     | 1,695                                     |

**Supplementary Table s4. The list of DEGs between 14 dpi mice and naïve controls.** Differential expressed genes (DEGs) in the N4 subcluster between the 14 dpi and naïve datasets were identified as described in the Methods section. The Wilcoxon rank sum test was used for statistical analysis with *p*-values adjusted using the Bonferroni correction, considering the total number of genes in the dataset.

| avg_log2FC p_val_adj |       |          | avg_log2FC p_val_adj |       |          |
|----------------------|-------|----------|----------------------|-------|----------|
| H2-Q7                | 2.95  | 3.73E-19 | Ifi204               | 1.79  | 4.24E-04 |
| H2-D1                | 1.23  | 1.80E-13 | Marcks               | -1.01 | 4.72E-04 |
| S100a9               | 1.64  | 4.32E-13 | Rpl37a               | -1.19 | 5.13E-04 |
| Ifitm3               | 1.93  | 2.61E-12 | Dusp1                | -1.02 | 7.79E-04 |
| Gbp2                 | 3.18  | 4.44E-12 | Dazap2               | -1.27 | 7.87E-04 |
| H2-K1                | 1.17  | 1.15E-11 | Rps26                | -1.85 | 9.69E-04 |
| Txn1                 | 1.25  | 1.24E-11 | H2-Q4                | 0.94  | 1.25E-03 |
| Ly6c2                | 3.46  | 2.87E-10 | Cd79a                | -1.19 | 1.32E-03 |
| S100a8               | 1.43  | 6.92E-10 | Ifi2712a             | 1.19  | 1.37E-03 |
| Rps29                | -1.77 | 1.18E-09 | Rpl38                | -1.50 | 1.38E-03 |
| H2-Q6                | 1.85  | 1.59E-09 | Ngp                  | 2.52  | 1.49E-03 |
| Rps21                | -1.62 | 2.32E-09 | Grk2                 | -1.33 | 1.54E-03 |
| Lyz2                 | 1.99  | 1.46E-08 | Itgb7                | 1.40  | 1.77E-03 |
| Retnlg               | 2.33  | 8.17E-08 | Slfn4                | 0.70  | 1.92E-03 |
| Gbp7                 | 1.99  | 1.49E-07 | Irf7                 | 1.33  | 2.08E-03 |
| Mgst1                | 2.10  | 1.68E-07 | Il1rap               | -1.38 | 3.76E-03 |
| Cd74                 | -1.28 | 1.72E-07 | Itm2b                | 0.70  | 3.84E-03 |
| Prdx5                | 1.26  | 2.56E-07 | Irgm1                | 1.56  | 3.97E-03 |
| H2-T22               | 1.47  | 5.07E-07 | Prr13                | 0.80  | 4.05E-03 |
| S100a6               | 1.22  | 6.34E-07 | Camp                 | 2.27  | 4.56E-03 |
| Ubb                  | 1.11  | 9.37E-07 | Rps28                | -1.68 | 5.49E-03 |
| Stat1                | 1.34  | 1.03E-06 | Lgals3               | 1.34  | 5.81E-03 |
| Junb                 | -0.95 | 4.29E-06 | Mmp8                 | 1.70  | 5.98E-03 |
| H2-T23               | 1.27  | 5.08E-06 | Jund                 | -0.86 | 6.18E-03 |
| Ighg2c               | 1.44  | 6.86E-06 | Glrx                 | 1.24  | 6.89E-03 |
| Igtp                 | 1.85  | 1.60E-05 | Pglyrp1              | 0.97  | 7.71E-03 |
| Psemb9               | 1.10  | 2.25E-05 | Crip1                | -1.35 | 1.05E-02 |
| Iglc2                | -1.59 | 2.31E-05 | Sdc4                 | -1.02 | 1.12E-02 |
| Cd52                 | 0.80  | 2.32E-05 | Rps27                | -0.88 | 1.91E-02 |
| Rplp2                | -1.47 | 2.82E-05 | Dhx9                 | -0.83 | 2.22E-02 |
| Ifit3                | 2.30  | 3.14E-05 | Psemb8               | 0.99  | 2.25E-02 |
| Ly6g                 | 2.34  | 3.29E-05 | Ifi47                | 1.55  | 2.54E-02 |
| Ighg1                | 1.32  | 3.33E-05 | 1600014C10Rik        | 1.18  | 3.10E-02 |
| Upp1                 | 2.05  | 7.52E-05 | Samhd1               | 0.77  | 3.61E-02 |
| Isg15                | 1.87  | 1.07E-04 | Gbp4                 | 1.79  | 4.34E-02 |
| Rtp4                 | 1.08  | 1.49E-04 | Rpl35a               | -1.13 | 4.83E-02 |
| Zbp1                 | 1.56  | 2.20E-04 | Nr4a1                | -1.45 | 4.84E-02 |
| Gapdh                | 0.99  | 3.13E-04 | Timp2                | 0.98  | 4.90E-02 |

## Gated on 'Live gate'

**Gated on  
'Live/CD11b'**

**Gated on  
'Live/CD11b<sup>+</sup>'**

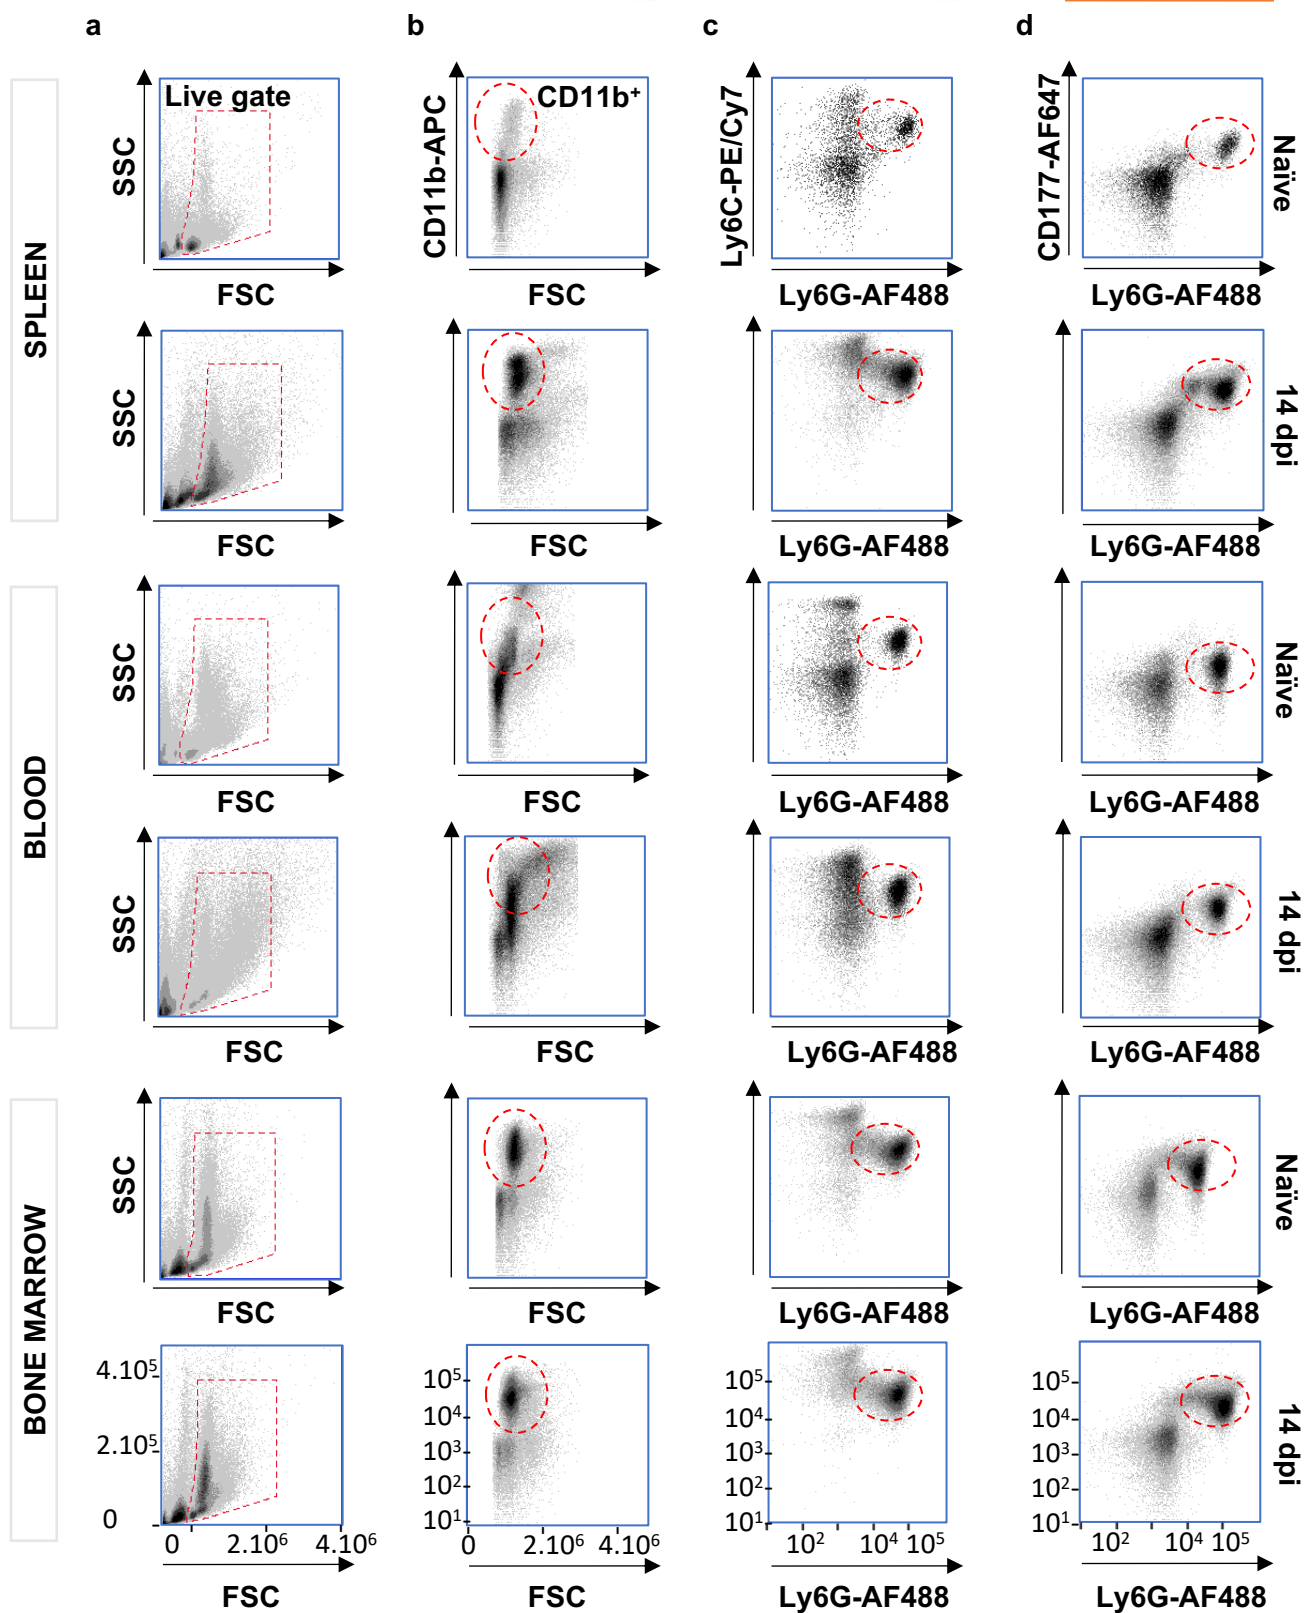

**Supplementary Fig. s1. Representative flow cytometry gating strategy for neutrophils.** From top to bottom samples represent spleen, blood and bone marrow samples from naive and 14dpi mice. From left to right sample columns represent **a** FSC/SSC to eliminate debris and red blood cells from the ‘Live gate’. **b** FSC/CD11b to define the CD11b<sup>+</sup> cells population, gated in the ‘Live gate’. **c** Ly6G/Ly6C plots showing the specific area for neutrophils, gated on the “Live gated CD11b<sup>+</sup> cells”, with neutrophils defined as the Ly6G<sup>+</sup>Ly6C<sup>+</sup> population. **d** Ly6G/CD177 plots for neutrophils, gated on the “Live CD11b<sup>+</sup> cells”. Scaling of axes for all graphs in each column is indicated in the lower panel.

Figure S2

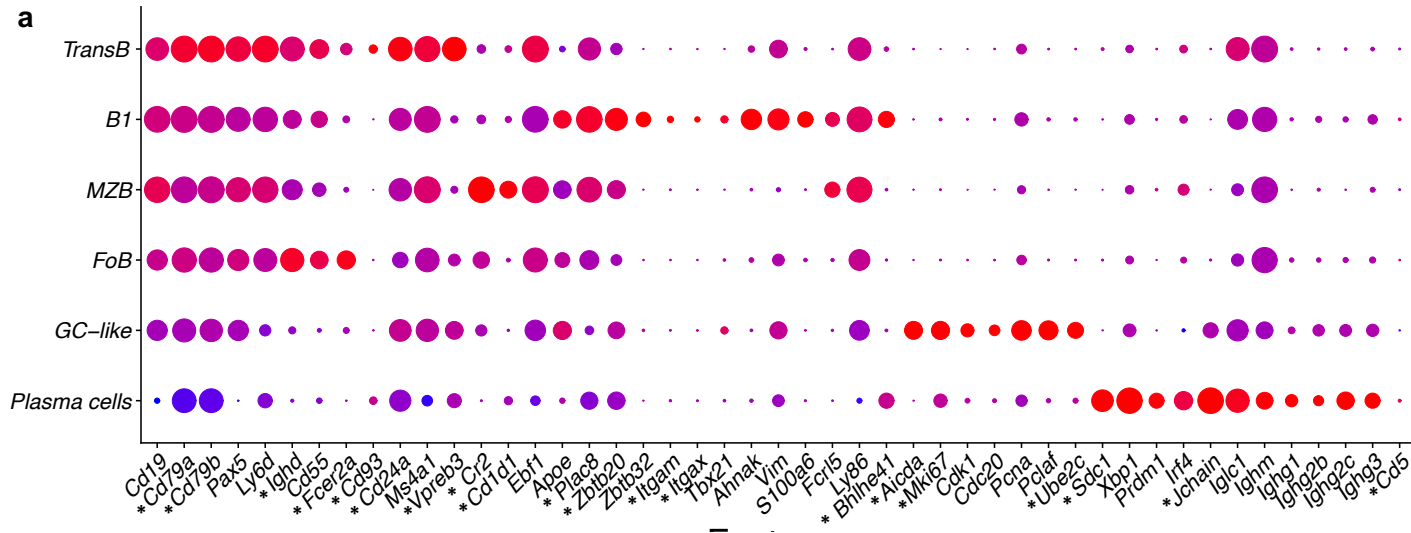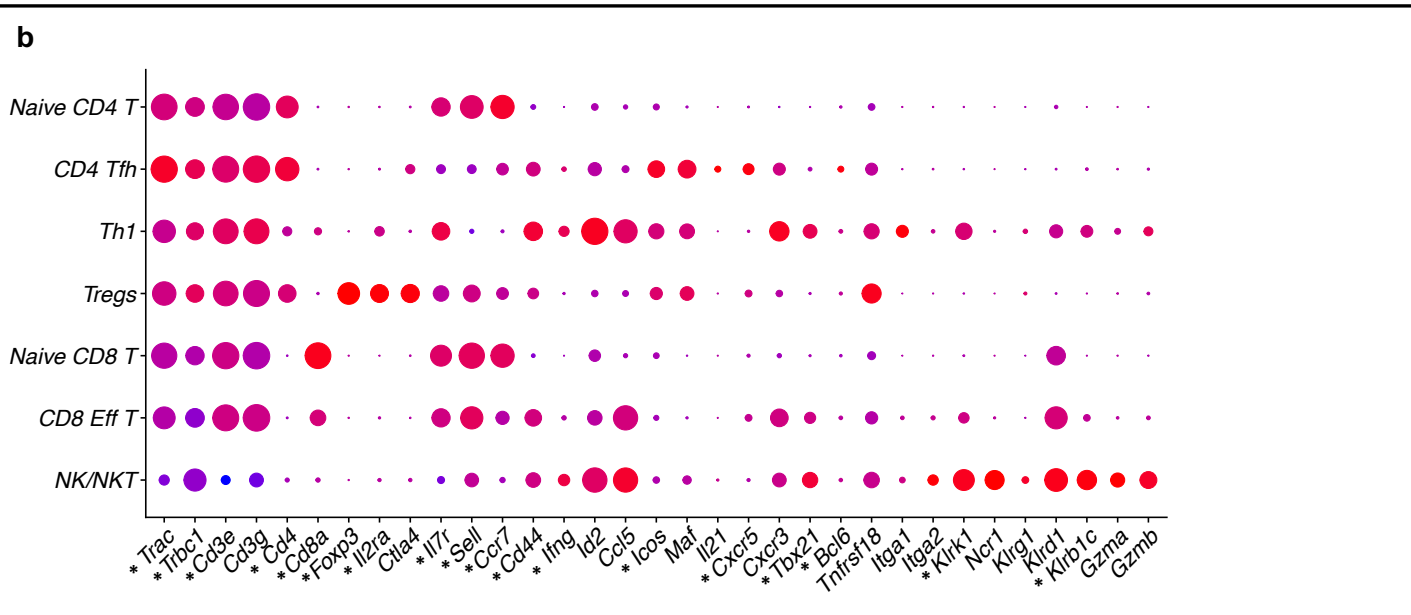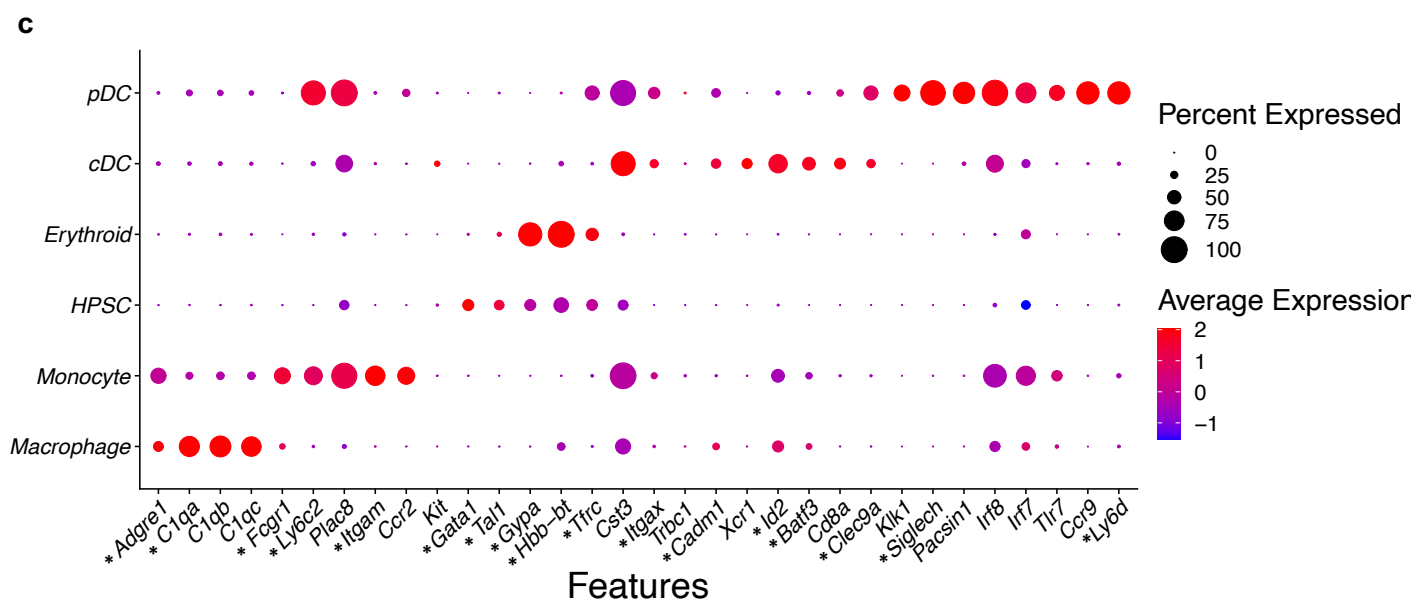

**Supplementary Figure s2. Spleen cell annotation according to signature gene expression** (5,6, 35-39). **a** Dot plot displaying the average expression of signature genes for *Cd79a<sup>+</sup>/b<sup>+</sup>* B cells including *Cd93<sup>+</sup>Cd24a<sup>+</sup>Vpreb3<sup>+</sup>* Transitional B cells (TransB), *Zbtb20<sup>+</sup>Plac8<sup>+</sup>Itgam<sup>-</sup>Cd5<sup>-</sup>* B1 cells, *Cr2<sup>+</sup>Cd1d<sup>+</sup>Fcer2a<sup>+</sup>* Marginal Zone B cells (MZB), *Ighd<sup>+</sup>Fcer2a<sup>+</sup>Cr2<sup>-</sup>* Follicular B cells (FoB), *Aicda<sup>+</sup>Mki67<sup>+</sup>* Germinal Center – like (GC-like) B cells and *Sdc1<sup>+</sup>Xbp1<sup>+</sup>Jchain<sup>+</sup>* Plasma cells (PC). Dot size shows the percentage of cells in each subcluster with more than one read of the corresponding gene. **b** Dot plot displaying the average expression of signature genes for *Trac<sup>+</sup> Cd3e<sup>+</sup>* T cells including Naïve *Cd4<sup>+</sup>Il7<sup>+</sup>Ccr7<sup>+</sup>Cd44<sup>-</sup>* T cells, *Cd4<sup>+</sup>Cxcr5<sup>+</sup>Icos<sup>+</sup>Bcl6<sup>+</sup>* Follicular (Tfh) T cells, *Cd4<sup>+</sup> Ifng<sup>+</sup>Tbx21<sup>+</sup>* T helper 1 cells (Th1), *Foxp3<sup>+</sup>IL2ra<sup>+</sup>* regulatory T cells (Tregs), *Cd8a<sup>+</sup>Il7<sup>+</sup>Ccr7<sup>+</sup>Cd44<sup>-</sup>Sell<sup>+</sup>* naïve T cells, *Cd8a<sup>+</sup>Il7<sup>+</sup>Ccr7<sup>+</sup>Cd44<sup>+</sup>Sell<sup>+</sup>* Effector (Eff T). A mixed population of Natural Killer T cells (NKT)/Natural Killer cells was identified using combination of *Trac*, *Trbc1*, *Klrb1c*, *Klrk1*, and *Gzmb*. **c** Other cell populations were annotated as follows: *Siglech<sup>+</sup>Ly6c2<sup>+</sup> Irf7<sup>+</sup>Tlr7<sup>+</sup>Pacsin1<sup>+</sup>* plasmacytoid Dendritic cells (pDC), *Cd8a<sup>+</sup>Tbrc1<sup>-</sup>Xcr1<sup>+</sup>Id2<sup>+</sup>* conventional Dendritic cells (cDC), *Gypa<sup>+</sup>Tfrct<sup>+</sup>Hbb-bt<sup>+</sup>* Erythroid cells, *Gata1<sup>+</sup>Tal1<sup>+</sup>* Hematopoietic Stem Cells (HPSC), *Fcgr1<sup>+</sup>Ly6c2<sup>+</sup>Plac8<sup>+</sup>Itgam<sup>+</sup>* Monocytes, and *Adegre1<sup>+</sup>C1qa<sup>+</sup>Ly6c2<sup>-</sup>Itgam<sup>-</sup>* Macrophages. Dot size shows the percentage of cells in each subcluster with more than one read of the corresponding gene. Dot size indicates the percentage of cells within each subcluster expressing more than one read of the corresponding gene. Key markers genes used are highlighted using an indicator (\*).

Figure S3

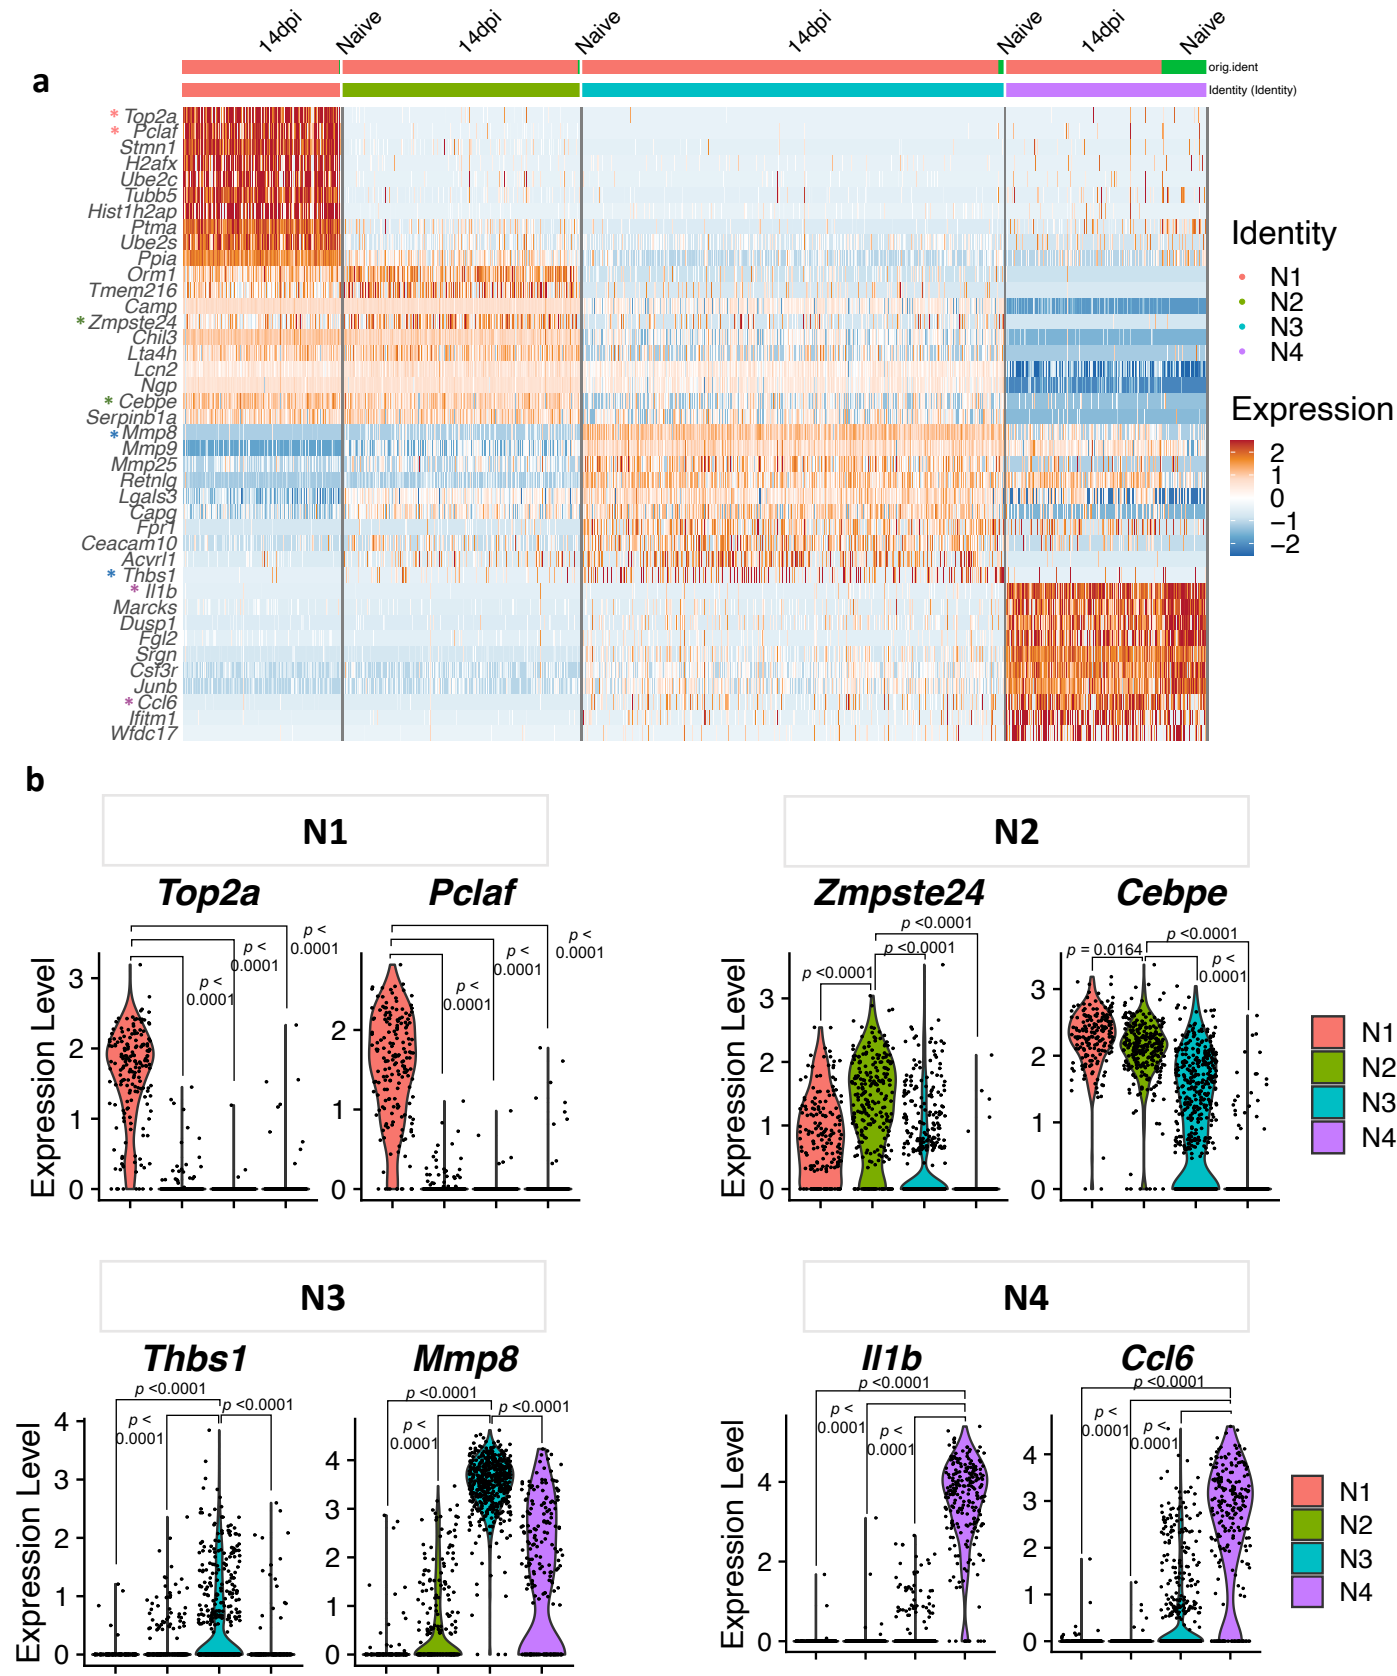

**Supplementary Fig. s3. Differential expression of top marker genes in spleen splenic neutrophils.** **a** Heatmap showing expression of 10 highest DEGs, a Wilcoxon rank sun test was used. DEGs were defined as having a  $0.58 < \text{Log}_2 \text{ Fold Change} < 0.58$ , with adjusted  $p$ -values  $< 0.05$ . For every subpopulation, two key marker gene are highlighted with a color-coded indicator (\*). **b** Violin plots representing differences in the key marker gene expression indicated above for N1/N2/N3/N4 neutrophil subpopulations. For comparisons of individual genes,  $p$ -values were used from the DEG analysis in Seurat. The Wilcoxon rank sum test was used for statistical analysis with  $p$ -values adjusted using the Bonferroni correction, with  $p < 0.05$  considered statistically significant.

Figure S4

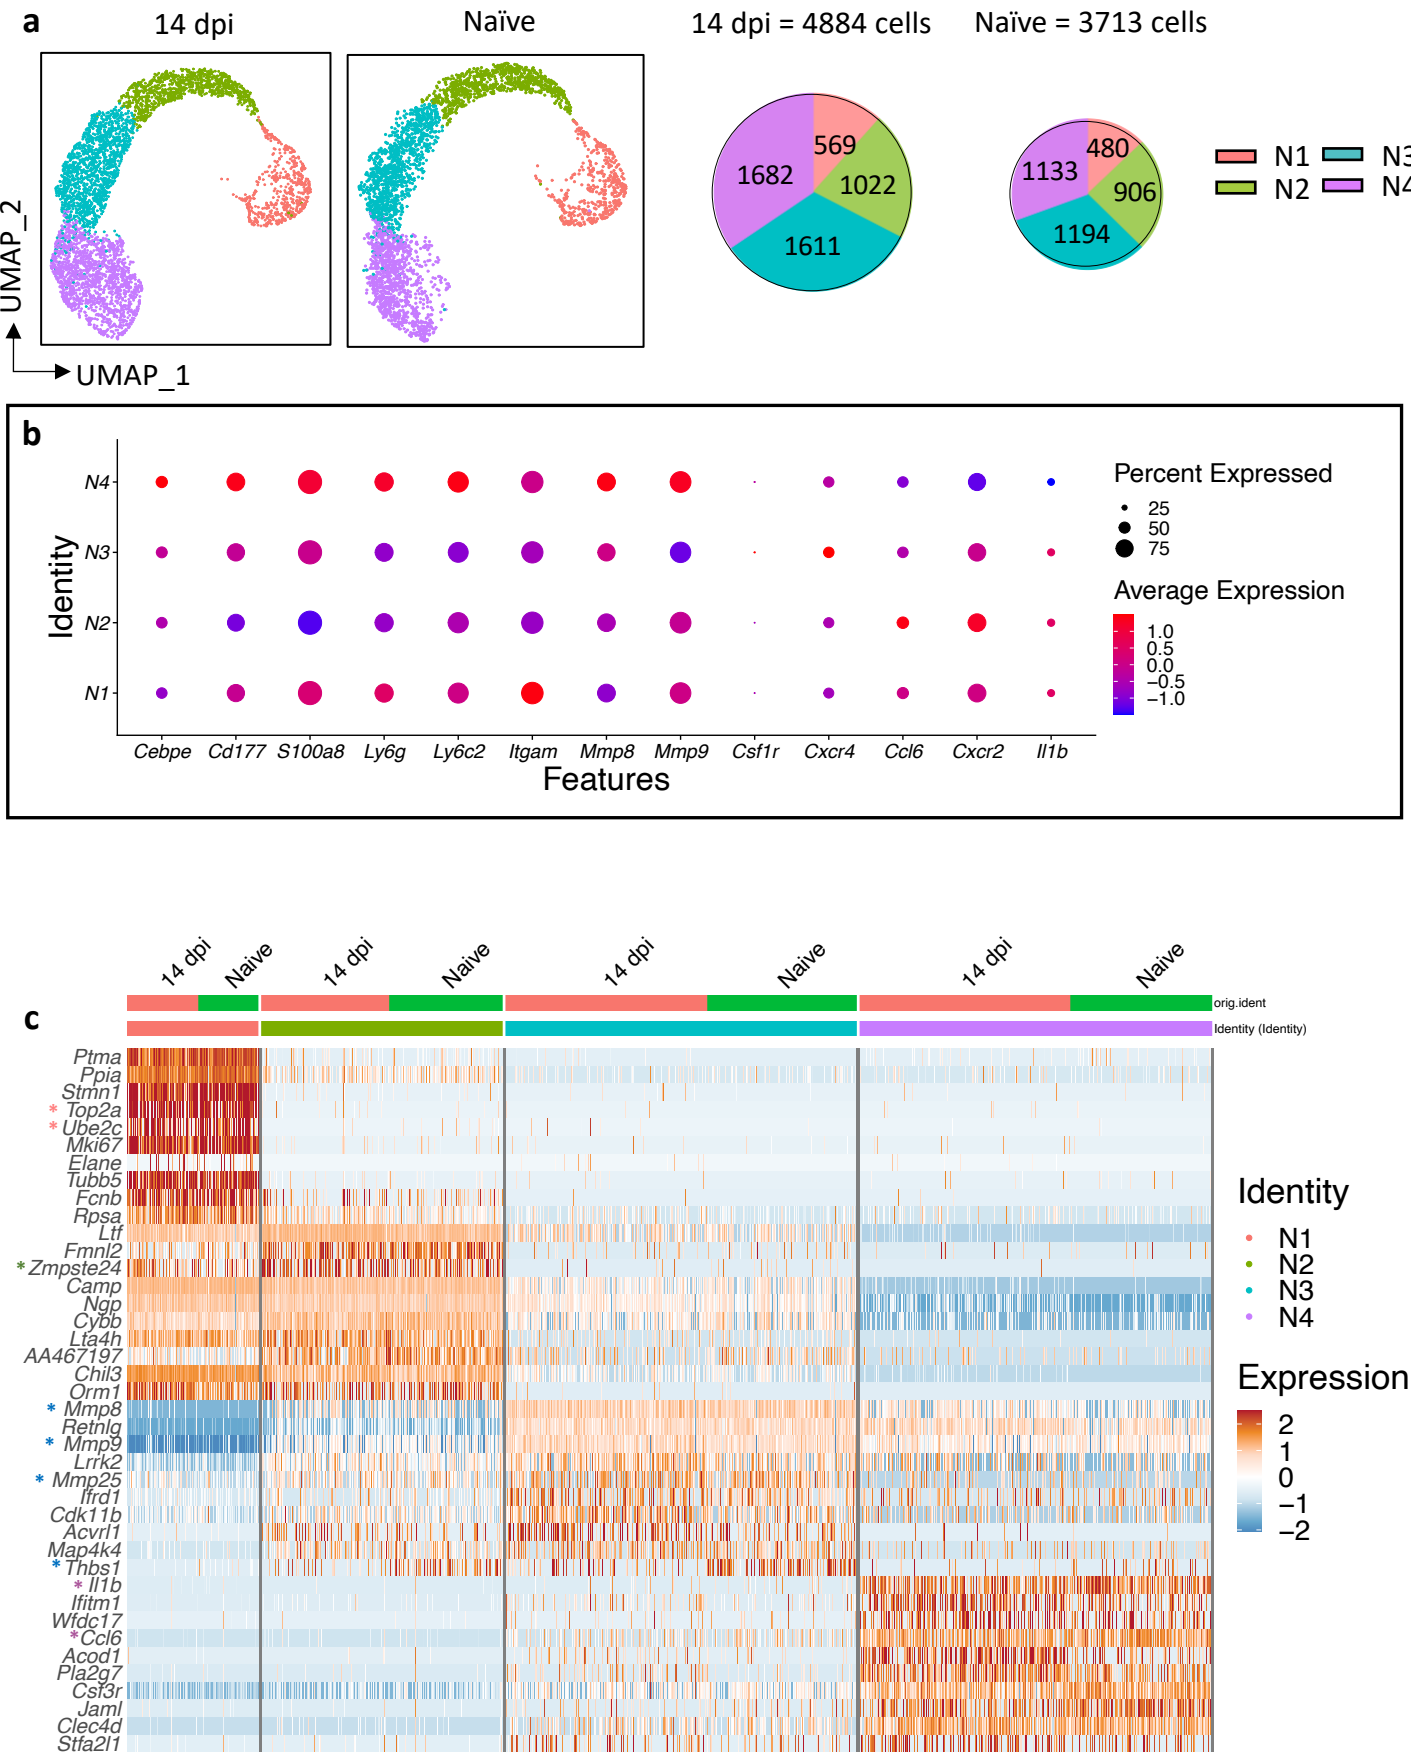

**Supplementary Fig. s4. Characterization of bone marrow (BM) neutrophil subpopulations in 14 dpi and naïve mice.** **a** Uniform Manifold Approximation and Projection (UMAP) plot of neutrophils from 14 dpi mouse BM and naïve mouse BM, colored by cluster identity. Neutrophils were clustered into four subpopulations (N1-N4). Pie chart demonstrating the proportions of four subpopulations in the total number of barcoded neutrophils from 14 dpi and naïve mice. **b** Dot plot illustrating the average expression of neutrophil marker genes across each neutrophil subcluster (N1-N4) using combined data of 14dpi and naïve mice. Neutrophil marker genes such as *Cebpe*, *Cd177*, *Ly6g*, *S100a8*, *Ly6c*, *Itgam*, *Cxcr4* and *Cxcr2* were used for annotation (40). Dot size represents the percentage of cells in each cluster with more than one read of the corresponding genes and dot color displays the average expression of each gene in each cluster. **c** Heatmap representing 10 highest DEGs among four subclusters (N1-N4) in 14 dpi and naïve mice. Genes having  $\text{Log}_2$  Fold Change > 0.25 and adjusted *p-value* < 0.05 were defined as DEGs. Key markers genes used elsewhere in the spleen neutrophil analysis, are highlighted with a color-coded indicator (\*).

**Supplementary Fig. s5. a** Row-scaled gene expression of marker genes (35-37) coding for cytokines and chemokines, per cluster in 14 dpi mice and naïve mice. **b** Row-scaled gene expression of marker genes (35-37) involved in phagocytosis, per subcluster in 14 dpi and naïve datasets.

Figure S6

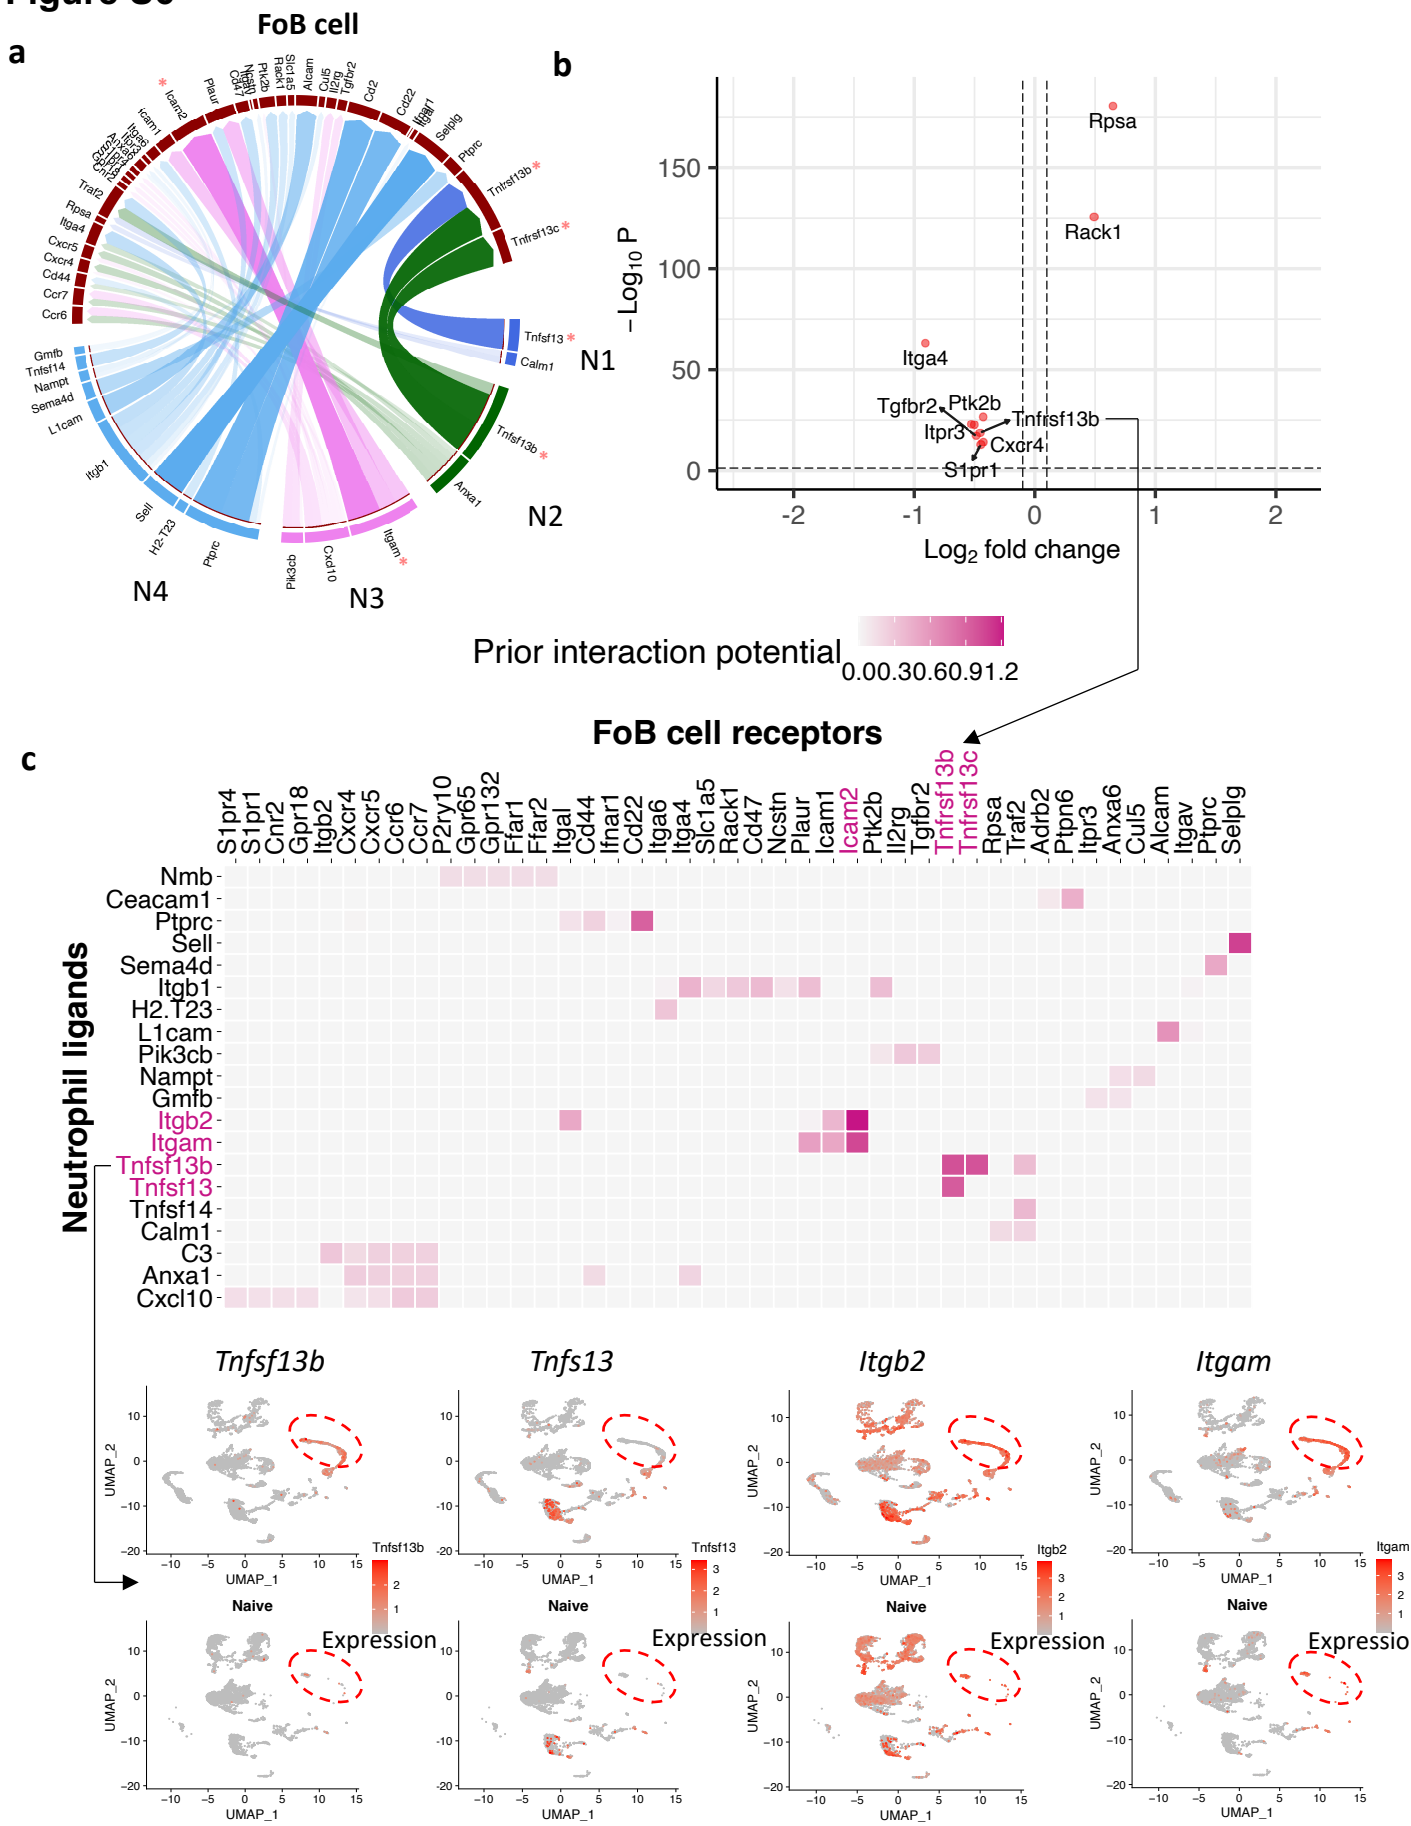

**Supplementary Fig. s6. Crosstalk analysis between neutrophils and FoBs.**

**a** Circos plot of ligand-receptor interactions between FoB cells (dark red) and neutrophils N1 (royal blue), N2 (dark green), N3 (violet) and N4 (steel blue). Genes representing a major pathway BAFF (*Tnfsf13b*), APRIL (*Tnfsf13*), TACI (*Tnfrsf13b*), BAFF-R (*Tnfrsf13c*) have been marked (\*). **b** Volcano plot of differential gene expression analysis between FoBs of 14 dpi and naïve mice created using the *EnhancedVolcano* package in R. Each dot represents a gene, with the x-axis showing the log2 fold change between conditions, and the y-axis displaying the  $-\log_{10} p$ -value from the differential expression analysis. Genes with statistically significant differential expression ( $p$ -value  $< 0.05$ ) and a log2 fold change greater than 1 or less than -1 are colored in red. Genes that did not meet these criteria are shown in green. **c** Heatmap of the prior interaction potential specific for neutrophil ligands and FoB cell receptors. UMAP feature plot representing the expression level of *Tnfsf13b* (BAFF), *Tnfsf13* (APRIL), *Itgb2* (CD18) and *Itgam* (CD11b) in neutrophils of the naïve and 14 dpi mouse spleen samples by scRNA-seq.

Figure S7

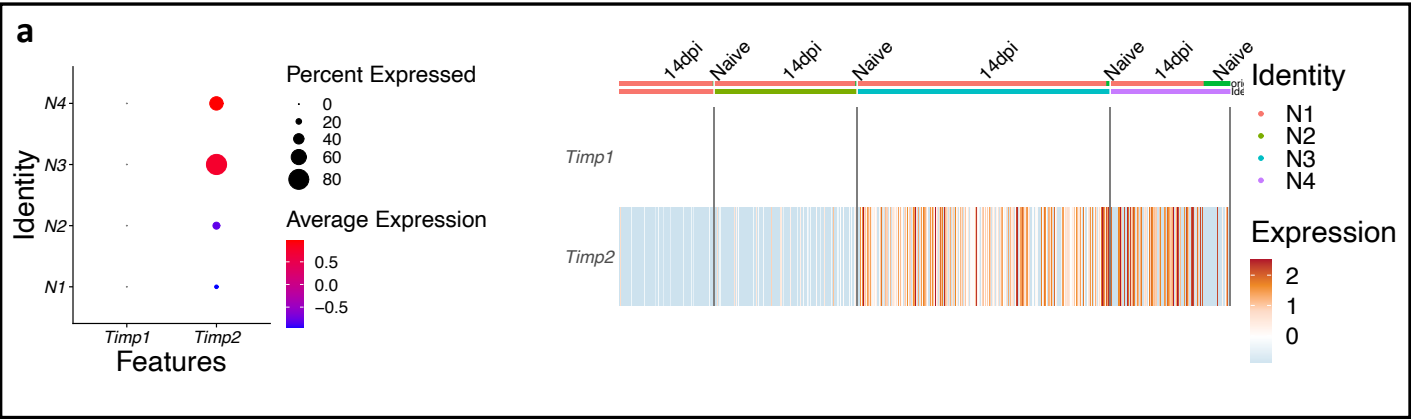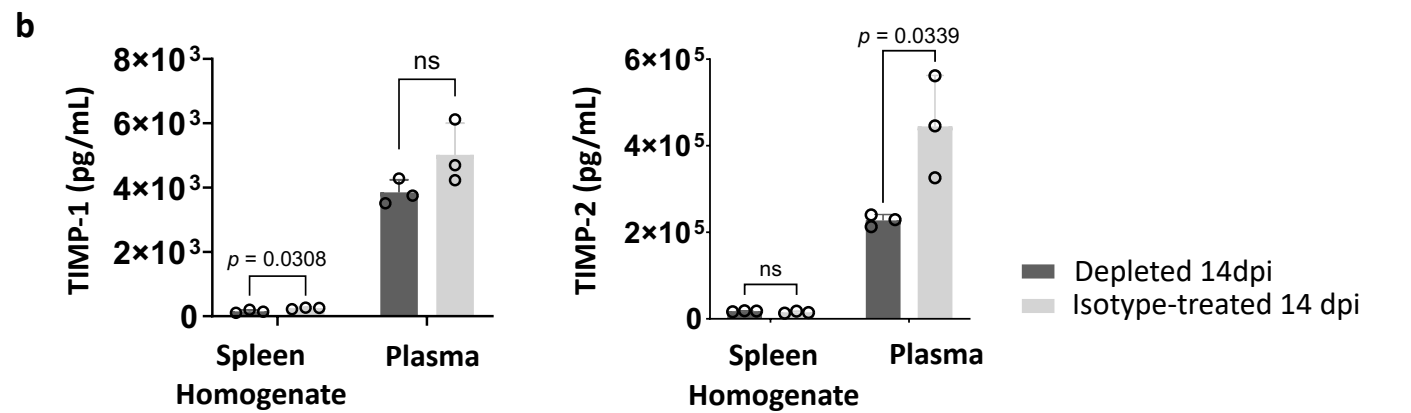

**Supplementary Fig. s7. TIMP expression and production during *T. brucei* infection.** **a** Dot plot representing average expression of *Timp1* and *Timp2* across each subcluster. Dot size shows the percentage of cells in each subcluster with more than one read of the corresponding gene. Row-scaled gene expression of *Timp1* and *Timp2* genes in four neutrophil subclusters (N1-N4) of 14 dpi and naïve mice. **b** Concentrations TIMP1 and TIMP2 in spleen extracellular homogenates and plasma were determined for neutrophil-depleted/infected (dark gray) and isotype treated/infected (light gray) mice, using ELISA. Data represent means  $\pm$  S.D. from one of three representative experiments, with 3 mice per experimental group. Unpaired two-tailed Student's *t*-tests were employed for comparison between experimental groups, with ns indicating non-significant differences ( $p \geq 0.05$ ), and  $p < 0.05$  considered as statistically significant. Source data are provided as a Source Data file.

Figure S8

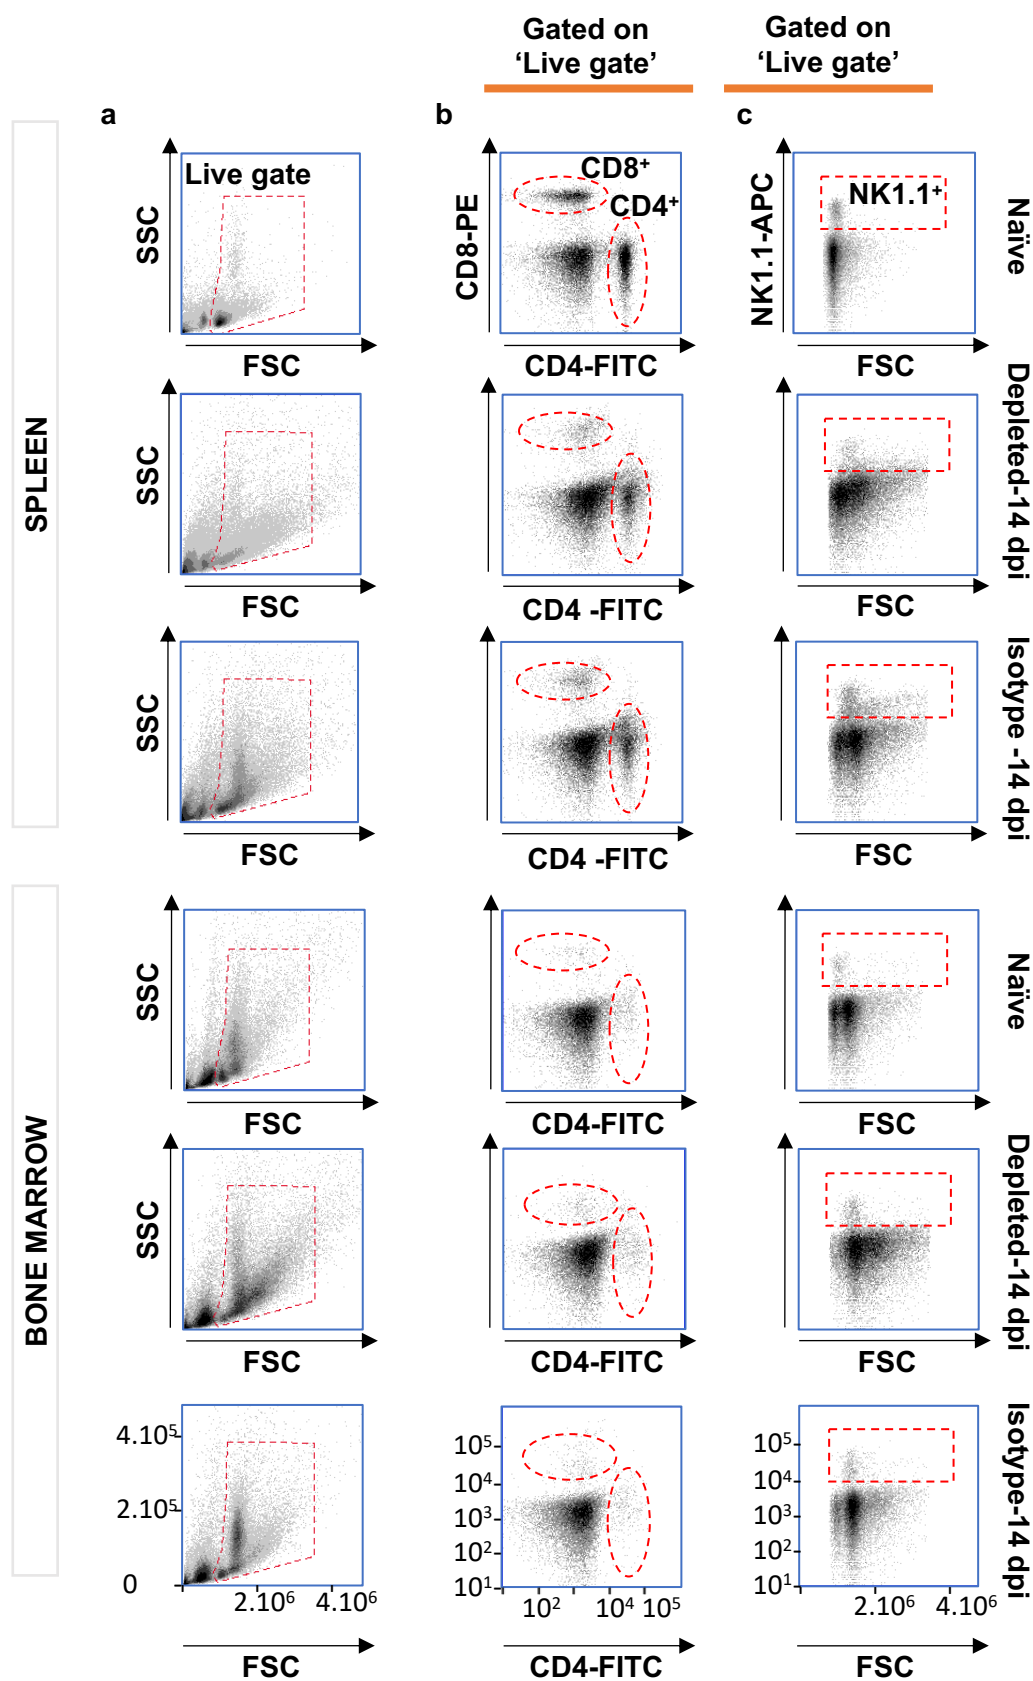

**Supplementary Fig. s8. Representative flow cytometry gating strategy for spleen and bone marrow cells including CD4<sup>+</sup>T cells, CD8<sup>+</sup> T cells and NK1.1<sup>+</sup> cells.** From top to bottom samples represent spleen and bone marrow samples from naïve, 14dpi neutrophil depleted and 14 dpi isotype antibody treated mice. From the left to the right samples represent; **a** FSC/SSC to eliminate debris and red blood cells from the ‘Live gate’. **b** CD4/CD8 plot gated on ‘Live gate’ showing both CD4<sup>+</sup> T Cells and CD8<sup>+</sup> T Cells. **c** FSC/NK1.1 plot gated on ‘Live gate’ showing NK1.1<sup>+</sup> NKT/NK Cells. Scaling of axes for all graphs in each column is indicated in the lower panel.

# Supplementary material for: Neutrophil metalloproteinase driven spleen damage hampers infection control of trypanosomiasis
**Source:** Nat Commun. 2023 Sep 5;14:5418. doi: 10.1038/s41467-023-41089-w
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Data collection for scRNAseq was performed by Illumina Novaseq 6000 sequencer, a mouse reference mouse (mmu10) and Cell Ranger software (v5.0.0 for Spleen samples or v7.0.1 for BM samples).

Data analysis Analysis performed in R version 4.0.3, Seurat v4.0.5 (Spleen) & v4.3.0 (BM), Monocle v3, SingleR v1.4.1 (Spleen) & v2.0.0 (BM), Harmony version 0.1.1, DoMultiBarHeatmap version 0.1.0, Nichnet version 1.0.0. Flow Cytometry data was analyzed using BD Accuri TM C6 software, version 1.0.  
The codes generated during this study are available at Github repository and can be archived at Zenodo.org:  
- For spleen: <http://doi.org/10.5281/zenodo.8232243>  
- For BM: <http://doi.org/10.5281/zenodo.8232730>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw single-cell RNA sequencing and processed data can be accessed from NCBI Gene Expression Omnibus database

- For BM: GSE234000

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Field work, collection and transport

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

## Methods

## Antibodies

### Antibodies used

The following anti-mouse antibodies were used:

- For Flow Cytometry: Alexa Fluor® 488 anti-mouse Ly-6G (BioLegend, 127626, clone 1A8), PE anti-mouse Ly-6G (BioLegend, 127607, clone 1A8), PE/Cyanine7 anti-mouse Ly-6C (BioLegend, 128017, clone HK1.4), FITC anti-mouse/human CD11b (BioLegend, 101206, clone M1/70), APC anti-mouse/human CD11b (BioLegend, 101212, clone M1/70), PE anti-mouse CD182 (CXCR2) (BioLegend, 149303, clone SA044G4), PE anti-mouse CD184 (CXCR4) (BioLegend, 146505, clone L276F12), Alexa Fluor® 647 rat anti-mouse CD177 (BD Biosciences, 566599, clone Y127), FITC anti-mouse CD4 (BioLegend, 100406, clone GK1.5), PE anti-mouse CD8a (BioLegend, 100708, clone 53-6.7), APC anti-mouse NK-1.1 (BioLegend, 108710, clone PK136), FITC anti-mouse/human CD45R/B220 (BioLegend, 103206, clone RA3-6B2), PE anti-mouse/human CD45R/B220 (BioLegend, 103208, clone RA3-6B2), PE anti-mouse CD1d (CD1.1, Ly-38) (BioLegend, 123510, clone 1B1), PE anti-mouse IgM (BioLegend, 406507, clone RMM-1), PE/Cyanine7 anti-mouse CD138 (Syndecan-1) (BioLegend, 142514, clone 281-2), PE/Cyanine7 anti-mouse CD93 (AA4.1, early B lineage) (BioLegend, 136506, clone AA4.1), APC anti-mouse CD93 (AA4.1, early B lineage) (BioLegend, 136510, clone AA4.1), APC anti-mouse CD23 (BioLegend, 101619, clone B3B4), APC anti-mouse CD19 (BioLegend, 152409, clone 1D3/CD19), FITC anti-mBCMA (R&D System, TAB593F, clone 161616).
- For Histology study: Alexa Fluor® 488 anti-mouse Ly-6G (BioLegend, 127626, clone 1A8), Anti-Myeloperoxidase antibody (abcam, ab90810, clone 2D4), Neutrophil Elastase Polyclonal Antibody, Phycoerythrin Conjugated (Bioss, BS-6982R-PE), Recombinant Anti-Histone H2B antibody (abcam, ab52599, clone EP957Y), Rabbit anti Mouse Collagen I (Bio-Rad, 2150-1410), Elastin Polyclonal Antibody (Bioss, BS-1756R), Cyanine3 Streptavidin (BioLegend, 405215), Goat Anti-Rabbit IgG H&L (Alexa Fluor® 488) (abcam, ab150077).

### Validation

All antibodies used in this study were validated for species specificity and application suitability. Validation information, including specificity and recommended applications, was obtained from the manufacturer's websites and technical documentation. Concentration were decided according to recommended by manufacturer and tested in pilot titration experiments.

## Eukaryotic cell lines

### Policy information about cell lines and Sex and Gender in Research

#### Cell line source(s)

State the source of each cell line used and the sex of all primary cell lines and cells derived from human participants or vertebrate models.

#### Authentication

Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.

#### Mycoplasma contamination

Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.

#### Commonly misidentified lines (See [ICLAC](#) register)

Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

## Palaeontology and Archaeology

### Specimen provenance

Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.

### Specimen deposition

Indicate where the specimens have been deposited to permit free access by other researchers.

### Dating methods

If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

### Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Adult female (6-8 week old) female C57BL/6 (WT) mice were purchased from Koatech (South Korea). Animals were housed in IVCs with appropriate cage enrichment and fed ad libitum. A 12-hour light/dark cycle was maintained, with ambient temperature at 20-24°C and humidity levels between 40-60%.

Wild animals

No wild animals were used in this study

Reporting on sex

Only female mice were used in this study. Female mice are often used in research because they are less aggressive than males, reducing the likelihood of injuries that could affect experimental results. Their social structure (they can be housed in groups without fighting) also makes it easier to manage them in a laboratory setting. Additionally, the estrous cycle in female mice is much shorter and more regular than the menstrual cycle, offering more consistency in experimental conditions

Field-collected samples

No field samples were used in this study

Ethics oversight

All experimental animal procedures were approved by the GUGC Institutional Animal Care and Use Committee (IACUC), file numbers 2019-011, 2019.019.A, 2019-025, 2020-009, 2020-018, 2021-005, 2022-001, 2022-007, 2022-012, 2023-005, 2023-008, 2023-009 and 2023-012 All experimental animal procedures were conducted according to EU directive 2010/63/EU.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration

*Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.*

Study protocol

*Note where the full trial protocol can be accessed OR if not available, explain why.*

Data collection

*Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.*

Outcomes

*Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.*

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                       | Yes                      |                            |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No                       | Yes                      |                                                                             |

## Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

## Files in database submission

Provide a list of all files available in the database submission.

## Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

## Methodology

## Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

## Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

## Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

## Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

## Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

## Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

## Sample preparation

Mouse spleens were isolated after CO<sub>2</sub> euthanasia of the animals. Single-cell suspensions were prepared by homogenizing spleens in 4 mL of Dulbecco's Modified Eagle Medium (DMEM) supplemented with 10% Fetal Bovine Serum (FBS) and 1% penicillin/streptomycin using gentleMACS™ Dissociator. After passing the homogenate through a 70 µm cell strainer, cells were centrifuged at 314 x g at 4°C for 7 minutes. Cell pellets were resuspended in RBC lysis buffer at 4°C and incubated for 5 minutes. After washing (314 x g at 4°C for 7 minutes), cells were kept in FACSFlow Sheath Fluid containing 0.05% FBS on ice. Total remaining live cells were counted by Trypan Blue. Supernatant fraction collected after centrifugation of tissue homogenate were centrifuged once more at 10,000 x g for 10 min at 4°C. Final supernatant was recuperated and frozen at -20°C for further analysis.

Bone marrow femur cells were collected from CO<sub>2</sub> euthanized mice by isolating and flushing femurs, using a 26-gauge needle and 1 mL ice-cold DMEM supplemented with 1% FBS and 1% penicillin/streptomycin. Cell suspensions were centrifuged at 314 x g at 4°C for 7 mins. Cell pellets were re-suspended in 3 mL FACSFlow Sheath Fluid containing 0.05% FBS and total remaining live cells were counted using Trypan Blue.

Blood was collected from CO<sub>2</sub> euthanized mice by cardiac puncture, with a 1 mL syringe filled with 0.1 mL heparin (500 IU/mL). Samples were subsequently mixed with 20 mL RBC lysis buffer at 4°C for 15 minutes. After two wash steps with 20 mL ice-cold DMEM (centrifugation at 314g at 4°C for 7 minutes), blood cells were re-suspended in 1 mL of FACSFlow Sheath Fluid containing 0.05% FBS on ice. Total remaining live cells were counted by Trypan Blue. For plasma preparation, heparinized blood samples were centrifuged at 2,000 x g at 4°C for 10 min. Next, plasma was aliquoted into 3 Eppendorf tubes per mouse and stored at -20°C for further analysis.

Cell staining was performed in FACSFlow Sheath Fluid containing 0.05% FBS using 105 cells per sample. Nonspecific binding was blocked using 1/1000 diluted CD16/CD32 Fcy III/II (Biolegend, CA, USA) for 20 minutes in the dark at 4°C. Subsequently, cells were incubated with predetermined optimal concentrations (Supplementary Table s1) of fluorochrome-conjugated antibodies and/or isotype controls for 30 minutes in the dark at 4°C.

## Instrument

BD Accuri™ C6 Plus flow cytometer (BD Biosciences, CA, USA)

## Software

BD Accuri™ C6 software, version 1.0 (BD Biosciences, CA, USA)

## Cell population abundance

Up to 100,000 events were collected

## Gating strategy

Initial gates were set based on forward scatter (FSC) and side scatter (SSC) parameters to encompass the starting cell population. Boundaries between "positive" and "negative" staining cell populations were defined based on fluorescence intensity levels and isotype controls. These strategies were consistently applied across relevant experiments to ensure precise data interpretation. Downstream cell types are defined as following gating strategy: Ly6G<sup>+</sup>CD177<sup>+</sup>Ly6C<sup>+</sup>CD11b<sup>+</sup> Neutrophils, CD11b<sup>+</sup>Ly6C<sup>+</sup> Monocyte, B220<sup>+</sup>IgM-CD19<sup>-</sup> Pre-Pro B cells, B220<sup>+</sup>IgM-CD19<sup>+</sup> Pro and Pre B cells, B220<sup>+</sup>CD93<sup>+</sup> Immature B cells, B220<sup>+</sup>Cd1d<sup>High</sup> MZ B cells, B220<sup>+</sup>Cd1d<sup>Low</sup> Fo B cells, B220<sup>Int</sup>CD138<sup>+</sup> Plasma Cells, CD4<sup>+</sup> T Cells, CD8<sup>+</sup> T Cells and NK1.1<sup>+</sup> NKT/NK Cells.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

## Experimental design

## Acquisition

## Preprocessing

## Statistical modeling &amp; inference

## Models &amp; analysis

How the deposited data were processed for this re-analysis (not part of the article)

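The data were 1 library of spleen cells from 1 naïve C57BL/6 mouse, made with 10x 3′ chemistry. The authors aligned reads to mm10 with Cell Ranger 5.0.0 and deposited gene by barcode UMI counts, as a matrix of called cells and a matrix of all barcodes, and both hold integer counts. The header of the first names Cell Ranger 5.0.0 and that of the second names Cell Ranger 4, and the counts of the 9991 called cells differ at 0 entries between them. The infected spleen library and the bone marrow libraries were not analysed here. Gene positions are those of GRCm38 annotation.

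The called matrix held 9991 cells, 32285 genes and 51144530 UMIs. Genes Gm42418 and AY036118 (2.30% of UMIs) were removed. Cells with more than 200 and fewer than 4000 genes and at most 10% mitochondrial UMIs were kept, which left 6344 cells and 39305194 UMIs. In Seurat 5.3.0 (R 4.3.3, Matrix 1.6.5), counts were log-normalized to a scale of 10000, 2000 variable genes were chosen, those among 158 genes of the reported lists were left out (1908 used), and 30 principal components and a resolution of 0.5 gave 19 clusters. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19 and matplotlib 3.10.9 was used for everything else, with a random seed of 1.

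A cluster was named when at least 3 markers, and a fraction of at least 0.4 of the markers of a type, were found in at least 10% of its cells at a fold of at least 2 over all other cells, with a pseudocount of 10 CPM. It was left unnamed when a second lineage reached a fraction of 0.75 of its own markers, or when the cluster was far shallower than the median cell and held no marker among its 10 top genes. The markers were fixed before the data were examined. SingleR and SoupX were not run. Named genes followed a rule fixed at the same time: every gene of a list a passage is about, every Mmp gene with at least 20 UMIs in the cells kept, and beside a longer list its 3 members with the most UMIs and any gene the paper names. Some genes of these lists are not reported here. Cxcr6 and Zbtb16, and the use of Gata2, Cd79a and Cd79b in tests, were chosen after their values were seen. The division of the neutrophil-like cells into 9, 49 and 5 cells was also made after their values were seen.

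Levels are UMIs of a gene or list over all UMIs of a class, with exact Poisson intervals at a confidence level of 95%. A count of 0 was given the upper limit of 3 counts of the class total. Shares of cells carry exact binomial intervals. To compare shares across depths, cells were thinned to 500 and 1000 UMIs. The thinned shares are exact expectations, without intervals, which replaced random draws after those were seen to vary, and cells below the depth were left out. With 1 mouse, no test between groups was made.

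Doublets were scored with Scrublet and kept in the main results. Its automatic threshold called 185 cells (2.92%), and the alternative removed the 507 highest scores (7.99%), at a rate of 0.8% per 1000 cells. Free RNA was profiled from 849791 droplets with fewer than 100 UMIs. Its share of a cell, 6.89%, was taken from Igkc, Ighm and Iglc2 in T-like cells, where neutrophil genes give a lower share, and the subtraction of this profile, used only as an alternative, removed 6.80% of UMIs. The unfiltered matrix held 6794880 barcodes, of which 926908 had a UMI. Of its uncalled barcodes, 2189 passed the cell filters and 1 was neutrophil-like by its markers.

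In all, 15 alternatives were set before the data were examined and 3 were added afterwards. Of these, 2 leave out cells with at least 10 UMIs of basophil markers or of Cd79a and Cd79b, and 1 leaves S100a8, S100a9, Lcn2, Ltf, Camp and Ngp out of the total when granule-gene-high and granule-gene-low cells are compared. The steps were tested on simulated data with a planted free RNA share of 7%, found as 6.94%. Of 1969 genes, 95.4% lay inside their interval, and the direction was found for 200 of 200 changed genes. Planted folds of 2 and 4 came out at medians of 1.91 and 3.64. Of 19 simulated clusters, 18 kept their name, and the cluster of CD8 T cells did not. In a first simulation the neutrophil cluster lost its name, and its profile was then built without the 5 cells with basophil markers, a change made after that outcome.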

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

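The 2 tests of Mmp9 in this part, and the genes Cxcr6 and Zbtb16, were chosen after the result was seen. A total of 5 metalloproteinase genes outside those the paper describes in the spleen were found above the limit that a count of 0 allows: Mmp11 with 52 UMIs, Mmp15 with 50, Mmp12 with 41, Mmp14 with 28 and Mmp17 with 24 over all cells kept. Of these, 48 Mmp15 UMIs were in T-like cells, 30 Mmp12 UMIs were in an unnamed cluster of 161 cells, 12 Mmp14 UMIs were in a T-like cluster of 399 cells and 12 Mmp17 UMIs were in the follicular B-like cells.

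Mmp9 was found in a T-like cluster of 108 cells. Free RNA was argued against, since Mmp9 was 222 times higher than in the other T-like cells, which lay in the same suspension. Doublets with neutrophils were argued against, since the Mmp9-positive cells held 6 S100a8 and S100a9 UMIs (upper limit 13.1) where neutrophil RNA in proportion to their Mmp9 would bring 14579. Cxcr6 was found in 98.1% of the cells of this cluster and 16.4% of the other T-like cells, Klrb1c in 69.4% and 3.48%, and Zbtb16 in 38.0% and 0.195%, with median depths of 6252 and 7438 UMIs. Expression of Mmp9 by T cells of an innate-like type may account for this, a hypothesis that the design of 1 naïve mouse does not test.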

How the results depend on the processing

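The 2 alternatives that leave out cells by basophil markers or by Cd79a and Cd79b were chosen after seeing the data. Resolution 1.0 and more than 500 genes left the planned results that they apply to inside their main intervals, or, for counts of cells, within 1.5 times the main count (5804 cells kept and 60 neutrophil-like cells with more than 500 genes). Values outside those limits follow for cells kept, neutrophil-like cells among cells kept, neutrophil-like share of cells kept, neutrophil-like cells with a mature cytokine UMI, neutrophil-like cells with a proliferation gene UMI, neutrophil-like cells with an early granulopoiesis UMI and neutrophil-like cells with a specific granule UMI, for Mmp8 UMIs in neutrophil-like cells, Mmp9 UMIs in neutrophil-like cells and Mmp25 UMIs in neutrophil-like cells, and, in CPM, for interferon response genes in neutrophil-like cells, survival genes in neutrophil-like cells, pro-apoptotic genes in neutrophil-like cells, NADPH oxidase genes in neutrophil-like cells, Timp2 in neutrophil-like cells, Tnfrsf17 in plasma cell-like cells and Tnfrsf13b in follicular B-like cells. The cause was not tested except for thinning, which by construction loses UMIs. No mitochondrial limit: 9721 cells kept, neutrophil-like share 0.710%, survival genes 141021. Mitochondrial limit of 5%: 2527 cells kept, share 1.98%, Mmp9 74.3% and Mmp25 75% of UMIs in neutrophil-like cells, interferon genes 1712, survival 168990, NADPH oxidase 5860.4, Tnfrsf13b in follicular B-like cells 214. No upper limit on genes: Mmp8 86.6%, Mmp9 60.1%, survival 135525. No cell filter: 9991 cells kept, 180 neutrophil-like cells, share 1.80%, cells with mature cytokine, proliferation and specific granule UMIs 37.8% (main 87.3%), 73.3% (38.1%) and 26.1% (58.7%), Mmp8 90.6%, interferon 587, survival 23520.3, pro-apoptotic 470.1, NADPH oxidase 2157, Timp2 26.9. Ambient correction: survival 153767. Doublets removed: 41 neutrophil-like cells, share 0.702%, mature cytokine 95.1%, proliferation 24.4%, Mmp9 56.1%, Mmp25 34.5% (main 53.2%), interferon 2037, survival 126406, NADPH oxidase 5550.4. Variable genes as in the paper: survival 147481. Per-cell rule: 124 neutrophil-like cells, share 1.95%, mature cytokine 55.6%, proliferation 54.0%, specific granule 33.9%, interferon 1316, survival 47545, pro-apoptotic 359, NADPH oxidase 3404, Timp2 54.0. Unfiltered barcodes, also by the per-cell rule: 125 neutrophil-like cells, of which uncalled barcodes add 1, so that the move is that of the per-cell rule. The 2 noise genes not removed: survival 141787. Resolution 0.3: Tnfrsf17 in plasma cell-like cells 72.8. Thinned to 500 UMIs: proliferation 6.48%, early granulopoiesis 4.28%, specific granule 33.3%; to 1000 UMIs: 13.2%, 8.20%, 44.0%. Basophil-marker cells left out: interferon 1697, survival 166796, NADPH oxidase 5573. Cells with Cd79a and Cd79b left out: Mmp8 94.8%, survival 160552, NADPH oxidase 5623. Of 94 single genes, 66 left their interval with doublets removed (30 higher, 36 lower), 69 without cell filter (15, 54), 58 under the per-cell rule (10, 48), 22 without basophil-marker cells (13, 9), 16 at the 5% limit (12, 4), and 9 or fewer under each other setting. Doublet removal took 7 of the 9 granule-gene-high cells. Leaving S100a8, S100a9, Lcn2, Ltf, Camp and Ngp out of the total, also chosen after seeing the data, ended the difference between granule-gene-high and granule-gene-low cells for Cebpd, Spi1, Cxcr4, Cd14 and Bcl2l11, and opened one, higher in granule-gene-high cells, for Timp2, Rac2, Fcer1g, Itgb2 and the phagocytosis genes together. At this depth a count of 0 in the granule-gene-low cells allows up to 19.1 CPM.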

Differences from the paper's values

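No value of the paper for the naïve spleen differed from the value found here by more than 1.5 times under the main processing. The number of neutrophils printed in Fig. 2 was about 60, against 63 here, and that of mature N4 cells about 51, against 49 granule-gene-low cells. The number of granule-gene-high cells, 9, matches the number printed for N1 to N3 together. The grouping here was made by other means than the paper's subclusters, and the identities of the cells were not compared. Requiring more than 500 genes, an alternative set before the data were examined, gave 60 neutrophil-like cells.

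The paper states that Mmp8, Mmp9 and Mmp25 are expressed by neutrophils alone in the spleen, from the naïve and infected libraries combined, whereas the shares here are from the naïve library alone, which holds few neutrophils. In the naïve spleen, 97.8% of Mmp8 UMIs were in neutrophil-like cells, but 65.9% of Mmp9 and 53.2% of Mmp25 UMIs were, and a T-like cluster held 24.3% of the Mmp9 UMIs. By level, Mmp9 was at 1474 CPM (1335 to 1623) in neutrophil-like cells against 216 CPM in that T-like cluster. Mmp25 was at 88.8 CPM (57.5 to 131) in neutrophil-like cells. It was at 12.1 CPM (4.87 to 25.0) in dendritic cell-like cells and 3.79 CPM (1.82 to 6.97) in the T-like cluster with the most other UMIs. The paper also states that other metalloproteinases were not found. Over all spleen cells here, Mmp11, Mmp12, Mmp14, Mmp15 and Mmp17 had at least 20 UMIs each. In neutrophil-like cells, Mmp12 had 2 UMIs and the other genes had none, and a count of 0 there allows up to 10.7 CPM. In the other cluster with the most of their UMIs, Mmp11, Mmp14, Mmp15 and Mmp17 were each at 1.67 to 4.54 CPM, below that limit. Mmp12 was at 33.3 CPM in its cluster. The counts of 0 therefore cannot decide whether neutrophils lack these genes.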

Other observations

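All tests in this part were chosen after the results were seen. No transcript of the azurophil granule genes Mpo, Elane and Prtn3, which are made in promyelocytes, was found in the neutrophil-like cells of the naïve spleen, and Ctsg gave 1 UMI, in a cell with basophil markers. A count of 0 in the 9 granule-gene-high cells allows up to 35.2 CPM.

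The 5 neutrophil-like cells with basophil markers held 189 of the 201 UMIs of these markers in all cells kept, and all 111 of Mcpt8. Free RNA was argued against, since Gata2, which was not used to set these cells apart, was 90.4 times higher in them, at 1727 CPM (1341 to 2189.8), than in the granule-gene-low cells, at 19.1 CPM (3.94 to 55.8) from 3 UMIs. Doublets of a neutrophil and a basophil were argued against, since the 5 cells held 0 S100a8 and S100a9 UMIs, where the granule-gene-low cells had a median of 108 and 1 of 49 had none. All 5 were nevertheless among the cells with the highest doublet scores, and 1 held 21 UMIs of B cell genes, so that doublets of a basophil with another cell type stay open. They may be basophils grouped with neutrophils, a hypothesis with no biological comparison in the design to test it.

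The 49 granule-gene-low cells held 107 UMIs of the B cell genes Cd79a and Cd79b. The level was 5.58 times that of T-like cells. CPM was not corrected for depth, and the median was 2579 UMIs in granule-gene-low cells against 7397 in T-like cells. Free RNA alone was still argued against, since most of the UMIs lay in 3 cells with a median of 11986 UMIs, deeper than T-like cells. Doublets with B cells could account for most of the Cd79a and Cd79b UMIs, since these 3 cells, with at least 18 UMIs each, held 80.4% of them. All 3 were among the cells with the highest doublet scores, as were 10 of the 49 granule-gene-low cells. These 10 included 3 other cells with 35, 22 and 20 of the 92 UMIs of T cell genes, at depths of 7559, 6594 and 6622 UMIs. All were kept, so levels of the granule-gene-low cells include RNA that may come from lymphocytes. In the 46 cells other than the 3 with the most Cd79a and Cd79b UMIs, the level of these genes was 169.6 CPM (105 to 259). This range includes the 122 CPM of T-like cells. Cd74 stayed higher in those 46 cells, at 775 CPM (628 to 947) against 289 CPM in T-like cells. Those 46 cells had a median of 2460.5 UMIs against 7397 in T-like cells, and free RNA may weigh more in shallower cells. The comparison therefore does not decide on free RNA, and the source of Cd74 remains open.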
